# Elucidation of *Zymomonas mobilis* physiology and stress responses by quantitative proteomics and transcriptomics

**DOI:** 10.3389/fmicb.2014.00246

**Published:** 2014-05-22

**Authors:** Shihui Yang, Chongle Pan, Gregory B. Hurst, Lezlee Dice, Brian H. Davison, Steven D. Brown

**Keywords:** *Zymomonas mobilis*, microarray, proteomics and metabolomics, acetate, pretreatment inhibitor, stress responses, quantitative proteomics, systems biology

## Abstract

*Zymomonas mobilis* is an excellent ethanologenic bacterium. Biomass pretreatment and saccharification provides access to simple sugars, but also produces inhibitors such as acetate and furfural. Our previous work has identified and confirmed the genetic change of a 1.5-kb deletion in the sodium acetate tolerant *Z. mobilis* mutant (AcR) leading to constitutively elevated expression of a sodium proton antiporter encoding gene *nhaA*, which contributes to the sodium acetate tolerance of AcR mutant. In this study, we further investigated the responses of AcR and wild-type ZM4 to sodium acetate stress in minimum media using both transcriptomics and a metabolic labeling approach for quantitative proteomics the first time. Proteomic measurements at two time points identified about eight hundreds proteins, or about half of the predicted proteome. Extracellular metabolite analysis indicated AcR overcame the acetate stress quicker than ZM4 with a concomitant earlier ethanol production in AcR mutant, although the final ethanol yields and cell densities were similar between two strains. Transcriptomic samples were analyzed for four time points and revealed that the response of *Z. mobilis* to sodium acetate stress is dynamic, complex, and involved about one-fifth of the total predicted genes from all different functional categories. The modest correlations between proteomic and transcriptomic data may suggest the involvement of posttranscriptional control. In addition, the transcriptomic data of forty-four microarrays from four experiments for ZM4 and AcR under different conditions were combined to identify strain-specific, media-responsive, growth phase-dependent, and treatment-responsive gene expression profiles. Together this study indicates that minimal medium has the most dramatic effect on gene expression compared to rich medium followed by growth phase, inhibitor, and strain background. Genes involved in protein biosynthesis, glycolysis and fermentation as well as ATP synthesis and stress response play key roles in *Z. mobilis* metabolism with consistently strong expression levels under different conditions.

## Background

Yeast strains are among the leading current generation industrial biocatalyst microorganisms for fuel production (Hahn-Hagerdal et al., 2006). However, engineered bacteria such as *Zymomonas mobilis*, *E. coli, Bacillus subtilis* are also being developed and deployed to address commercial biofuel catalyst requirements (Dien et al., 2003; Inui et al., 2004; Romero et al., 2007; Alper and Stephanopoulos, 2009). *Z. mobilis* is an ethanologenic bacterium with many desirable industrial characteristics such as high-specific productivity and yield, high ethanol tolerance, and wide pH range (Gunasekaran and Raj, 1999; Panesar et al., 2006; Rogers et al., 2007). Recently, transformation efficiency has been improved by modifying the DNA restriction-modification systems (Kerr et al., 2010), and the inhibitor tolerance genes have been identified to improve the pretreatment inhibitor tolerance using genes from *Z. mobilis* (Yang et al., 2010a,b) or from *Deinococcus radiodurans* (Zhang et al., 2010). The genome sequences for strains ZM4, NCIMB 11163, 10988, 29291 and 29292 have been determined (Seo et al., 2005; Kouvelis et al., 2009, 2011; Pappas et al., 2011; Desiniotis et al., 2012), and the ZM4 genome annotation was improved recently (Yang et al., 2009a). Genome-scale *in silico* metabolic modeling analysis have been reported (Lee et al., 2010; Widiastuti et al., 2011; Rutkis et al., 2013) and recombinant strains have been engineered to express and secret cellulase (Linger et al., 2010) or ferment hexoses and pentose sugars such as xylose and arabinose (Zhang et al., 1995; Deanda et al., 1996).

A core challenge in next-generation biomass-based cellulosic biofuel is the recalcitrance of biomass to breakdown into sugars (Himmel et al., 2007; Alper and Stephanopoulos, 2009). Biomass pretreatment regimes are required to release the sugars, which can create inhibitors such as furfural, acetate, and vanillin (Almeida et al., 2007; Pienkos, 2009). The existence of pretreatment inhibitors increases production costs due to lower production rates and decreased yields. The development and deployment of robust inhibitor-tolerant biocatalysts for efficient fermentation of biomass to biofuel will be a critical component for successful production of biofuels at industrial-scale quantities to meet sustainability and energy security challenges associated with fossil fuels (Almeida et al., 2007). Several recent transcriptomics studies have used microarray approach to characterize mutant strain or *Z. mobilis* stress responses (Yang et al., 2009b, 2013; Hayashi et al., 2011; He et al., 2012a,b; Jeon et al., 2012; Skerker et al., 2013).

Acetic acid is an important inhibitor produced by the de-acetylation of hemicelluloses during biomass pretreatment. Unlike another major inhibitor furfural which is volatile and can be converted into a less toxic product of furfural alcohol (Liu et al., 2005; Heer and Sauer, 2008; Franden et al., 2009; Agrawal and Chen, 2011), acetate is stable during fermentation and poses a constitutive stress on the growth and ethanol production of *Z. mobilis* (Yang et al., 2010a,b). A *Z. mobilis* mutant strain, designated AcR, generated by chemical mutagenesis and selection, is able to produce ethanol efficiently in the presence of 20 g/L sodium acetate (NaAc), while the parent ZM4 is inhibited significantly above 12 g/L (Joachimstahl et al., 1998). Through comparative genome sequencing and next-generation sequencing (NGS)-based genome resequencing, we characterized the AcR mutant and identified a 1.5-kb deletion in strain AcR, which likely truncated the promoter of the *nhaA* gene encoding a sodium proton antiporter. We have carried out genetics study to confirm the association of 1.5-kb deletion in AcR mutant with its sodium acetate tolerance phenotype, we further performed microarray study to identify the differentially expressed genes between wild-type ZM4 and AcR mutant, and identified that *nhaA* gene is consistently upregulated in AcR mutant background compered to wild-type ZM4 under different conditions of NaCl and NaAc stress (Yang et al., 2010b).

Although we confirmed the 1.5-kb deletion in AcR mutant background leading to *nhaA* gene overexpression for enhanced sodium acetate tolerance phenotype (Yang et al., 2010b), we haven't systematically explored the global transcriptional profile difference between AcR mutant and wild-type ZM4 especially in the condition of minimal medium (MM), which is potentially more relevant to industrial fermentation conditions and more stressful to *Z. mobilis* than rich media (RM) we used for previous study (Yang et al., 2010b). In addition, there is no systems biology for this important industrial strain in minimal medium yet. To further explore the acetate-tolerance differences between ZM4 and AcR in MM condition, comprehensive microarray-based transcriptomic profiles and ^14/15^N-labelled quantitative proteomic data were generated for ZM4 and AcR in MM with a large number of *Z. mobilis* proteins detected and quantified, which will be useful for future biocatalyst development. In addition, data collected in this and previous studies were used to hypothesize condition-responsive (strain, media, growth phase, or treatment) genes.

## Results

### Physiological response of *Z. mobilis* to sodium acetate in minimal medium (MM)

The growth of *Z. mobilis* wild-type ZM4 and AcR mutant in MM supplemented with 0, 12, or 16 g/L NaAc as well as 8.65 or 11.4 g/L NaCl with same corresponding Na^+^ molar concentrations as NaAc was assessed using a Bioscreen C instrument (Growth Curves USA, NJ) under anaerobic conditions to determine the effect of NaCl and NaAc on *Z. mobilis* growth and to decide on an appropriate NaAc concentration for subsequent systems biology studies. *Z. mobilis* grew more slowly in MM and attained lower cell densities (Additional File 1) compared to that in RM conditions (Yang et al., 2010b). Consistent with earlier RM results, wild-type ZM4 growth was arrested when NaAc was added to minimum medium at 16 g/L, and differences were observed between ZM4 and AcR with NaAc supplemented at concentrations of 12 g/L (Additional File 1). The concentration of 10 g/L was chosen for NaAc treatment in subsequent systems biology studies.

Similar to previous reports in RM (Joachimstahl et al., 1998; Yang et al., 2010b), mutant strain AcR also outperformed wild-type strain ZM4 in MM supplemented with NaAc (Figure 1, Additional File 1). Strain AcR overcame the acetate stress and reached stationary phase after about 130 h post-inoculation while ZM4 reached stationary phase after approximately 166 h. Both strains achieved similar final cell densities based upon OD_600nm_ readings. Strain ZM4 had a longer lag phase and began to consume glucose much later than AcR, with most of the glucose in AcR cultures consumed at 148 h post-inoculation while cultures of ZM4 took 166 h to use the majority of the glucose in MM (Figure 1). As glucose was consumed earlier by AcR cultures, there was also a concomitant earlier onset for ethanol production compared to ZM4. Both strains produced similar yield of ethanol by the end of the experiment with acetate concentration kept steady during the whole experiment (Figure 1).

**Figure 1:**
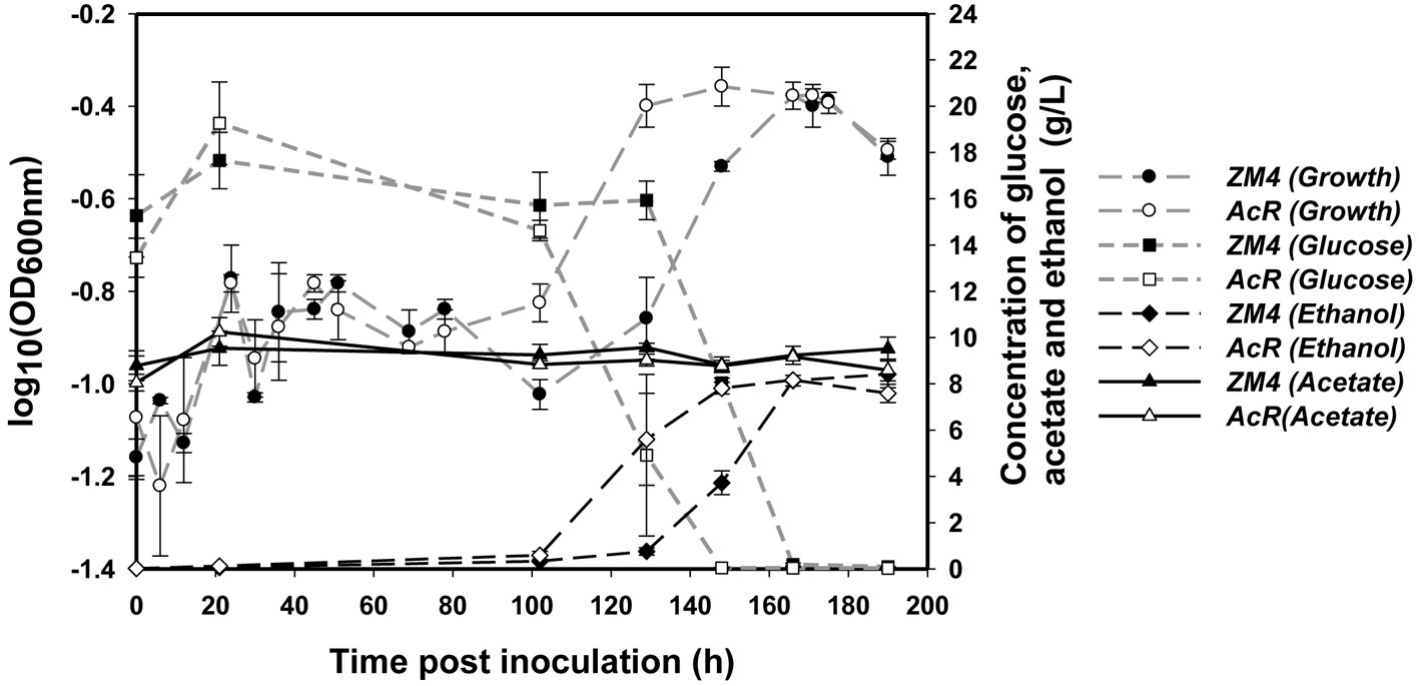
**The growth, glucose consumption, ethanol production and acetate amount of *Z. mobilis* wild-type ZM4 and acetate-tolerant mutant AcR in the presence of ~10 g/L NaAc**.

### *Z. mobilis* wild-type ZM4 and AcR mutant proteomic profiling differences in MM

Quantitative proteomics was used to compare the proteomic differences between *Z. mobilis* wild-type ZM4 and AcR mutant cells at 148 and 190 h post-inoculation. We identified 705 chromosomal encoded proteins and 6 plasmid derived proteins for the 148 h comparison, and 728 chromosomal proteins and 7 plasmid proteins for the 190 h comparison. We thus identified 638 chromosomal proteins and 4 plasmid proteins in common for the two time points. Altogether, this study identified 795 unique chromosomal proteins and 9 unique plasmid proteins, which is about 46% of the predicted *Z. mobilis* ZM4 proteome based upon a reannotation of the genome (Yang et al., 2009a) (Additional Files 2, 3A). The PI and MW distributions for the identified proteins were similar to that of the predicted theoretical PI and MW distributions for all proteins (Additional File 4). This study represents, to our knowledge, the largest quantitative measurement of the *Z. mobilis* proteome published to date.

The 148 h time point comparison between ZM4 and AcR strains revealed 120 proteins that had at least 1.5-fold differences in abundance and were significantly different based upon the ProRata likelihood algorithm for quantitative shotgun proteomics and a confidence interval of 90% as described previously (Pan et al., 2006). This included 55 upregulated proteins and 65 downregulated proteins in AcR compared to ZM4, of which 11 were upregulated and 25 were downregulated more than 2-fold (Additional File 2). There were 107 proteins with a significant difference and at least a 1.5-fold change in levels for stationary phase comparison (190 h) using the same criteria. In strain AcR, 47 proteins were upregulated and 60 downregulated compared to ZM4, of which 10 were upregulated and 26 were downregulated and had changes of at least 2-fold (Additional File 2). Approximately half of the proteins that were identified as being different for one time point were also statistically different in the other time point (Additional Files 2, 3B–C).

The interactions among the down-regulated or up-regulated proteins with at least a 1.5-fold change were also analyzed for their previously documented interactions using STRINGS database (Jensen et al., 2009). The 14 proteins consistently upregulated in AcR for both time points compared to ZM4 had fewer interactions (Additional Files 2, 3D). Among the 39 proteins downregulated in AcR at both the 148 and 190 h time points post-inoculation, stress-responsive proteins such as catalase (ZMO0918), glutathione synthetase (ZMO1913), glutaredoxin 2 (ZMO0070), and a glutaredoxin-related protein (ZMO1873) were downregulated and most of them have been shown to interact with one another (Additional Files 2, 3E). Other proteins downregulated and connected included preprotein translocase (ZMO1896-8), cofactor synthesis of biotin synthase (ZMO0094), and amino acid biosynthesis such as shikimate 5-dehydrogenase (AroB, ZMO0041), threonine synthase (ThrC, ZMO1891), and 3-isopropylmalate dehydratase large subunit (LeuC, ZMO0105) (Additional Files 2, 3E).

Although our intention was to identify differentially expressed proteins more confidently by combining datasets from both time points than merely the second time point of stationary at 190 h to exclude the growth effect, the first comparison however will be potentially problematical due to the growth difference between AcR mutant and wild-type ZM4 at 148 h time point (Figure 1). Therefore, although comparison for second time point of stationary phase at 190 h is reasonably accurate, caution should be taken to interpret proteomic comparison result of second time point due to potential growth effect impact. To overcome this problem, samples from same growth phase between AcR mutant and ZM4 wild-type were used for our transcriptomic comparisons as discussed below.

### *Z. mobilis* wild-type ZM4 and AcR mutant transcriptomic profiling differences in MM

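RNA of the wild type ZM4 and of the acetate-tolerant mutant AcR was taken from 4 fermentors of 4 L, each with 10 g/L NaAc in minimal medium. Fermentors 5 and 6 held AcR and fermentors 2 and 3 held ZM4, and each was sampled at 130, 148, 166 and 190 h, which gave 16 arrays in 8 groups of 2. The arrays of 1 fermentor at different times are repeated samples of 1 culture, so each strain rests on 2 cultures. Each array carried 62400 probes in 3 blocks for 2236 features, with a median of 10 probes per gene in a block, and 9637 random probes. The features were 1949 chromosomal genes, 45 plasmid genes and 242 intergenic regions, and 1767 of them had a ZMO locus. The authors turned the Cy3 signals of the probes into 1 gene value per block with NimbleScan 2.4.31. From these values the log2 was taken, the arrays were quantile-normalized, and the 3 blocks were averaged. The median gene signal was 8.39 to 25.7 times that of the random probes. With 2 arrays per group the number of arrays limits the precision. Differences were tested with limma as contrasts of the 8 group means, with Benjamini-Hochberg adjustment over the 2236 features at an adjusted p under 0.05. Changes are given as log2 ratios with the standard error (±), which had a median of 0.189 for 2 arrays against 2. For means over times or phases the standard errors and p-values of limma treat the arrays of 1 fermentor as independent. The 2 arrays of a group had a correlation across features of 0.966 to 0.992, except AcR at 130 h with 0.922, where 131 features lay more than 2-fold apart. The deposited probe signals of ZM4 at 166 h and 148 h of fermentor 3 carried a later date than those of the other arrays. This date of the signal data, not of the RNA, is called the extraction day here.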

Transcriptomic profiles for ZM4 and AcR in the presence of NaAc in MM were examined using NimbleGen high density expression arrays, essentially as reported previously (Yang et al., 2010b). The expression profiles generated in this study have been deposited in the GEO database (accession number GSE25443). 

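The expression of most functional groups of Z. mobilis genes changed with strain or time in acetate. Of 46 ribosomal protein genes, 39 differed among the 8 groups, and so did 39 of 46 genes of flagella and chemotaxis. The same F test from limma called 15 of 18 electron transport genes, 32 of 49 genes of amino acid synthesis, 18 of 23 of nucleotide synthesis, 14 of 20 aminoacyl-tRNA synthetase genes, 12 of 17 of hopanoid and isoprenoid synthesis and 8 of 13 of fatty acid synthesis. It also called 16 of 22 chaperone and protease genes, 12 of 18 of redox defence, 7 of 9 of sulfate assimilation and cysteine synthesis, 8 of 13 of protein export and 6 of 9 of ATP synthase. The genes of the Entner-Doudoroff pathway, which carries the sugar to ethanol, had 9 of 18 members past this test, and those of nitrogen fixation 4 of 9. Adjusted over the list alone, the counts were 20 for nucleotide synthesis, 8 for the Entner-Doudoroff list and 1 for nitrogen fixation, and the same as above for the other lists. The 4 genes and the 30 genes that the study lists as higher and lower in AcR were all past it, but these were chosen on the same arrays, so that their counts are not independent evidence. In all, 1408 of 2236 features and 1242 of 1949 chromosomal genes differed among the 8 groups at an adjusted p under 0.05 (1505 features at an unadjusted p under 0.05). The count of 1408 was 635 without normalization, 2158 with on-array blocks as observations and 2221 with probes as observations.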

About seventeen hundred genes were identified to be significantly differentially expressed using ANOVA modeling with strain (ZM4 and AcR) and time points post-inoculation as variables in MM (Additional File 5), which covered nearly all of the reannotated *Z. mobilis* ZM4 genes (Yang et al., 2009a). Hence dynamic gene expression changes were observed and for NaAc responses, 474 genes were significantly differentially expressed with at least a 2-fold change in expression values (Additional File 5).

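Genes with large changes from the first to the last of the 4 times had varied functions. From 130 h to 190 h in ZM4, the genes for the flagellar M-ring (ZMO0633, -2.55 ± 0.423), the P-ring (ZMO0607, -2.43 ± 0.295) and the rod protein flgF (ZMO0610, -2.40 ± 0.295) fell, each given as the log2 ratio with its standard error (n = 2 arrays per time). So did rplJ, for ribosomal protein L10 (ZMO0727, -2.38 ± 0.467), ilvN, for the small subunit of acetolactate synthase in the synthesis of branched-chain amino acids (ZMO1140, -2.36 ± 0.273), and the phosphoserine aminotransferase gene of serine synthesis (ZMO1684, -2.67 ± 0.298). Genes for a LysE family exporter (ZMO1973, 2.28 ± 0.230), an aldo/keto reductase (ZMO1344, 1.92 ± 0.141) and aldose 1-epimerase (ZMO0889, 2.97 ± 0.639, adjusted p = 0.00256) rose. In AcR over the same interval, ZMO1684 (-3.23 ± 0.298), the oxidoreductase gene ZMO1753 (-3.42 ± 0.282, adjusted p = 1.41e-05), ykgO for ribosomal protein L36 (ZMO1246, -2.99 ± 0.361) and rplJ (-2.52 ± 0.467) fell, as did the hypothetical genes ZMO0930 (-2.88 ± 0.249) and ZMO0395 (-2.71 ± 0.378), and the gene for a TonB-dependent outer membrane receptor (ZMO1463, 1.91 ± 0.199) rose. Adjusted p values are from limma. Over the 14 comparisons of strain at each time and of time within strain that Additional File 5 gives, 698 features, of which 590 were chromosomal genes, passed the adjusted p of 0.05 and changed at least 2-fold in 1 or more.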

Nine differentially expressed genes from different functional categories with a broad range of expression ratios were chosen for real-time quantitative PCR (RT-qPCR) validation (Additional File 6). 

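Among the 8 loci with primers in Additional File 6, nhaA (ZMO0119), which exports sodium ions in exchange for protons, is described with the genes higher in AcR. Its neighbour ZMO0120, for dihydroorotate dehydrogenase of pyrimidine synthesis, was higher in AcR at 130 h (log2 AcR/ZM4 1.49 ± 0.253, adjusted p = 0.00200 from limma, n = 2 arrays per strain) and had ratios of 0.21, -0.33 and -0.28 at 148, 166 and 190 h, which did not pass the test. ZMO0930, for a hypothetical protein, was higher in AcR at 130 h (1.57 ± 0.249) and lower at 148 h (-1.05 ± 0.249), and its strain difference changed with time (interaction adjusted p = 0.00304). The sigma-54 dependent regulator gene ZMO0631 was lower in AcR at 148 h (-1.18 ± 0.266) and at 130 h (-1.13 ± 0.266), the latter not without AcR 130 h of fermentor 6 (-0.57) or ZM4 130 h of fermentor 3 (-0.97). The beta-fructofuranosidase gene ZMO0374, for the splitting of sucrose, was higher at 130 h (1.71 ± 0.381), but not without ZM4 130 h of fermentor 2 (1.57, adjusted p = 0.0840). The hypothetical gene ZMO0395 was higher at 130 h (1.47 ± 0.378) and lower at 148 h (-1.05 ± 0.378), and its adjusted p lay above 0.05 without AcR 130 h of fermentor 5 (0.70), either ZM4 130 h array (1.29 and 1.65) or any of the 4 arrays at 148 h (-1.19 to -0.91). cydB (ZMO1572), for a subunit of the cytochrome bd oxidase that passes electrons to oxygen, was lower in AcR at 148 h (-1.17 ± 0.331), but not without AcR 148 h of fermentor 6 (-1.16) or ZM4 148 h of fermentor 2 (-1.09). At 130 h cydB had a ratio of -0.56 and was lower only without AcR 130 h of fermentor 5 (-1.25). ZMO0381 did not pass the test at any time (0.85 at 130 h), except at 130 h without AcR 130 h of fermentor 6 (1.63). Additional File 6 also lists primers for an intergenic region, whose feature is annotated with ZMO0330. It was higher in AcR at 148 h (1.35, adjusted p = 7.5e-05 from limma). Its ratios of -0.24, 0.20 and 0.01 at 130, 166 and 190 h did not pass the test, and its interaction test had an adjusted p of 0.00304. The RT-qPCR values are not analysed here.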

RT-qPCR results indicated a high degree of concordance between microarray and RT-qPCR data with R-squared correlation coefficient values of 0.88, 0.87, 0.71, or 0.78 for the time points of 130, 148, 166, or 190 h respectively (Additional File 7).

Four genes were upregulated and 30 genes downregulated significantly with at least 2-fold changes in AcR when comparing AcR expression profiles to ZM4 profiles for all the time points (Additional File 5). 

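In the mean of the 4 times, 8 features were at least 2-fold higher in AcR and 34 were at least 2-fold lower at an adjusted p under 0.05 from limma, among them 6 and 33 chromosomal genes. The lower genes included rpsR (ZMO1226, log2 AcR/ZM4 -2.01 ± 0.199, n = 8 arrays of 2 cultures per strain), rpsF (ZMO1225, -1.86 ± 0.172) and rplS (ZMO1079, -1.36 ± 0.0969) for ribosomal proteins S18, S6 and L19. They also included plsX (ZMO1900, -1.86 ± 0.118) of phospholipid synthesis, secD (ZMO1897, -1.46 ± 0.0964) of protein export, and purH (ZMO0027, -1.17 ± 0.109) of purine synthesis. ZMO1899, for the synthase that starts fatty acid chains, was lower as well (-1.29 ± 0.0595). Of the 34 genes of the paper's list, 32 were in this set, which held 10 other features. The list was chosen on these arrays, so that this overlap is not independent evidence. At each single time 13 genes passed the test in the same direction and were at least 2-fold different in the mean. Of these, nhaA was higher in AcR and 12 were lower, among them purH, rpsF, secD, plsX, ZMO1899, thrC (ZMO1891, -1.14 ± 0.0860) for threonine synthase and sppA (ZMO1927, -1.05 ± 0.0887) for a signal peptide peptidase. With each array left out in turn, 4 of the 13 kept their call at each time (ZMO0117, thrC, ZMO1899 and ZMO1910), and 9 lost it at 1 or more. The most were lost at 190 h, with 7 without AcR 190 h of fermentor 6 and 6 without ZM4 190 h of fermentor 3. At 148 h 0 were lost. The count of 13 was 1 without normalization, 20 with normexp, 8 with median scaling, 8 with an analysis of variance without empirical Bayes and 37 with probes as observations, and the count of 42 in the mean was 67 without normalization and 90 with normexp. Of the 34 lower features, 19 lay between ZMO1870 and ZMO1998 or ZMO0001 and ZMO0116, as did 10 of the 12 lower genes. These loci follow one another on the circular chromosome and as a group had lower values in AcR. They were chosen for low ratios in the paper's tables of the same cultures, so that this is not independent evidence.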

Similar to the transcriptomics study in RM as reported previously (Yang et al., 2010b), the sodium/proton antiporter gene (ZMO0119) was also upregulated and ZMO0117 was downregulated in AcR in MM conditions. 

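The antiporter gene nhaA was higher in AcR at each of the 4 times, and ZMO0117, for a hybrid cluster protein, was lower at each. The log2 AcR/ZM4 of nhaA was 2.52 ± 0.202 at 130 h, 1.53 ± 0.202 at 148 h, 0.95 ± 0.202 at 166 h and 0.93 ± 0.202 at 190 h (adjusted p = 1.21e-05, 0.000146, 0.0107 and 0.0167 from limma, 2 arrays per strain and time). Its normalized log2 intensity in AcR was 13.7 ± 0.172 (SD, n = 2) at 130 h and 13.1 ± 0.0519 at 190 h. In ZM4 it was 11.2 ± 0.0682 at 130 h and 12.2 ± 0.254 at 190 h. For ZMO0117 the log2 AcR/ZM4 was -1.98 ± 0.150, -1.83 ± 0.150, -2.43 ± 0.150 and -2.30 ± 0.150 in the same order (adjusted p = 1.20e-05, 7.44e-06, 2.15e-06 and 4.14e-06). Its intensity in AcR was 8.96 ± 0.172 (SD, n = 2) at 130 h and 9.53 ± 0.126 at 190 h, against 10.9 ± 0.0394 and 11.8 ± 0.226 in ZM4. In the mean of the 4 times nhaA had a log2 AcR/ZM4 of 1.48 ± 0.101, adjusted p = 9.44e-07, and ZMO0117 -2.13 ± 0.0752, adjusted p = 2.21e-09. The adjusted p of nhaA lay above 0.05 at 166 h without AcR 166 h of fermentor 5 (0.93), AcR 166 h of fermentor 6 (0.96) or ZM4 166 h of fermentor 2 (0.93), and at 190 h without any of the 4 arrays (log2 0.75 to 1.11).

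**Figure D1:**
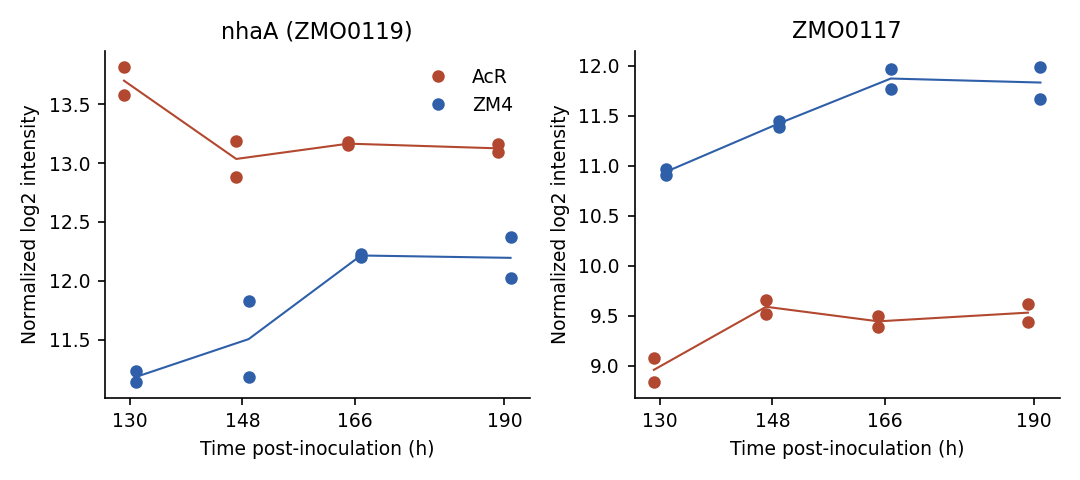
Normalized log2 intensity of nhaA and ZMO0117 against hours after inoculation in AcR and ZM4. Each point is 1 array and the lines join the means of 2 arrays. At 130 h nhaA has a mean of 13.7 in AcR and 11.2 in ZM4, and ZMO0117 has 8.96 and 10.9.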

The other three genes that were consistently upregulated in AcR were L-asparaginase (ZMO1683), beta-fructofuranosidase (ZMO0375), and aldose 1-epimerase (ZMO0889). 

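L-asparaginase (ZMO1683) releases ammonium from asparagine. Its gene was higher in AcR at 148 h (log2 AcR/ZM4 1.45 ± 0.228, adjusted p = 0.000462 from limma), 166 h (1.44 ± 0.228) and 190 h (1.37 ± 0.228). At 130 h its ratio was 0.26 (adjusted p = 0.495), and the change of the ratio with time had an adjusted p of 0.0421 in the interaction test. The beta-fructofuranosidase gene ZMO0375, for the splitting of sucrose, was higher in AcR at 130 h (1.84 ± 0.426, adjusted p = 0.0116), with ratios of 0.65 and 0.85 at 148 and 190 h and a 2.03-fold higher value at 166 h (adjusted p = 0.145), none of which passed the test. The aldose 1-epimerase gene ZMO0889, for the interconversion of the alpha and beta forms of sugars, was higher at 130 h (2.42 ± 0.639) and 148 h (2.91 ± 0.639, adjusted p = 0.00331), with ratios of 0.56 and 0.55 at 166 and 190 h. The interaction tests of ZMO0375 and ZMO0889 had adjusted p of 0.428 and 0.120. In the mean of the 4 times all 3 genes were higher in AcR, by log2 values of 1.13 ± 0.114 (adjusted p = 1.20e-05), 1.09 ± 0.213 (0.00137) and 1.61 ± 0.319 (0.00149). At 130 h the adjusted p lay above 0.05 without ZM4 130 h of fermentor 2 for ZMO0375 (1.73, 0.0889) and for ZMO0889 (2.54, 0.0977), and without ZM4 130 h of fermentor 3 for ZMO0889 (2.30, 0.105), and at 190 h without AcR 190 h of fermentor 6 for ZMO1683 (1.29, 0.0642). The 2 AcR arrays at 130 h differed for ZMO0889 by an SD of 2.12.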

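In the lists of ribosomal proteins, flagella and chemotaxis, and electron transport, more genes were lower than higher in AcR in the mean of the 4 times. Of 46 ribosomal protein genes, 27 were lower and 1 was higher at an adjusted p under 0.05 from limma (29 and 1 when adjusted over the list alone), and 43 lay below 0, with a median log2 AcR/ZM4 of -0.57. ZMO1910, for ribosomal protein L25, had -1.71 ± 0.0924. Of 46 genes of flagella and chemotaxis, 24 were lower and 6 were higher (24 and 7 adjusted over the list alone), with fliG of the motor switch (ZMO0635, -1.00 ± 0.139), the M-ring gene ZMO0633 (-0.96 ± 0.211) and flgA (ZMO0619, -0.98 ± 0.112) as examples. Of 18 electron transport genes, 7 were lower and 1 was higher (the same adjusted over the list alone), with cydB (-0.78 ± 0.165), the gene for the other subunit of its oxidase (ZMO1571, -0.75 ± 0.203) and ZMO1753 (-1.23 ± 0.141). For all lists given here the mean includes 148 h, when AcR was in stationary and ZM4 in exponential phase, so that it holds some of both strain and phase. At 130, 148, 166 and 190 h fliG had -1.03, -1.72, -0.65 and -0.59, and those at 166 and 190 h did not pass the test. Of the 18 electron transport genes 14 were lower at 148 h, and at 130, 166 and 190 h 0, 3 and 1 were. Between the strains in exponential phase cydB had -0.07 and ZMO1753 0.24 (adjusted p = 0.915 and 0.601). Of 13 genes of protein export, 5 were lower (5 adjusted over the list alone), among them secF (ZMO1896, -0.96 ± 0.152) and secY (ZMO0537, -0.62 ± 0.103). Genes of amino acid synthesis were lower in 21 of 49 cases and higher in 3 (23 and 3 adjusted over the list alone), with glnA for glutamine synthetase (ZMO0493, -1.14 ± 0.123). By time glnA had -0.68, -2.13, -0.92 and -0.83, and those at 130 and 190 h did not pass the test. Of 23 genes of nucleotide synthesis, 9 were lower and 1 was higher (13 and 1 adjusted over the list alone). Sulfate assimilation and cysteine synthesis had 5 of 9 lower and 1 higher (the same adjusted over the list alone), with cysJ (ZMO0009, -0.90 ± 0.0801), and 7 of these 9 lie between ZMO1870 and ZMO0116, where genes were lower in AcR as a group. For flagella and chemotaxis 7 of 46 lie there, for protein export 3 of 13, for ribosomal proteins 1 of 46 and for electron transport 0 of 18. Against all other features, camera gave adjusted p of 2.39e-09 for ribosomal proteins, 0.00455 for flagella and chemotaxis, 0.00681 for electron transport, 0.00625 for protein export, 0.00128 for amino acid synthesis, 0.00455 for nucleotide synthesis and 0.0118 for sulfate assimilation, at its preset correlation between genes. Each had an adjusted p = 0.250 with an estimated correlation. The study's own 30 lower genes kept an adjusted p of 0.0140 with it, but they were chosen on these arrays and are not independent evidence.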

The 29 remaining genes that were consistently downregulated encoded mostly ribosomal proteins as well as proteins related to chemotaxis and flagellar biosynthesis, electron transport, fatty acid biosynthesis and protein export (Additional File 5).

### Correlations between proteomic and transcriptomic data of ZM4 and AcR in MM

We also examined the correlations between the gene or protein expression ratios at two time points of 148 and 190 h post-inoculation. There were 632 common proteins identified in both the 148 and 190 h time points. When the relative log_2_ ratios (AcR/ZM4) were compared, a moderate correlation (*R*^2^ = 0.47) was observed between the different sampling times (Figure 2A). Similarly, the correlation of transcriptomic profiles (AcR/ZM4) between 148 and 190 h was moderately high (*R*^2^ = 0.59) for the 530 common genes that showed statistically significant differential expression, but had not undergone any fold-change filtering (Figure 2B). 

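The strain differences of genes at 148 h and 190 h had a positive correlation, which was lower over all genes than over those past the test at both times. Among 94 chromosomal genes past an adjusted p of 0.05 from limma at both times, the correlation of log2 AcR/ZM4 had r = 0.885 (R² = 0.783). plsX had a log2 AcR/ZM4 of -2.16 ± 0.237 at 148 h and -1.52 ± 0.237 at 190 h, and ZMO0025, for a conserved hypothetical protein, had -3.15 ± 0.215 and -2.27 ± 0.215 (n = 2 arrays per strain and time). ZMO1899 of fatty acid synthesis had -1.43 ± 0.119 and -0.89 ± 0.119. The adjusted p of plsX at 190 h lay above 0.05 without AcR 190 h of fermentor 6 (-1.39). A two-sided permutation test over genes gave p = 1e-05, the smallest that 100000 permutations can give, with 1.5e-05 after Benjamini-Hochberg adjustment over 3 correlations. Spearman's rho was 0.77. These are correlations across genes, which are not independent replicates, and the same 4 cultures gave both ratios. The 94 genes were chosen for passing the test at both times, which leaves out small ratios. A high r and a low permutation p were therefore to be expected among them. Over all 1949 chromosomal genes R² was 0.345. The paper's R² was taken over 530 genes, so that it is not of the same gene set.

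**Figure D2:**
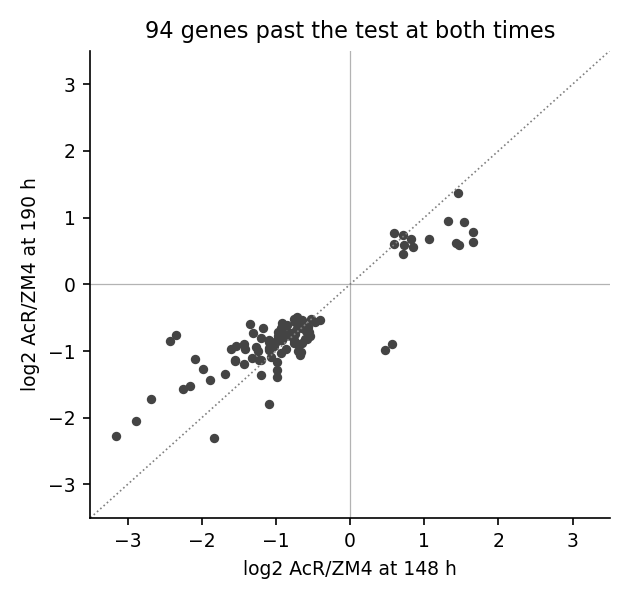
Log2 AcR/ZM4 at 190 h against that at 148 h for the 94 chromosomal genes past the test at both times. Each point is 1 gene, and the dotted line is the line of equality. Across the points r is 0.885, which is not a measure of closeness to that line. The genes were chosen for passing at both times, so that a high r was to be expected.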

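Some genes and their proteins were both lower in AcR. Threonine synthase (thrC, ZMO1891) had a log2 AcR/ZM4 of -1.06 ± 0.172 for the gene at 148 h (n = 2 arrays per strain), and the paper's protein value is -0.95. YchF, a GTP-binding protein (ZMO1912), had -0.93 ± 0.150 for the gene and -1.15 as the paper's protein value. The aldose 1-epimerase ZMO0889 was higher in both, with the paper's protein value at 0.9. In other cases they went apart. parC, for topoisomerase IV (ZMO1054), was higher in AcR as a gene (1.17 ± 0.163), with -2.1 as the paper's protein value. Over 293 chromosomal genes past an adjusted p of 0.05 from limma at 148 h with a protein ratio in Additional File 2, the correlation of gene and protein ratios had r = 0.299 (R² = 0.0891). The two-sided permutation p was 1e-05, the smallest the permutations can give (adjusted 1.5e-05 over 3 correlations), and Spearman's rho was 0.397. Without the genes from ZMO1870 to ZMO0116, R² at 148 h was 0.0440 over 243 pairs (permutation p = 0.00101). Without normalization it was 0.0511 over 91 pairs (permutation p = 0.0387). At 190 h, over 57 such pairs, r was 0.212 (R² = 0.0448, permutation p = 0.111, adjusted 0.111) and Spearman's rho 0.227. These correlations run across genes, which are not independent replicates. At 190 h the correlation passed the test with other values or genes, with R² = 0.144 in the authors' normalized table, 0.143 after median scaling and 0.149 over all measured genes.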

When transcriptomic and proteomic data from the same time point (either 148 or 190 h) were compared, there are 460 gene-protein pairs for the 148 h time point that correlated poorly (*R*^2^ = 0.09) (Figure 2C), and the correlation between the 302 gene-protein pairs at 190 h post-inoculation is also relatively low (*R*^2^ = 0.17)(Figure 2D).

**Figure 2:**
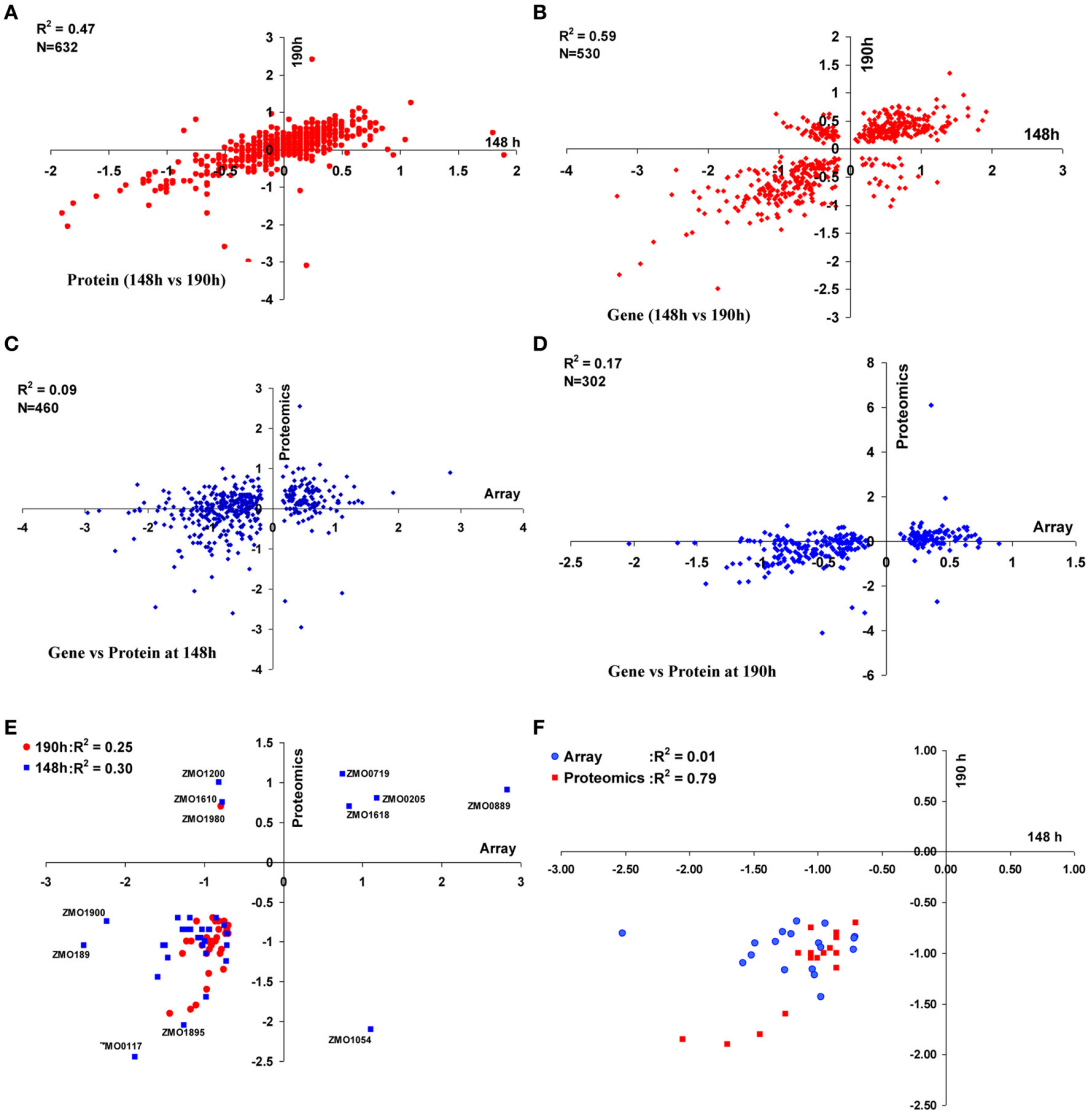
**Correlations between proteomic and transcriptomic data of ZM4 and AcR in MM**. Correlation within proteomics or transcriptomics shared at time point of 148 and 190 h between 632 proteins **(A)** or 530 genes **(B)** differentially expressed between AcR and ZM4 (AcR/ZM4) in MM; and the correlation between proteomics or transcriptomics at different time points of 148 h **(C)** or 190 h **(D)** post-inoculation; as well as correlations between significant gene-protein pairs with at least 1.5-fold changes between transcriptomics and proteomics **(E)**; and the correlation between common genes or proteins with at least 1.5-fold significant changes shared between the time point of 148 h and 190 h post-inoculation within transcriptomics or proteomics **(F)**. Numbers of X-axis and Y-axis are log_2_-based values.

We have reported that the correlation between transcriptomic and proteomic data increases when only the significant genes or proteins were included for comparison, and the correlation even increases more when the ratios of transcriptomics or proteomics comparison increases from our recent *Z. mobilis* ethanol stress experiment of high-density microarray and shot-gun proteomics (Yang et al., 2013). Similarly, in this study, when only the genes or proteins with a significant and a ≥1.5-fold change were used for comparison purposes, the correlation between transcriptomic and proteomic data increased to *R*^2^ = 0.30 (*N* = 35) and *R*^2^ = 0.25 (*N* = 32) for 148 and 190 h comparisons, respectively (Figure 2E). 

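Most pairs that passed in both assays were lower in AcR in both. At 148 h, 45 gene-protein pairs had a gene past an adjusted p of 0.05 from limma and both ratios at least 1.5-fold from 1, with 34 lower in both, 5 higher in both and 6 in opposite directions. At 190 h there were 28, with 27 lower in both, 0 higher in both and 1 opposite. The yajC gene of the protein export complex (ZMO1898, log2 AcR/ZM4 -1.04 ± 0.175, n = 2 arrays per strain), the biotin synthase gene bioB (ZMO0094, -1.20 ± 0.177) and the hybrid cluster protein gene were lower in both at 148 h. ZMO0205, for an NAD-dependent epimerase (1.14 ± 0.196), was higher in both. At 190 h the genes lower in both included ychF (-1.02 ± 0.150) and ZMO1993, for an alcohol dehydrogenase family protein (-1.36 ± 0.148). The exception was rsmG, for a methyltransferase (ZMO1980), with -0.71 ± 0.130 for the gene and 0.7 as the paper's protein value. Its adjusted p lay above 0.05 without AcR 190 h of either fermentor (-0.74 and -0.68) or ZM4 190 h of fermentor 3 (-0.69). Of the pairs, 32 of 45 at 148 h and 28 of 28 at 190 h lie between ZMO1870 and ZMO0116. That stretch was chosen for low ratios in the paper's tables of the same cultures, so that high shares were to be expected. Across pairs, r was 0.430 (R² = 0.185, two-sided permutation p = 0.00311, adjusted 0.00311) at 148 h and 0.586 (R² = 0.343, p = 0.00117 from the same permutation test, adjusted 0.00234) at 190 h, adjusted over these 2 correlations. Pairs of genes are not independent replicates.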

Eighteen common gene-protein pairs were identified between proteomics and transcriptomics data in both 148 and 190 h post-inoculation with at least a 1.5-fold significant change, and all were downregulated in AcR (Table 1). 

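All 18 genes were at least 1.5-fold lower in AcR at both times in the arrays. At 148 h all 18 passed an adjusted p of 0.05 from limma, with log2 AcR/ZM4 from -2.43 to -0.65 and a median of -1.11. At 190 h 15 of 18 passed it, with -1.39 to -0.65 and a median of -0.96. The signal peptide peptidase gene sppA had -1.42 ± 0.177 at 148 h, and cysJ for sulfite reductase -1.20 ± 0.160, each from 2 arrays per strain. gshB, for glutathione synthetase (ZMO1913), had -1.17 ± 0.167, and purH -1.60 ± 0.218. thrC had -1.10 ± 0.172 at 190 h. The genes not past the test at 190 h were aroE of the shikimate pathway (ZMO0041, -0.77 ± 0.223), secF (-0.94 ± 0.303) and a short-chain dehydrogenase (ZMO1372, -0.89 ± 0.433). Of the 18, 17 lie between ZMO1870 and ZMO1998 or ZMO0001 and ZMO0116, which follow one another on the chromosome. The 216 measured genes there had a median log2 AcR/ZM4 in the mean of the 4 times of -0.47, against 0.06 for the 1549 other genes, and 166 of the 216 were lower and 2 were higher past the test. This stretch was chosen from the paper's gene and protein tables for its low ratios, so that these values are not independent evidence.

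**Figure D3:**
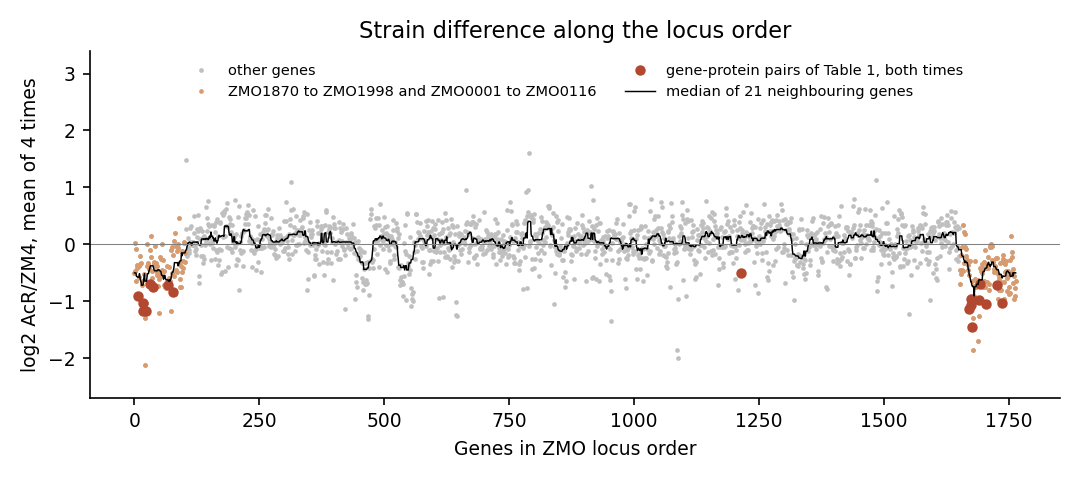
Log2 AcR/ZM4 in the mean of the 4 times for genes in the order of their loci. Orange points are the 216 genes from ZMO1870 to ZMO1998 and from ZMO0001 to ZMO0116, red points the 18 genes of Table 1, grey points the other genes without ZMO0117, and the black line is the median of 21 neighbouring genes. The median is -0.47 in the stretch and 0.06 outside it. The stretch was chosen for its low ratios in the paper's tables.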

The correlation for the proteomic study between 148 and 190 h went up to *R*^2^ = 0.79 (*N* = 18) when significance and fold change were considered (Table 1, Figure 2F). However, the correlation for the transcriptomic study between 148 and 190 h were decreased to 0.01 (*N* = 18) when significance and fold change criteria were applied (Table 1, Figure 2F). This result may suggest that change at transcriptional level is rapid which is consistent with our transcriptomic study in *Clostridium thermocellum* that genes were differentially expression even after several minutes post ethanol or furfural shock (Yang et al., 2012; Wilson et al., 2013). Moreover, this study also suggested that the change at protein level is relatively steady with potential post-transcriptional modification existing.

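For secD the strain difference changed between 148 h and 190 h by -1.58 on the log2 scale (adjusted p = 0.00907 for the difference from limma). At 148 h AcR was in stationary and ZM4 in exponential phase, so that strain and phase cannot be told apart there. From 148 h to 166 h secD fell in ZM4 (-1.14 ± 0.193, adjusted p = 0.00337 from limma) and had -0.06 ± 0.193 in AcR, which did not pass the test. For the other 17 genes the change did not pass the test, which with 2 arrays per group misses many small changes. The neighbour of secD, secF of the same export complex, had ratios closer together, and the DUF162 gene ZMO0021 went the other way, with -0.98 at 148 h and -1.39 at 190 h. The difference of ZMO0021 did not pass the test. Across the 18 genes the log2 AcR/ZM4 at 148 h and 190 h had r = 0.000777 (R² = 6.04e-07, two-sided permutation p = 0.998). Spearman's rho was 0.166 (permutation p = 0.506), and without the 2 genes farthest from the median at 148 h r was 0.183 (p = 0.496 from the same permutation test). The 18 genes are not independent replicates, and their ratios span a narrow range. From the low correlation of the transcript ratios beside that of the proteins, the paper proposes that expression at the transcriptional level changes quickly. Elsewhere it names the different growth phases of the strains as a likely source of the low transcript correlation between these times.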

**Table 1:** **Gene-protein pairs identified in both transcriptomic and proteomic studies at both 148 and 190 h post-inoculation, and those only identified in either 148 or 190 h post-inoculation**.

**Gene**	**Product**	**A148**	**P148**	**A190**	**P190**
**18 TRANSCRIPTOMICS-PROTEOMICS PAIRS IDENTIFIED IN BOTH 148 AND 190 h**					
ZMO0009	Sulfite reductase [NADPH] flavoprotein, alpha chain	−1.20	−0.85	−0.81	−0.85
ZMO0020	Protein of unknown function DUF162	−1.58	−1.45	−1.10	−1.80
ZMO0021	Protein of unknown function DUF162	−0.97	−1.70	−1.43	−1.90
ZMO0027	IMP cyclohydrolase	−1.52	−1.05	−1.02	−1.05
ZMO0035	Ankyrin	−0.72	−1.25	−0.96	−1.60
ZMO0041	Shikimate 5−dehydrogenase	−0.71	−0.90	−0.84	−0.95
ZMO0079	Response regulator receiver protein	−0.71	−1.05	−0.85	−1.00
ZMO0090	Short−chain dehydrogenase/reductase SDR	−0.99	−1.00	−0.90	−1.05
ZMO1372	Short−chain dehydrogenase/reductase SDR	−1.27	−0.85	−0.79	−1.15
ZMO1891	Threonine synthase	−1.04	−0.95	−1.16	−1.00
ZMO1895	PfkB domain protein	−1.26	−2.05	−1.17	−1.85
ZMO1896	Protein−export membrane protein SecF	−1.33	−0.70	−0.89	−0.70
ZMO1897	Protein−export membrane protein SecD	−2.52	−1.05	−0.81	−0.75
ZMO1912	GTP−binding protein YchF	−0.97	−1.15	−0.95	−1.00
ZMO1913	Glutathione synthetase	−1.16	−0.85	−0.69	−0.80
ZMO1927	Signal peptide peptidase SppA, 67K type	−1.49	−1.05	−0.90	−1.00
ZMO1955	Malate dehydrogenase	−0.94	−0.85	−0.71	−0.85
ZMO1964	Glutamyl−tRNA synthetase	−1.02	−0.85	−1.22	−1.00
**Gene**	**Product**	**A148**	**P148**		
**17 UNIQUE TRANSCRIPTOMICS-PROTEOMICS PAIRS IDENTIFIED ONLY IN 148 h**					
ZMO1905	Glycerol−3−phosphate dehydrogenase	−0.93	−0.85		
ZMO1900	Fatty acid/phospholipid synthesis protein PlsX	−2.22	−0.75		
ZMO1899	3−oxoacyl−(acyl−carrier−protein) synthase III	−1.46	−1.20		
ZMO1898	Preprotein translocase, YajC subunit	−1.07	−0.95		
ZMO1875	Protein of unknown function DUF1476	−0.84	−0.70		
ZMO1618	Carbamoyl−phosphate synthase, small subunit	0.84	0.70		
ZMO1610	Hypothetical protein	−0.77	0.75		
ZMO1200	Sugar−phosphate isomerase, RpiB/LacA/LacB family	−0.81	1.00		
ZMO1054	DNA topoisomerase IV, A subunit	1.10	−2.10		
ZMO0889	Aldose 1−epimerase	2.83	0.90		
ZMO0719	Lytic transglycosylase catalytic	0.75	1.10		
ZMO0205	NAD−dependent epimerase/dehydratase	1.18	0.80		
**ZMO0117**	**hybrid cluster protein**	**−1.87**	**−2.45**		
ZMO0094	Biotin synthase	−1.18	−0.70		
ZMO0080	CheD, stimulates methylation of MCP proteins	−0.70	−0.90		
ZMO0022	Protein of unknown function	−1.01	−1.05		
ZMO0013	Purine NTP pyrophosphatase, rdgB/HAM1 family	−0.74	−0.80		
**Gene**	**Product**	**A190**	**P190**		
**14 UNIQUE TRANSCRIPTOMICS−PROTEOMICS PAIRS IDENTIFIED ONLY IN 190 h**					
ZMO0017	Fmu	−0.73	−0.90		
ZMO0056	Glucosamine/fructose−6−phosphate aminotransferase	−0.78	−1.10		
ZMO0062	Aldo/keto reductase	−0.97	−0.95		
ZMO0070	Glutaredoxin, GrxB family	−0.75	−1.35		
ZMO0106	3−isopropylmalate dehydratase, small subunit	−1.09	−0.75		
ZMO1885	NADH:flavin oxidoreductase/NADH oxidase	−0.74	−0.75		
ZMO1956	DNA repair protein RecN	−0.81	−0.75		
ZMO1963	Citrate synthase I	−0.86	−0.75		
ZMO1970	3−methyl−2−oxobutanoate hydroxymethyltransferase	−0.69	−0.90		
ZMO1980	Methyltransferase GidB	−0.78	0.70		
ZMO1984	Aldo/keto reductase	−0.96	−1.15		
ZMO1989	Methylated−DNA/protein−cysteine methyltransferase	−0.93	−1.10		
ZMO1992	Carboxymethylenebutenolidase	−0.94	−1.40		
ZMO1993	Alcohol dehydrogenase GroES domain protein	−1.27	−1.15		

*A148 and A190: array result comparing AcR to ZM4 at time point 148 and 190 h post-inoculation respectively; P148 and P190: proteomics result comparing AcR to ZM4 at time point 148 and 190 h post-inoculation respectively. All the gene-protein pairs are statistically significant with at least 1.5-fold difference between AcR and ZM4 in both transcriptomic and proteomic studies. Negative number indicates gene/protein was downregulated comparing AcR to ZM4 and positive number indicates upregulation*.

### Metabolic pathway analyses of proteomic and transcriptomic data of ZM4 and AcR in MM

The PathwayTools Omics Viewer (Karp et al., 2002, 2011) was used to further examine transcriptomics and proteomics data and their relationships. Genes in the fatty acid and hopanoid biosynthetic pathways are upregulated in ZM4 compared to AcR (Additional File 8A). 

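Several genes of hopanoid synthesis, which makes the sterol-like lipids of the Z. mobilis membrane, and of fatty acid synthesis were lower in AcR. The mean of the 4 times used for this includes 148 h, when AcR was in stationary and ZM4 in exponential phase. Both lists also had more genes falling than rising from exponential to stationary phase. Strain and phase therefore cannot be told apart at 148 h, and the mean holds some of both. In the mean of the 4 times, 8 of 17 genes of hopanoid and isoprenoid synthesis were lower and 3 were higher in AcR at an adjusted p under 0.05 from limma (8 and 3 adjusted over the list alone). hpnH (ZMO0874) had a log2 AcR/ZM4 of -0.78 ± 0.110, hpnJ (ZMO0973) -0.74 ± 0.104 and hpnK (ZMO0974) -0.64 ± 0.101 (n = 8 arrays per strain). dxs (ZMO1234), for the first step of the pathway to isoprenoids, was higher (0.51 ± 0.104). At 148 h hpnH had -1.67 ± 0.220 and hpnC, for squalene synthase (ZMO0869), -0.92 ± 0.147, with 6 genes lower and 2 higher (the same adjusted over the list alone). Of 13 genes of fatty acid synthesis, 5 were lower and 1 was higher in the mean (5 and 1 adjusted over the list alone), with plsX, fabF (ZMO1278, -0.52 ± 0.0823) and fabI (ZMO1692, -0.35 ± 0.0904) as examples. At 148 h 4 were lower (4 adjusted over the list alone), with fabF at -0.99 ± 0.165 and fabI at -0.83 ± 0.181, while the cyclopropane-fatty-acyl-phospholipid synthase gene ZMO1033 was higher (1.92 ± 0.311). camera gave an adjusted p of 0.118 for the hopanoid list and 0.0161 for the fatty acid list in the mean of the 4 times (adjusted p = 0.328 and 0.250 with an estimated correlation). Of the fatty acid genes 2 of 13 lie between ZMO1870 and ZMO0116, both lower in AcR.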

Hopanoids have been found in a variety of bacteria including *Z. mobilis* and are reported to protect against the toxic effects of ethanol (Flesch and Rohmer, 1989; Hermans et al., 1991; Horbach et al., 1991; Shigeri et al., 1991; Welander et al., 2009). For example, they have also been reported to play a role in *Rhodopseudomonas palustris* membrane integrity and pH homeostasis (Welander et al., 2009). However, there is debate of their role in *Z. mobilis* (Moreau et al., 1997) and we didn't identify obvious differential gene expression when *Z. mobilis* encountered ethanol stress (Yang et al., 2013). Further study is required to elucidate their role in *Z. mobilis*, and their relative contribution, if any, to sodium acetate sensitivity or tolerance to the strains used in this experiment.

In other pathway comparisons of AcR to ZM4 at 148 and 190 h, the strains had similar patterns of protein detection, with 120 or 107 differentially expressed proteins with ≥1.5-fold change at each time point respectively were used for analyses (Additional Files 8B,C). 

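For most enzymes of the Entner-Doudoroff pathway and synthetases that charge tRNAs, neither the gene nor the protein changed past the test. Of 18 Entner-Doudoroff and ethanol genes with a protein ratio at both 148 h and 190 h, 13 had no gene change past an adjusted p of 0.05 from limma and no protein change in the paper's table at either time. For the aminoacyl-tRNA synthetases it was 10 of 18. In the proteins alone, 17 of 18 and 16 of 18 were unchanged in the paper's table. Genes past the test at 148 h included pgi, for glucose-6-phosphate isomerase (ZMO1212, log2 AcR/ZM4 1.40 ± 0.259 at 148 h), and cysS, for cysteinyl-tRNA synthetase (ZMO0186, 0.90 ± 0.143), both higher in AcR, and pheS, for phenylalanyl-tRNA synthetase (ZMO1514, -0.97 ± 0.130), which was lower (n = 2 arrays per strain). In the mean of the 4 times 3 of 18 genes of the Entner-Doudoroff list were higher and 2 were lower, and of 20 synthetase genes 2 were higher and 9 lower (the same adjusted over each list alone). pgi (0.73 ± 0.129) and frk for fructokinase (ZMO1719, 0.50 ± 0.149) were higher, and pyk for pyruvate kinase (ZMO0152, -0.56 ± 0.103) and leuS for leucyl-tRNA synthetase (ZMO1435, -0.63 ± 0.121) were lower. camera gave adjusted p of 0.480 for the Entner-Doudoroff list and 0.00676 for the synthetases (adjusted p = 0.355 for the latter with an estimated correlation). Of 623 gene-protein pairs measured at both times, 506 had an unchanged protein, and 295 also had no gene change past the test. Of these 295 pairs, 13 were in the Entner-Doudoroff list and 10 in the synthetase list, which is a small part of them. The paper places most of its unchanged pairs in these pathways and in mixed-acid fermentation. The counts of the 2 lists here do not show such a majority, and mixed-acid fermentation had no list of its own. A gene that did not pass the test may still differ by an amount that 2 arrays per group do not resolve.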

We identified 509 chromosomal gene/protein pairs that have no significant changes between AcR and ZM4 in MM with NaAc in both 148 and 190 h post-inoculation (Additional File 2), the majority of which are involved in the ED and mixed-acid fermentation pathways, and tRNA charging (Additional File 8A–C). When the log_2_ transformed peptide hits of all the proteins identified in 148 and 190 h post-inoculation were used for pathways analyses, proteins involved in ED pathway and ethanol production are among the most abundant proteins (Additional Files 2, 8D). The abundance of ED pathway and ethanol production enzymes and the relatively stability of protein levels between ZM4 and AcR indicates that this pathway for carbon and electron flow are core elements in the physiology of both strains.

Recently, a number of studies have added important details to our understanding of *Z. mobilis* physiology (Kouvelis et al., 2009; Yang et al., 2009a, 2010a,b; Kerr et al., 2010; Linger et al., 2010; Zhang et al., 2010; Widiastuti et al., 2011). However, many genes encode proteins for which we now have proteomics evidence of their expression, their functions remain unknown. The largest quantitative measurement of the *Z. mobilis* proteome obtained in this study may help elucidate *Z. mobilis* genes, proteins, their functions and regulation.

### ZM4 and AcR transcriptomic profiles in different conditions

In this study, we also combined *Z. mobilis* microarray data collected from previous studies with expression data collected in this experiment to provide greater insights in *Z. mobilis* physiology and gene regulation. Forty-four microarrays were used in the analysis (Additional File 9) to compare the gene expression differences between the variables of strain (AcR and ZM4), growth phase (exponential and stationary), media (RM and MM), and treatment (NaCl, NaAc, and control of RM only). 

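The 148 h samples, with AcR in stationary and ZM4 in exponential phase, had the most strain differences of the 4 times. Of 2236 features, 162 were at least 2-fold higher and 155 at least 2-fold lower in AcR at 148 h at an adjusted p under 0.05 from limma. The counts were 51 and 46 at 130 h, 12 and 35 at 166 h, and 3 and 29 at 190 h. At 148 h 14 of 18 electron transport genes were lower and 1 was higher, with ZMO1813 of the Rnf complex at a log2 AcR/ZM4 of -1.54 ± 0.232 (n = 2 arrays per strain). Of 46 ribosomal protein genes 23 were lower and 1 was higher, with ykgO at -2.09 ± 0.361, and of 46 genes of flagella and chemotaxis 21 were lower and 9 higher, with flgA at -1.96 ± 0.223. The serine synthesis gene ZMO1684 had -2.13 ± 0.298. Adjusted over the list alone the lower genes were 14, 24 and 23 and the higher genes the same, and camera gave adjusted p of 0.000761, 5.27e-07 and 0.0114 (adjusted p = 0.322, 0.342 and 0.342 with an estimated correlation). The strain difference changed with time for 410 features in the F test of the interaction (808 at an unadjusted p under 0.05). Between 148 h and 190 h it changed for 191, among them ZMO1753 (log2 AcR/ZM4 -3.22 at 148 h and -0.91 at 190 h, adjusted p of the difference = 0.00907), the adenosyltransferase gene ZMO1495 (-2.37 and -0.43, 0.00378) and the P-ring gene ZMO0607 (-1.79 and -0.12, 0.0323). Of the 110 features past that test with a change of at least 2-fold, 79 had a more positive ratio at 148 h and 31 a more negative one. Among the lists above, 2 electron transport, 5 flagellar and 2 ribosomal protein genes were more negative at 148 h, and 1 flagellar gene was more positive. Other settings moved the counts at 130, 166 and 190 h by over 1.5 times, with 17, 179 and 3 without normalization and 150, 112 and 65 with normexp, and the compared groups alone gave 5 at 130 h. At 148 h the count was 196 without normalization. The count of at least 2-fold features at 130 h was 196 without AcR 130 h of fermentor 5. At 166 h it was 21 without AcR 166 h of fermentor 6, and at 190 h 19 and 14 without AcR 190 h of fermentors 5 and 6 and 21 without ZM4 190 h of fermentor 3. The interaction count was 22 without normalization, 264 without the second-day arrays, 267 with an analysis of variance without empirical Bayes, 1777 and 2094 with on-array blocks and probes as observations, 206 without AcR 148 h of fermentor 6, 256 and 270 without AcR 190 h of fermentors 5 and 6, and 194 without ZM4 130 h of fermentor 2.

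**Figure D4:**
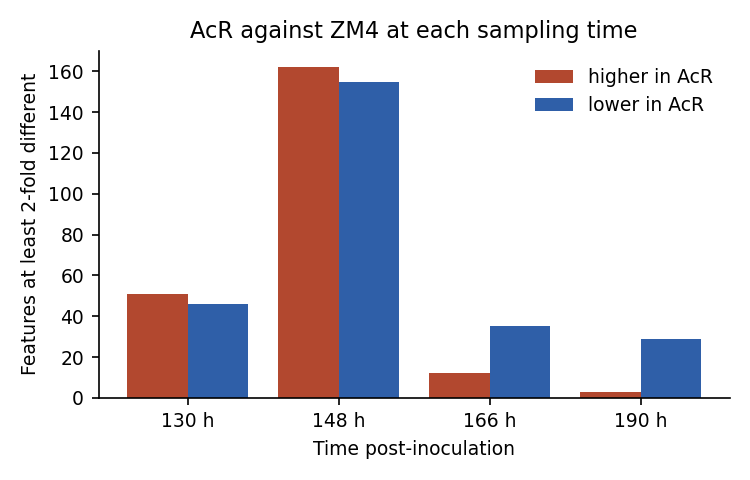
Number of features at least 2-fold higher and lower in AcR than in ZM4 at an adjusted p under 0.05, at 130, 148, 166 and 190 h (2 arrays per strain and time). The bars are tallest at 148 h, with 162 higher and 155 lower.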

Considering the growth differences between ZM4 and AcR in this experiment (Figure 1) and the fact that *Z. mobilis* has dramatic transcriptional differences between exponential and stationary phase (Additional Files 5, 10) (Yang et al., 2009b), the relative large number of genes significantly differentially expressed at time point 148 h post-inoculation between AcR and ZM4 as well as the low transcriptomic correlation between 148 and 190 h post-inoculation is likely associated with the growth phase differences. To ensure compatible comparisons were being made among different time points in RM or MM under different conditions, the correlations among all the forty-four microarrays were investigated using the JMP Genomics 4.0 (SAS, NC) and based upon a hierarchical clustering and growth curve analyses (Figure 3), time points were assigned to either exponential or stationary phase for further statistical analyses (Figure 3, Additional File 9). Differences between the variables of strain, growth phase, media, and treatment were then analyzed by ANOVA, as described previously (Yang et al., 2009b, 2010b). The ANOVA identified that nearly every gene in the *Z. mobilis* genome was differentially expressed under one or more of the many conditions tested in this global analysis (Additional File 11), leading to an opportunity to identify the strain, media, growth phase or treatment responsive genes, as discussed below.

**Figure 3:**
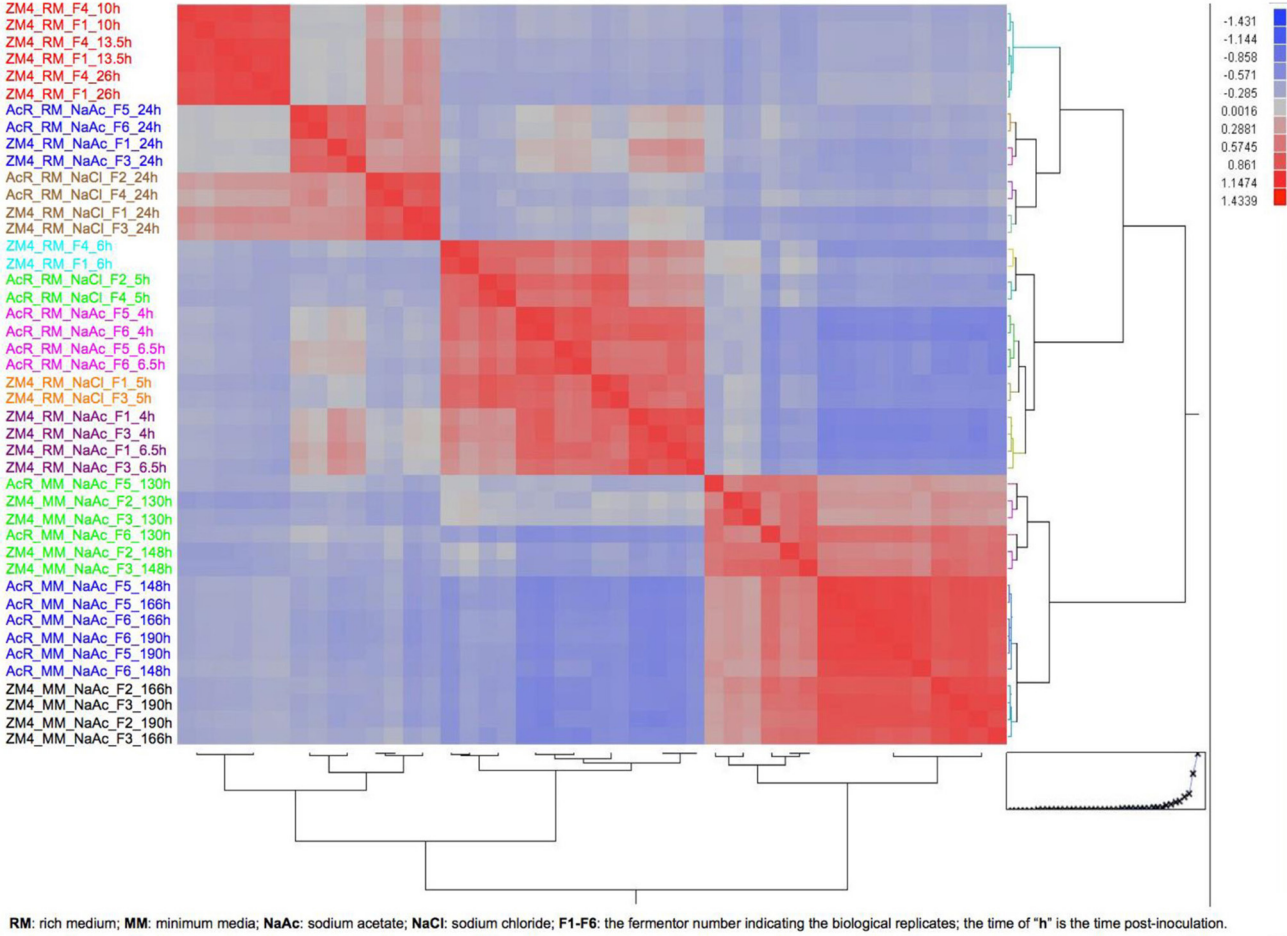
**The heat map and dendrogram of hierarchical clustering analysis on correlation among 44 arrays for growth phase determination**. The information about each array is listed on figure left and the color from top to bottom indicates different growth media and phase.

#### Strain-specific genes

Gene expression profiles for ZM4 and AcR were compared and when all the conditions (Additional File 9) were taken into account, only five genes were significantly differentially expressed with at a least 2-fold change between strains. The significant differentially expressed strain specific genes included two genes with increased expression and three genes downregulated in strain AcR (Additional Files 11, 12). We have previously reported that *nhaA* (ZMO0119) is upregulated and ZMO0117 is downregulated in AcR compared to ZM4 in exponential and stationary growth conditions for RM (Yang et al., 2010b). In this study, which considered more conditions, we identified that that another gene (hypothetical protein ZMO1787, 82aa) was consistently upregulated in AcR under the conditions tested and two AcR genes encoding a predicted permease (ZMO0055, 263 aa) and a conserved hypothetical protein (ZMO0025, 234 aa) were consistently downregulated Additional File 11).

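In acetate in minimal medium the hypothetical gene ZMO1787 was higher in AcR at 130 h (log2 AcR/ZM4 1.34 ± 0.227, adjusted p = 0.00194 from limma, n = 2 arrays per strain), and had ratios of -0.25, 0.52 and 0.49 at 148, 166 and 190 h, which did not pass the test. Its ratio changed with time (interaction adjusted p = 0.0250), and in the mean of the 4 times it was 0.52 ± 0.113, adjusted p = 0.00266. ZMO0025, for a conserved hypothetical protein, was lower in AcR at 148 h (adjusted p = 6.73e-06), 166 h (-2.51 ± 0.215, adjusted p = 4.90e-05) and 190 h. At 130 h it had -0.58 ± 0.215, adjusted p = 0.0882, and without ZM4 130 h of fermentor 2 it was lower there as well (-0.98, adjusted p = 0.0145). Its strain difference changed with time (interaction adjusted p = 0.00213), and the mean of the 4 times was -2.13 ± 0.108, adjusted p = 6.09e-08. ZMO0055, annotated on the arrays with a DUF81 domain, had ratios of -0.10, -0.74, -0.80 and -0.24 at the 4 times and did not pass the test at any of them. The arrays of the other conditions are not analysed here. ZMO0025 and ZMO0055 lie in the stretch from ZMO1870 to ZMO0116, where most genes were lower in AcR.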

#### Media-responsive genes

Gene expression differences between MM and RM in the presence of NaAc were compared (Additional File 9). When the strain responses of both AcR and ZM4 in both exponential and stationary phases were combined to examine media differences, 232 genes were identified as being upregulated and 247 downregulated in MM compared to RM (Additional File 13). Almost half of upregulated genes encode hypothetical proteins with unknown functions, and many of the remaining upregulated genes encode proteins involved in stress sensing and responses. These included two-component signal transduction genes (7), transcriptional regulators (11), sigma factors (*rpoD*, *rpoH*), flagellar and chemotaxis genes, and other stress responsive genes such as an putative operon containing heat-inducible transcription repressor *hrcA* (ZMO0015) and chaperone gene *grpE* (ZMO0016). Other genes included cold shock gene (ZMO0925), DnaJ-class chaperone (ZMO1069) and chaperone *hspD* (ZMO0989), three glutaredoxin-related genes, three thioredoxin-like genes, and genes associated with DNA repair such as UvrABC system gene *uvrB* (ZMO0362), *mutM* (ZMO1187), *mutS* (ZMO1907) and ZMO1426 (Additional File 13).

There are more previously documented interactions among the downregulated genes in MM relative to RM compared to the upregulated genes (Additional File 14). These MM-downregulated genes are mostly related to the central carbon metabolism, which included genes such as 6-phosphogluconolactonase gene *pgl* (ZMO1478), phosphoglycerate mutase gene *pgmA* (ZMO1240), gluconolactonase gene *gnl* (ZMO1649), pyruvate decarboxylase gene *pdC* (ZMO1360), and pyruvate dehydrogenase gene *pdhA* and *pdhB* (ZMO1606, ZMO1605) (Additional Files 13, 14B). Genes involved in amino acid biosynthesis, encoding ribosomal proteins and genes for nucleotide biosynthesis, as well as genes related to energy metabolism such as electron transport system and ATP generation were also mainly down-regulated in MM (Additional Files 13,14B).

#### Treatment-responsive genes

The following conditions were used to examine treatment-specific responses: ZM4 grown in RM; both ZM4 and AcR growth in RM with NaCl, RM with NaAc, or MM with NaAc (Additional File 9). These conditions were used to make the following comparisons: treatment of NaCl or NaAc in RM vs. RM for strain ZM4; and as the treatment of NaAc vs. NaCl in RM for both ZM4 and AcR strains (Additional File 13).

The NaCl-responsive genes in the ZM4 wild-type background included 88 downregulated genes and 47 upregulated genes (Additional Files 13, 15A,B). More genes were responsive in a ZM4 background grown in RM supplemented with NaAc, including 159 downregulated and 103 upregulated genes. This was approximately twice the number as responsive to the less severe NaCl treatment (Additional Files 13, 15C,D). Differentially expressed genes shared between NaCl and NaAc in RM compared to RM included 27 upregulated and 66 downregulated genes (Additional Files 13, 15E,F). Genes upregulated in both NaCl and NaAc treatment related to cysteine synthesis, with 6 genes clustered together (*cysD, I, J, K, N*, ZMO0006 and ZMO0055) and tryptophan synthesis (*trpB, F*), and most of the downregulated genes encoded hypothetical proteins with unknown function with the exception of several related to flagellar biosynthesis and sucrose metabolism (Additional Files 13, 15).

When the responses of *Z. mobilis* in RM with NaAc were compared to that of NaCl, there were 37 upregulated and 41 downregulated genes (Additional Files 13, 15I,J). Genes related to ribosomal proteins and amino acid biosynthesis were downregulated and upregulated genes related to the Entner–Doudoroff (ED) pathway (ZMO1518 and *pgi*), energy metabolism [e.g., electron transport (ZMO0021, ZMO1851, ZMO1885) and ATP synthesis gene *atpC* (ZMO0242)], cell wall formation (ZMO1724), regulator gene *zrp* (ZMO0372), and several transporter related genes such as signal peptidase I gene *lepB* (ZMO1710), Sec-independent protein translocase tatA/E homolog gene (ZMO1220), TolQ biopolymer transport gene (ZMO0161) and biopolymer transport gene *exbD* (ZMO1715), Fe^2+^ transport system gene *feoB* (ZMO1541), and potassium transport system gene *kup* (ZMO1209).

#### Growth phase-dependent genes

When strain profiles in the presence of NaAc were considered together and a ≥2-fold change was applied, 331 genes were significantly differentially expressed in a phase-dependent manner for RM (Additional Files 11, 12). When the RM NaCl profiles were analyzed, 661 genes were identified (Additional Files 11, 12). Similar patterns were identified for the comparisons when variable of strain was taken into consideration separately (Additional Files 11, 12). In the presence of NaAc, the stationary phase upregulated genes were less correlated than the downregulated ones (Additional Files 16). 

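In each of the lists of ribosomal proteins, flagella and chemotaxis, amino acid and nucleotide synthesis and electron transport, more genes fell than rose from exponential to stationary phase with the strains combined. The ribosomal protein genes fell in 37 of 46 cases and rose in 1 at an adjusted p under 0.05 from limma, with ykgO (-2.25 ± 0.195, log2 of stationary over exponential), rplJ (-1.85 ± 0.252) and rpsF (-1.46 ± 0.186) among them (n = 10 stationary and 6 exponential arrays). Of 46 genes of flagella and chemotaxis 24 fell and 11 rose, and the P-ring gene ZMO0607 (-1.90 ± 0.160) and flgF (-1.70 ± 0.159) fell. Of 49 genes of amino acid synthesis 31 fell and 4 rose. Among them serA, for the first step of serine synthesis (ZMO1685, -1.37 ± 0.188), and glnA (-1.46 ± 0.133) fell. Of 23 genes of nucleotide synthesis 14 fell and 2 rose, and purF, for the first step of purine synthesis (ZMO1557, -0.92 ± 0.0878), fell. The electron transport genes fell in 15 of 18 cases and rose in 2, with ZMO1571 of the cytochrome bd oxidase at -1.74 ± 0.220 and cydB at -1.42 ± 0.178. Adjusted over the list alone the counts of falling genes were the same, and so were those of rising genes except 5 in amino acid synthesis. Protein export, with secY (-0.97 ± 0.111), had 9 of 13 falling, ATP synthase 7 of 9, and fatty acid synthesis, with fabF (-1.05 ± 0.0889), 8 of 13. The hopanoid list had 2 rising and 8 falling of 17, the Entner-Doudoroff list 4 and 6 of 18, the aminoacyl-tRNA synthetases 3 and 9 of 20, sulfate assimilation 2 and 4 of 9, redox defence 6 and 6 of 18, chaperones and proteases 6 and 2 of 22, and nitrogen fixation 4 and 0 of 9. Adjusted over the list alone fatty acid synthesis had 1 rising and 8 falling, redox defence 7 and 8, chaperones and proteases 5 and 2, and the others the same counts. camera gave adjusted p of 1.65e-08 for ribosomal proteins, 0.0389 for flagella and chemotaxis, 0.000137 for amino acid synthesis, 0.00681 for nucleotide synthesis and 0.000154 for electron transport (adjusted p = 0.362, 0.457, 0.262, 0.262 and 0.262 with an estimated correlation). For protein export, ATP synthase and fatty acid synthesis it gave 0.00157, 0.0127 and 0.0389 (adjusted p = 0.337, 0.457 and 0.362 with an estimated correlation), and for the other lists an adjusted p from 0.165 to 0.973.

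**Figure D5:**
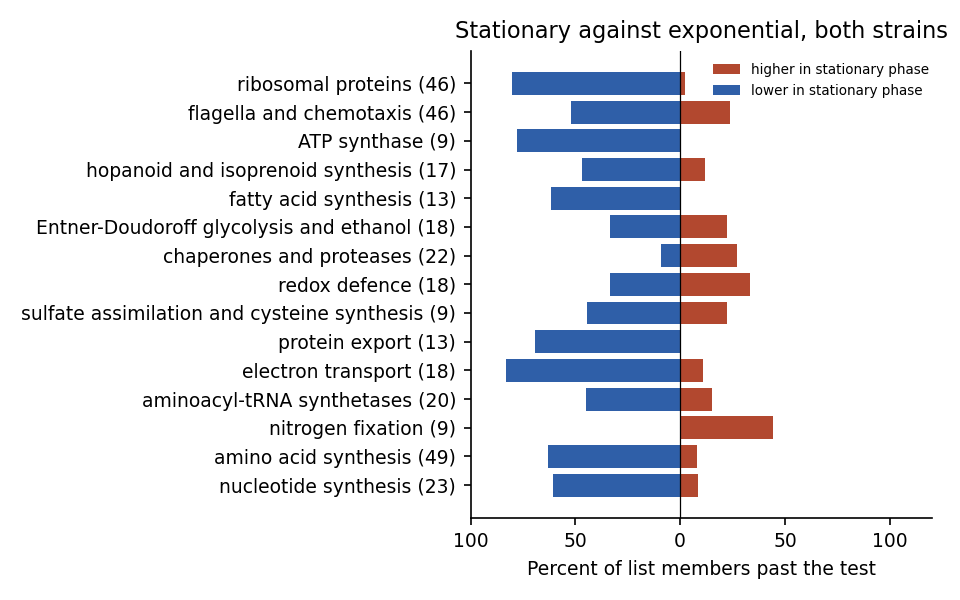
Percent of the members of each of 15 gene lists that rose or fell in stationary phase at an adjusted p under 0.05, both strains together, with the number of members in brackets. Of 46 ribosomal protein genes 37 fell and 1 rose.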

The genes downregulated in stationary phase are related to ribosomal proteins, chemotaxis and flagellar systems, amino acid and nucleotide biosynthesis, and electron transport (Additional Files 11, 16A). Except for those encoding hypothetical proteins, genes upregulated in stationary phase are related to stress responses such as the catalase gene (ZMO0918), glutaredoxin gene (ZMO0070), thioredoxin gene (ZMO1705), ferredoxin gene *fdxN* (ZMO1818), organic hydroperoxide resistance gene (ZMO0693), ATP-dependent Clp protease gene *clpB* (ZMO1424), RNA polymerase sigma-32 factor gene *rpoH* (ZMO0749), and integration host factor gene *ihfB* (ZMO1801) (**Additional Files 11, 16B**).

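Of the 8 genes named, 6 rose in stationary phase in the minimal-medium arrays with the strains combined, 0 fell, and all 8 had values above 0. These calls take an adjusted p under 0.05 with no fold threshold, and the largest log2 was 0.77, which is under 2-fold. The paper's list takes at least 2-fold changes with NaAc in rich and minimal medium together, so that the calls are not alike. The thioredoxin gene ZMO1705 rose by a log2 of 0.77 ± 0.106, adjusted p = 4.54e-05 (limma, n = 10 stationary and 6 exponential arrays), and grxB for glutaredoxin (ZMO0070) by 0.65 ± 0.106, adjusted p = 0.000162, both of which reduce disulfides. clpB (ZMO1424), whose product takes protein aggregates apart, rose by 0.54 ± 0.116, adjusted p = 0.00131. The catalase gene ZMO0918, for the breakdown of hydrogen peroxide, rose by 0.46 ± 0.132, rpoH (ZMO0749), for the heat shock sigma factor, by 0.47 ± 0.147, and the ferredoxin gene ZMO1818 by 0.37 ± 0.145. ZMO0693 had 0.22 ± 0.111 and ihfB (ZMO1801) 0.20 ± 0.0877, which did not pass the test. In ZM4 alone 6 of the 8 rose, with catalase at 0.77 ± 0.172, rpoH at 0.80 ± 0.193, clpB at 0.70 ± 0.151, grxB at 0.84 ± 0.139, ZMO1705 at 0.81 ± 0.139 and ihfB at 0.48 ± 0.115. In AcR alone 2 rose, ZMO1705 (0.73 ± 0.161) and grxB (0.46 ± 0.160), and whether the strains differ in this was not tested. Without AcR 130 h of fermentor 5 the adjusted p in both strains lay above 0.05 for catalase (0.25, 0.0837), rpoH (0.22, 0.142) and ZMO1818 (0.08, 0.477), and in AcR for ZMO1705 (0.38) and grxB (0.14). ZMO1818 did not pass it without any of 12 of the 16 arrays (0.08 to 0.38). ZMO0693 rose without AcR 130 h of fermentor 6 (0.39), as did ihfB (0.32), which also rose without AcR 148 h of fermentor 5 (0.22). In AcR grxB did not pass it without AcR 148 h (0.44) or AcR 190 h (0.45) of fermentor 6 either. Of 22 chaperone and protease genes 9 rose and 1 fell in ZM4 (the same adjusted over the list alone; adjusted p = 0.0582 from camera).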

## Discussion

### Genes contributing to sodium acetate tolerance phenotype of AcR

AcR mutant had advantages under NaAc stress in both RM (Yang et al., 2010b) and MM conditions, with shorter lag phase leading to earlier glucose consumption and ethanol production than ZM4 cells (Figure 1). We have reported previously that the truncation within gene ZMO0117 in AcR causes the consistent upregulation of the sodium proton antiporter gene *nhaA* (ZMO0119), which is the determining factor of AcR mutant for sodium acetate tolerance in RM (Yang et al., 2010b). In this study, the *nhaA* gene also had higher expression levels in strain AcR compared to ZM4 in MM (Additional File 11). 

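The difference in nhaA, which exports sodium ions from the cell, was larger in exponential phase than in stationary phase. The log2 AcR/ZM4 was 2.36 ± 0.175, adjusted p = 5.98e-06 from limma in exponential phase (2 AcR and 4 ZM4 arrays) and 0.90 ± 0.130, adjusted p = 0.000348 in stationary phase (6 AcR and 4 ZM4 arrays). The change of the ratio over the 4 times had an adjusted p of 0.00775 in the interaction test. Within ZM4 nhaA rose from exponential to stationary phase (0.86 ± 0.143, adjusted p = 0.000381), and within AcR it fell (-0.60 ± 0.165, adjusted p = 0.00906). The fall in AcR did not pass the test without AcR 130 h of fermentor 5 (-0.47, adjusted p = 0.0962).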

ZM4 *nhaA* expression in unamended RM was higher (~2-fold) in stationary phase compared to exponential phase (Additional File 11) and differential expression was also measured for other conditions and strain comparisons (Additional File 13). Acetate accumulates in stationary phase *Z. mobilis* fermentations (Yang et al., 2009b) and greater expression of *nhaA* gene may ameliorate cellular function and activity under such stressful conditions.

In addition, compared to ZM4, the ZMO0117 gene in AcR showed a similar profile of down-regulation in MM (Additional File 11) to that of in RM (Yang et al., 2010b). 

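ZMO0117 encodes a hybrid cluster protein, a family of iron-sulfur proteins. It was lower in AcR by a log2 AcR/ZM4 of -2.22 ± 0.130, adjusted p = 5.51e-07 from limma in exponential phase and -2.33 ± 0.0971, adjusted p = 1.75e-08 in stationary phase. The change of its ratio over the 4 times did not pass the interaction test (adjusted p = 0.147). ZMO0117 follows the last locus of a stretch of genes lower in AcR, and the 59 measured genes from ZMO0118 to ZMO0187 on its other side had a median log2 AcR/ZM4 of 0.04 in the mean of the 4 times. The paper states that ZMO0117 has a truncation in AcR, and whether some of its probes lack a target there was not tested, so that a lower signal is not by itself a lower expression of the remaining gene. The arrays in rich medium are not analysed here.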

Proteomic data also showed that the peptide hits for ZMO0117 were less abundant in AcR compared to ZM4 at 148 h post-inoculation (Additional File 2). However, the NhaA protein was not detected in any sample in this experiment (Additional File 2) and yet differential expression was observed for this gene, which demonstrates the value of conducting integrated experiments and may point to a technical challenge in detecting hydrophobic proteins like NhaA that have many transmembrane spanning domains (Poetsch and Wolters, 2008; Gilmore and Washburn, 2010).

As discussed above, this study also identified other AcR specific genes. For example, ZMO0055 was significantly downregulated in AcR compared to ZM4 in all conditions with NaAc and responded to other conditions too (Additional File 11). 

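With acetate in minimal medium, ZMO0055 had a log2 AcR/ZM4 of -0.47 ± 0.185, adjusted p = 0.0542 from limma in the mean of the 4 times (n = 8 arrays per strain), -0.13 ± 0.320, adjusted p = 0.848 in exponential phase and -0.65 ± 0.238, adjusted p = 0.0612 in stationary phase. It was lower in the mean without AcR 130 h of fermentor 6 (-0.57, adjusted p = 0.0229), ZM4 148 h of fermentor 2 (-0.63, 0.00647) or ZM4 166 h of fermentor 3 (-0.57, 0.0284), and lower at 148 h without ZM4 148 h of fermentor 2 (-1.36, 0.0133). ZMO0058, for a hypothetical protein close to it, was lower in AcR in stationary phase (-1.74 ± 0.170, adjusted p = 2.81e-05). The arrays of the other conditions are not analysed here.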

ZMO0055 is predicted to belong to the sulfite exporter TauE/SafE family protein (pfam01925), a family of integral membrane proteins involved in transporting anions across the cytoplasmic membrane during taurine metabolism as an exporter of sulfoacetate (Weinitschke et al., 2007). As discussed above, ZMO0055 is closely related to CysC, D, I, N (ZMO0003, 4, 5, 8) based on protein analysis using String pre-computed database (Additional File 15), which were upregulated in both NaCl and NaAc treatment. In addition, recent work by Skerker et al. (2013) also indicated that cysteine synthases, which are required for L-cysteine biosynthesis from sulfate, are related to hydrolysate tolerance. They proposed that the increased demand for sulfite and cysteine is due to the increased needs of glutathione, which is formed from glutamate and cysteine, during *Z. mobilis* growth in stressful condition (Skerker et al., 2013). Therefore, the downregulation of sulfite exporter potentially could help Z. *mobilis* retain sulfite for enhanced sodium acetate tolerance phenotype. However, further detailed study is needed to understand the role and contribution of these AcR specific genes, which will help reveal the complete difference between AcR and ZM4 and at the same time help assign the function for these AcR-specific genes with hypothetical function (ZMO1787 and ZMO0025).

### Relationship among media, inhibitor, growth phase, and gene expression dynamics

The gene expression intensity mean value of the significantly expressed genes (Additional File 17) were further used for hierarchical clustering to compare each gene at 14 different conditions, the result indicated that minimum medium had the most dramatic effect on gene expression compared to those in RM, followed by growth phase, inhibitors (NaAc>NaCl), and strain (Additional File 18A). Gene expression profiles in MM were clustered together and separated from the rest in RM (Additional File 18A). *Z. mobilis* growth in MM has a longer lag phase and generates a lower final cell density compared to that in RM (Additional File 1) (Yang et al., 2010b), which indicates that one or more factors are limiting *Z. mobilis* growth in MM, and MM is possibly a more stressful environment for *Z. mobilis* cells which is further supported by the upregulation of stress-responsive genes in MM compared to that in RM (Additional Files 13, 14).

The second level of clusters was between exponential and stationary growth phases, consistent with an earlier global profiling report for strain ZM4 that growth phase tends to have more dramatic effect on gene expression than a single stressor (Yang et al., 2009b). The greatest number of differentially expressed genes between exponential and stationary phases is observed for strain ZM in RM, followed by strain ZM in RM with NaCl, RM with NaAc and then ZM4 in MM (Additional File 12). 

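In ZM4 in minimal medium with acetate, 92 features were at least 2-fold higher and 106 at least 2-fold lower in stationary than in exponential phase at an adjusted p under 0.05 from limma (4 arrays in each phase). These included 64 and 98 chromosomal genes. The count of 198 was 313 without normalization and 331 with normexp. ZMO0889 rose (2.76 ± 0.452, log2 of stationary over exponential), and so did the OprB porin gene ZMO1859 (1.92 ± 0.385), the LysE family gene ZMO1973 (1.84 ± 0.162), frk for fructokinase (1.31 ± 0.210) and hrcA, for the repressor of the heat shock operons (ZMO0015, 0.58 ± 0.140). ZMO1753 (-2.27 ± 0.200), ZMO1684 (-2.21 ± 0.211), flgF (-1.89 ± 0.208), ilvN (-1.52 ± 0.193) and leuA, for the first step of leucine synthesis (ZMO0903, -1.50 ± 0.160), fell. Of 46 ribosomal protein genes 35 fell and 0 rose, of 46 genes of flagella and chemotaxis 23 fell and 10 rose, and of 18 electron transport genes 11 fell and 0 rose (the same counts adjusted over the list alone). camera gave adjusted p of 3.12e-08, 0.0214 and 0.00292 for these lists (adjusted p = 0.325, 0.367 and 0.325 with an estimated correlation). The phase difference within ZM4 follows time, since the exponential samples are those of 130 h and 148 h and the stationary samples those of 166 h and 190 h.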

In RM, *Z. mobilis* growth is inhibited by NaCl but NaAc is more inhibitory (Yang et al., 2010b), and a similar trend was observed in MM (Additional File 1). In this experiment, the inhibitor (NaAc) was added into the medium before the fermentation allowing the strains to respond and adapt to the conditions for several generations before samples were taken for systems biology studies. Hence, when transcriptomic and proteomic profiles between strains are compared under the same growth condition, the differences likely represent differences in homeostasis that allow AcR to function better than ZM4. The two strains were in different growth phases for the first proteomics time point, which confounds strain comparisons for tolerance but does still allow gene-protein relationships to be examined. In general, the large datasets reported in this study will allow others to investigate aspects such as codon bias and RNA secondary structures.

In addition, the microarray results for each gene at different conditions can help us understand the microbial physiology and identify consistently strong or inducible promoters for metabolic engineering application. For example, in this study, 52 genes and 6 other genetic features were among the top 2.5% of all genetic features with consistently strong expression intensity. Except for a dozen of genes encoding hypothetical proteins, they involve in protein biosynthesis, glycolysis and fermentation as well as ATP synthesis and stress response indicating their key role on *Z. mobilis* metabolism (Additional File 17). Several papers have been published recently to study the stress responses of *Z. mobilis* to different inhibitors (e.g., ethanol, furfural) using systems biology approaches (Yang et al., 2009b, 2010b, 2013; He et al., 2012a,b; Jeon et al., 2012; Skerker et al., 2013), we are currently working on several transcriptomics studies using microarray and next-generation sequencing based strand-specific RNA-Seq technique. Combining all these systems biology datasets, we will revisit this topic to investigate the impact of different variables of media, carbon source (glucose or xylose), different inhibitors, and growth phase on *Z. mobilis*. The transcriptional profiles will be further compared to help identify the condition specific promoters more confidently, and the discrepancy between transcriptomics and proteomics at different conditions will help understand the post-transcriptional regulation mechanism.

## Conclusions

Our study has provided the global profiling of the model ethanogenic bacterium *Z. mobilis* at both transcriptomic and proteomic levels in minimal medium (MM) for the first time. The results indicated that AcR had similar advantage in MM as in RM. AcR mutant can overcame acetate stress earlier with shorter lag phase, earlier glucose utilization and ethanol production than wild-type ZM4, and sodium proton antiporter gene (*nhaA*) also plays an important role in sodium acetate tolerance in MM as that of in RM we reported previously (Yang et al., 2010b). In addition, this is also the first attempt that we are aware of to combine massive transcriptomic data for condition-specific gene identification. The proteomic and transcriptomic data generated in this study and the one we have reported will provide massive datasets for future metabolic modeling and strain improvement.

## Materials and methods

### Strains and growth conditions

Wild-type *Z. mobilis* ZM4 was obtained from the American Type Culture Collection (ATCC 31821). *Z. mobilis* acetate tolerant strain AcR has been described previously (Joachimstahl et al., 1998). ZM4 and AcR were cultured in RM (Glucose, 20.0 g/L; Yeast Extract, 10.0 g/L; KH_2_PO_4_, 2.0 g/L, pH5.0) (Yang et al., 2009b) for routine strain maintenance. MM was similar to the one reported to isolate auxotrophic *Z. mobilis* mutants (Goodman et al., 1982): 20 g Glucose, 1 g KH_2_PO_4_, 1 g K_2_HPO_4_, 0.5 g NaCl, 1 g (NH_4_)_2_SO_4_ was dissolved in 986.5 mL distilled H_2_O with pH adjusted to pH 5.0 before autoclave. The sterilized MM broth was then cooled to below 55°C before 500 mg MgSO_4_.7H_2_O (2.5 mL 200 g/L stock), 25 mg Na_2_MoO_4_.2H_2_O (1 mL 25 g/L stock), and 10 mL Vitamin (ATCC MD-VS) were added to make a 1-L MM.

Growth assays were used to identify the effects of sodium acetate (NaAc) and sodium chloride (NaCl) on the growth of *Z. mobilis* in MM for subsequent fermentation experiments using a Bioscreen C instrument (GrowthCurves USA, NJ). Fermentations were conducted in 7.5-L BioFlo110 bioreactors (New Brunswick Scientific, NJ) fitted with agitation, pH, and temperature probes and controls, and bacterial growth was monitored turbidometrically by measuring optical density at 600_nm_ with a model 8453 spectrophotometer (Hewlett-Packard, CA.) as described previously (Yang et al., 2009b), except that the fermentation volume was 4 L. Samples were harvested during fermentation at different time points (Figure 1) as described previously (Yang et al., 2009b).

### HPLC

HPLC analysis was used for the measurements of the concentration of glucose, acetate, and ethanol in 0.2 μm-filtered samples taken at different time points during fermentation (Figure 1) and analyzed as described previously (Yang et al., 2009b).

### Proteome sample preparation

Duplicate mixtures of microbial cells that were metabolically labeled with either ^15^N ammonium sulfate for the wild-type *Z. mobilis* ZM4 culture or ^14^N ammonium sulfate for the AcR mutant culture were prepared by mixing equal weights of cell pellets from duplicate cultures for each strain. Cell mixtures were lysed by sonication in ice-cold 50 mM Tris-HCl (pH 7.5) buffer, and unbroken cells were removed by centrifugation at 5000 × g for 10 min. Protein concentration for each sample was determined with the RC DC™ protein assay (Bio-Rad Lab, CA). The two fractions from each cell mixture were digested using the following protocol. The proteins were denatured and reduced with 6 M guanidine and 10 mM dithiothreitol (DTT) (Sigma-Aldrich, MO) at 60°C for 1 h. The denatured proteome fractions were diluted 6-fold with 50 mM Tris/10 mM CaCl_2_ (pH 7.6), and sequencing grade trypsin was added at the ratio of 1:100 (wt:wt). The first digestion was run overnight at 37°C and, after adding additional trypsin, the second digestion was run for 5 h at 37°C. The samples were then reduced with 20 mM DTT for 1 h at 60°C and were desalted using Sep-Pak Plus C-18 solid-phase extraction (Waters Co, MA).

### Quantitative proteomics measurement

The protein digests were examined with LC-MS/MS using twelve-step split-phase MudPIT (MacCoss et al., 2002; McDonald et al., 2002) in duplicate. The samples were loaded via a pressure cell (New Objective, MA) onto a 250-*u*m-I.D. fused silica front column fritted into an M-520 filter union (Upchurch Scientific, WA). The column packing consisted of 2 cm strong cation exchange resin Luna® and 2 cm C18 reverse-phase resin Aqua (Phenomonex, CA). A 100-*u*m-I.D. PicoFrit column (New Objective, MA) was packed with 15 cm C18 reverse-phase resin. The front column was connected with the PicoFrit column and then placed in-line with a Dionex Ultimate quaternary HPLC. Two-dimensional LC separation was performed with twelve salt pulses, each of which was followed by a 2-h reverse-phase gradient. MS/MS analysis was performed on an LTQ linear ion trap instrument (ThermoFinnigan, CA) with dynamic exclusion enabled. Each full scan (400–1700 *m/z*) was followed by three data-dependent MS/MS scans at 35% normalized collision energy. The full scans were averaged from five microscans and the MS/MS scans were averaged from two microscans.

### Quantitative proteomics data analysis

All MS/MS scans were searched in two iterations against the FASTA database containing all annotated *Z. mobilis* proteins using the SEQUEST program (Eng et al., 1994). In the first iteration, the molecular masses of amino acids containing ^14^N were used, and, in the second iteration, the masses of amino acids containing ^15^N were used. The peptide identifications from the two iterations were merged. The DTASelect program (Tabb et al., 2002) was used to filter the peptide identifications and to assemble the peptides into proteins using the following parameters: retaining the duplicate MS/MS spectra for each peptide sequence (DTASelect option: -t 0), fully tryptic peptides only, with a delCN of at least 0.08 and cross-correlation scores (Xcorrs) of at least 1.8 (for parent ion charge state, *z* = +1), 2.5 (*z* = +2), or 3.5 (*z* = +3). Selected ion chromatogram extraction, peptide abundance ratio estimation and protein abundance ratio estimation were completed with the ProRata program as described previously (Pan et al., 2006, 2008).

### Microarray analysis and qRT-PCR validation

Microarray analysis was conducted essentially as described previously (Yang et al., 2010b). Briefly, total cellular RNA was extracted using the TRIzol reagent (Invitrogen, CA) followed by RNase-free DNase I (Ambion, TX) digestion. RNA quality and quantity were tested with a NanoDrop ND-1000 spectrophotometer (NanoDrop Technologies, DE) and Agilent Bioanalyzer (Agilent, CA) before ds-cDNA synthesis using Invitrogen ds-cDNA synthesis kit (Invitrogen, CA). The ds-cDNA was sent to NimbleGen for labeling, hybridization, and scanning following company's protocols. Quality assessments, normalization, and statistical analyses were conducted using JMP Genomics 4.0 software (SAS Institute, Cary, NC) as described earlier (Yang et al., 2010b). An analysis of variance (ANOVA) determined differential expression levels between strains and time points using the FDR testing method (*p* < 0.05). The interaction among differentially-regulated genes was investigated using the String 8.2 database (Jensen et al., 2009), available at http://string.embl.de/. The transcriptomic and proteomic data are also mapped to predicted metabolic pathway using PathwayTools Omics Viewer (Karp et al., 2002, 2011) at http://biocyc.org/expression.html.

Microarray data were validated using real-time qPCR as described previously (Yang et al., 2009b, 2010b), except that the Bio-Rad MyiQ2 Two-Color Real-Time PCR Detection System (Bio-Rad Lab, CA) and Roche FastStart SYBR Green Master (Roche Applied Science, IN) were used for this study. Nine genes representing different functional categories and a range of gene expression values based on microarray hybridizations were analyzed using qPCR from cDNA derived from different time point samples. Primer pairs were designed as described previously (Yang et al., 2009b), and the oligonucleotide sequences of the nine genes selected for qPCR analysis are listed in Additional File 6. The qRT-PCR ratios were plotted against the microarray ratios and a regression analysis was conducted to generate R-squared correlation coefficient value.

## Author contributions

Steven D. Brown, Shihui Yang, Gregory B. Hurst, and Chongle Pan designed the experiment. Shihui Yang carried out the fermentation, RNA extraction, and sample preparation for HPLC, microarray, and proteomics. Lezlee Dice performed the qRT-PCR. Chongle Pan performed the proteomic runs and generated proteomic raw data. Shihui Yang, Steven D. Brown, Chongle Pan, and Gregory B. Hurst analyzed the data. Shihui Yang and Steven D. Brown wrote the manuscript, and Brian H. Davison, Gregory B. Hurst, and Chongle Pan provided inputs on manuscript revision.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Elucidation of Zymomonas mobilis physiology and stress responses by quantitative proteomics and transcriptomics
**Source:** Front Microbiol. 2014 May 22;5:246. doi: 10.3389/fmicb.2014.00246

**Additional files**

Additional file 1

File format: DOC

Title: The effect of different NaCl or NaAc concentrations on *Z. mobilis* growth in MM.

Description: The growth of *Zymomonas mobilis* ZM4 was monitored by a Bioscreen C (Growth Curves USA, NJ) at 30^o^C under anaerobic conditions in an anaerobic growth chamber in minimum media (MM) broth with or without the supplementation of 12 or 16 g/L sodium acetate (NaAc) or same molar concentration of NaCl as that of NaAc at 8.65 or 11.4 g/L respectively.

Additional file 2

File format: EXCEL

Title: Proteins with peptides identified at time point of 148 h (**A**) and 190 h (**B**) post-inoculation and the difference between acetate tolerant mutant AcR and wild-type ZM4 (AcR/ZM4).

Description: The ratio is log2 based value.

Additional file 3

File format: DOC

Title: Correlation between the proteomic differences between strains AcR and ZM4, and the pre-existing interaction among common genes at time points of 148 h or 190 h post-inoculation.

Description: Venn diagrams of all the proteins (**A**); common upregulated ones (**B**); and common downregulated ones (**C**) with peptide identified at time points of 148 h or 190 h post-inoculation. And the interactions among the39 common upregulated (**D**) and 14 common down-regulated ones (**E**) in AcR at 148 and 190 h post-inoculation using the pre-documented interactions based on String 8.2 database. Greater numbers of lines are associated with increased connections and greater confident for associations. The network nodes are proteins. The edges represent the predicted functional associations. An edge may be drawn with up to 7 differently colored lines - these lines represent the existence of the seven types of evidence used in predicting the associations. A red line indicates the presence of fusion evidence; a green line - neighborhood evidence; a blue line - coocurrence evidence; a purple line - experimental evidence; a yellow line - textmining evidence; a light blue line - database evidence; a black line - coexpression evidence.

Additional file 4

File format: DOC

Title: Molecular weight (MW) and pI distribution of proteins identified through proteomics.

Description: Comparison the MW and pI distributions of 800 proteins (ca 46% of the total predicted proteins) identified from proteomics and the theoretical distribution based on genome prediction.

Additional file 5

File format: EXCEL

Title: Transcriptomic profiling of *Z. mobilis* acetate mutant AcR and wild-type ZM4 in the presence of NaAc in MM.

Description: Transcriptomic profiling of *Z. mobilis* acetate mutant AcR and wild-type ZM4 in the presence of NaAc in MM at time points of 130, 148, 166, and 190 h post-inoculation. The ratio is log2 based value.

Additional file 6

File format: DOC

Title: qPCR primers used in this study.

Description: The information about the primers used for qPCR to verify the microarray results.

Additional file 7

File format: DOC

Title: The correlation between microarray and qPCR results for microarray data verification.

Description: Comparison of gene expression measurements by microarray and qRT-PCR between *Z. mobilis* acetate-tolerant mutant AcR and wild-type ZM4 in the presence of 10 g/L NaAc in minimum media (MM) at different time points of 130, 148, 166 and 190 h post-inoculation. The numbers of X-axis and Y-axis are log_2_ based values of AcR versus ZM4 [log_2_(AcR/ZM4)] based on microarray and qPCR results respectively.

Additional file 8

File format: DOC

Title: Metabolic pathway differences between ZM4 and AcR.

Description: Metabolic pathway differences between ZM4 and AcR in MM with the supplementation of 10 g/L NaAc for genes with at least 2-fold significant difference between AcR and ZM4 (AcR/ZM4) (**A**), 120 and 107 proteins with at least 1.5-fold significant difference at 148 h (**B)** and 190 h (**C)** post-inoculation respectively, and an example of individual pathway with abundant enzymes identified in proteomic studies based on previous report [[1](#_ENREF_1)] and PathwayTools Omics Viewer result, the number after enzyme in the pathway is log2 transformed average spectral counts at 148 h post-inoculation (**D**).

Additional file 9

File format: DOC

Title: The information about the arrays used for comparison. Time: time point post-inoculation.

Description: The information for 44 microarrays from three experiments which were used for condition-specific gene identification.

Additional file 10

File format: DOC

Title: The numbers of significantly differentially expressed genes from 130 h to 190 h post-inoculation.

Description: The numbers of significantly differentially expressed genes in different time point comparison between AcR and ZM4 as well as the time course comparison for ZM4 or AcR from 130 h to 190 h post-inoculation.

Additional file 11

File format: EXCEL

Title: Transcriptomic profiling difference between ZM4 and AcR in different conditions.

Description: Transcriptomic profiling difference between *Z. mobilis* wild-type ZM4 and acetate-tolerant mutant AcR in different conditions. The ratio is log2 based value, bold font numbers are statistically significant and the ones highlighted with red color are upregulated and blue-highlighted ones are downregulated genes.

Additional file 12

File format: DOC

Title: The numbers of differentially expressed genes in different conditions.

Description: The numbers of significantly differentially expressed genes in different conditions of growth phase (exponential and stationary phase), Strain (AcR and ZM4), media (MM or RM), and stressors (NaCl and NaAc).

Additional file 13

File format: EXCEL

Title: Transcriptomic profiling difference between media and stressors.

Description: Transcriptomic profiling difference between MM and RM (**A**) and transcriptomic profiling differences with the presence of NaCl, NaAc and the differences between NaAc and NaCl (NaAc/NaCl) (**B**).

Additional file 14

File format: DOC

Title: The pre-documented protein interactions among upregulated and downregulated genes in MM.

Description: The interactions in STRING among 232 genes upregulated (**A**) and 247 genes downregulated (**B**) in MM compared to that of in RM.

Additional file 15

File format: DOC

Title: The pre-documented interaction among differentially expressed genes in response to different stressors.

Description: The pre-existing interaction among 47 genes upregulated (**A**) and 88 genes downregulated (**B**) in RM with NaCl treatment compared to that of in RM; 103 genes upregulated (**C**) and 159 genes downregulated (**D**) in RM with NaAc treatment compared to that of in RM; Venn diagrams of genes upregulated (**E**) or downregulated (**F**) in treatment comparison; 27 genes shared between those upregulated (**G**) and 65 genes shared between those down-regulated (**H**) in NaCl and in NaAc in RM; 37 genes upregulated (**I**) and 41 genes downregulated (**J**) in RM with NaAc treatment compared to that of NaCl treatment.

Additional file 16

File format: DOC

Title: The pre-documented interaction among differentially expressed genes in different growth phases.

Description: The pre-existing interaction among 68 upregulated (**A**) and 64 downregulated genes (**B**) in stationary phase compared to exponential phase in the presence of NaAc.

Additional file 17

File format: EXCEL

Title: The mean value of each genetic feature in 14 different conditions.

Description: The mean value of each genetic features in 14 different conditions for all *Z. mobilis* genetic features (**A**), data distributions and quartiles for 14 different conditions (**B**), and the mean value of each genetic features in 14 different conditions for the top 2.5% strongest ones (**C**),

Additional file 18

File format: DOC

Title: The hierarchical clustering result of all genetic features in 14 different conditions.

**Additional File 1. The effect of different concentration NaCl or NaAc on *Z. mobilis* growth in MM.**

**Additional File 3: Correlation between the proteomic difference of AcR versus ZM4 and the pre-documented interaction among common genes at time points of 148 h or 190 h post-inoculation.** Venn diagrams (**A-C**) of all the proteins identified (**A**); common upregulated ones (**B**); and common downregulated ones (**C**); interactions from STRINGS database (**D-E**) of 39 common upregulated (**D**) and 14 common down-regulated ones (**E**) at 148 and 190 h post-inoculation in AcR.

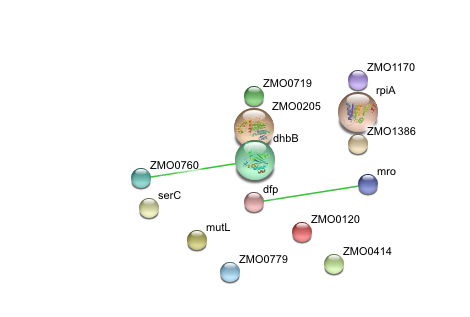

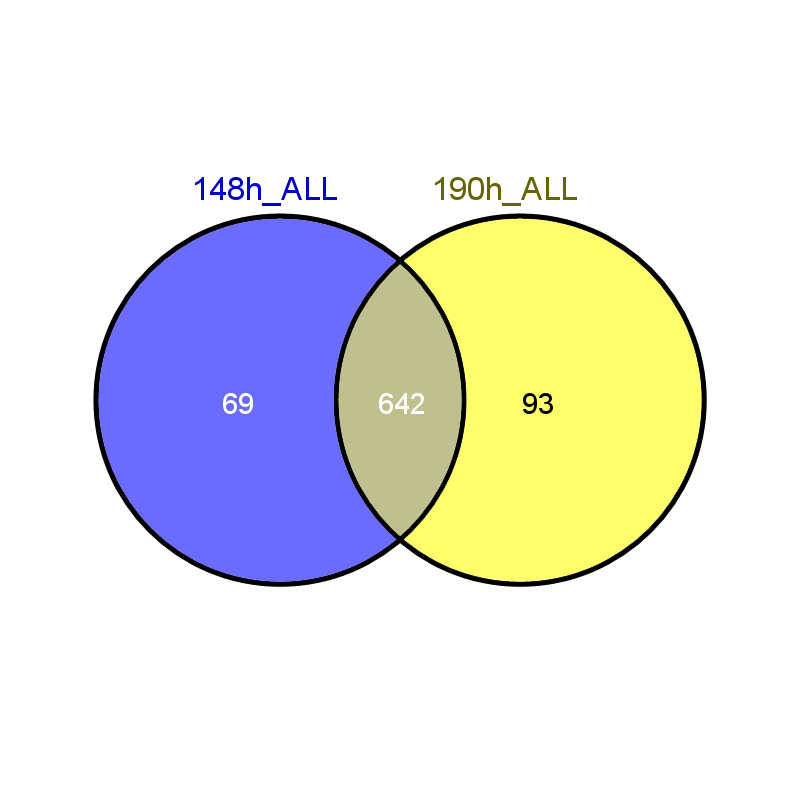

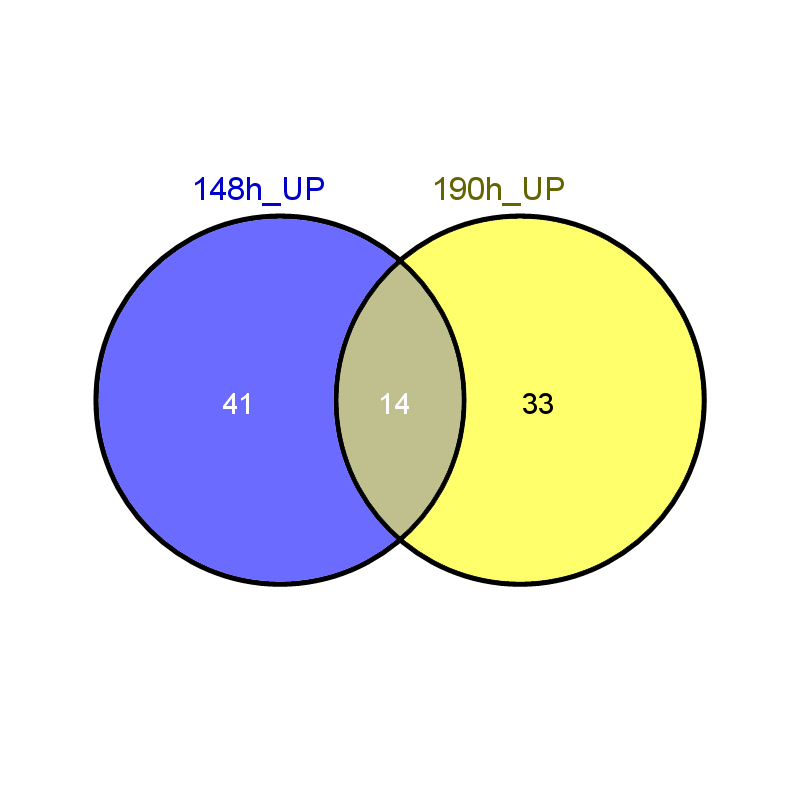

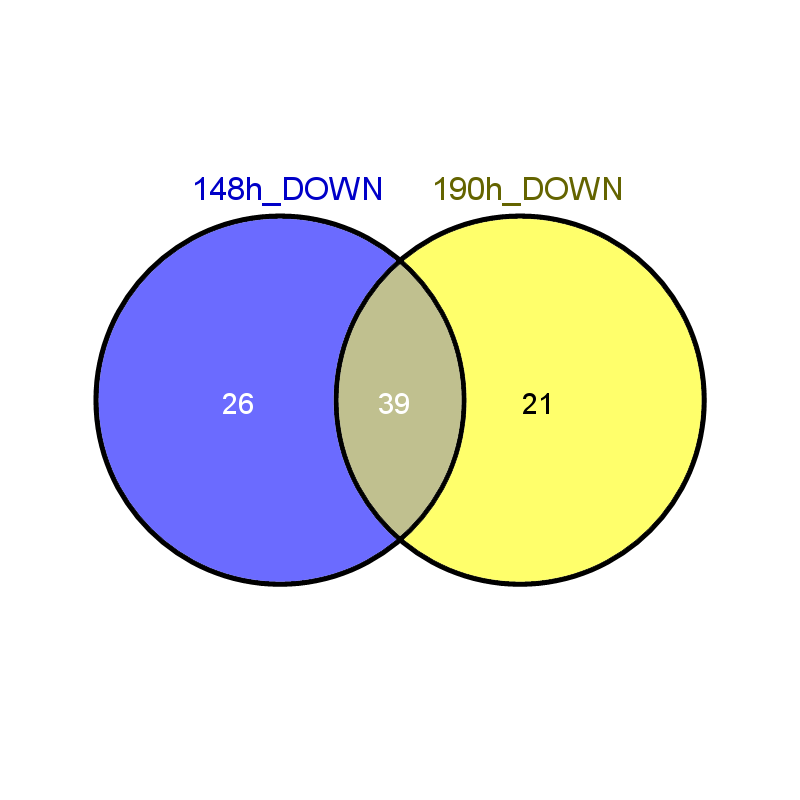

**A:**

**C:**

**B:**

**D:**

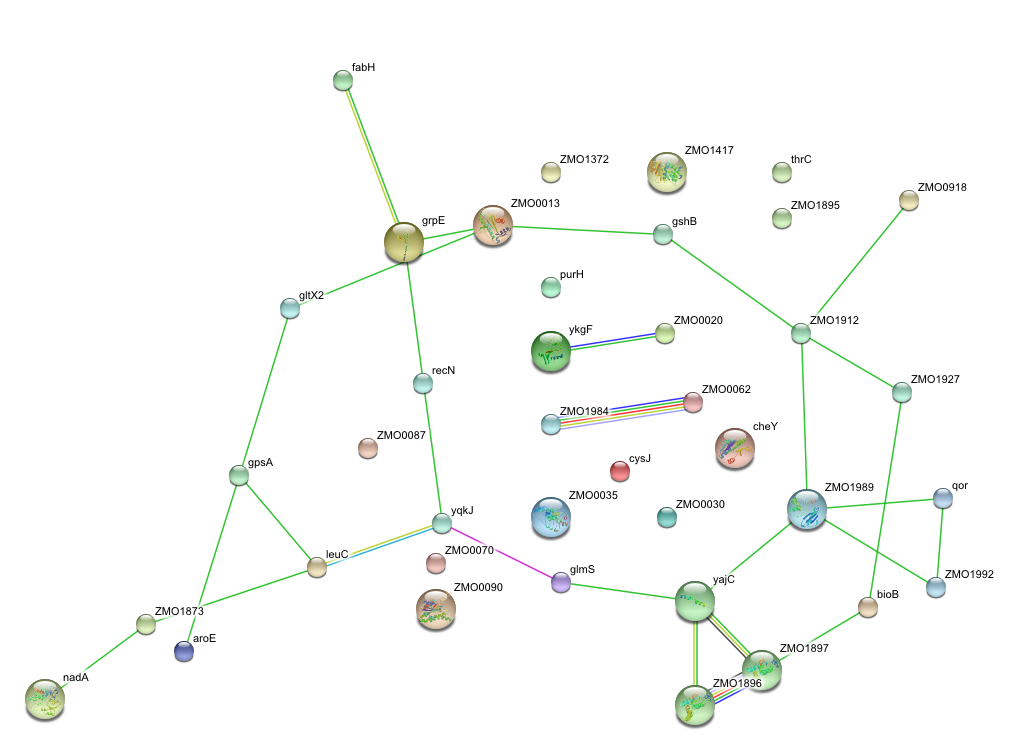

**E:**

**Additional File 4: Comparison the MW and pI distributions of 800 proteins (ca 46% of the total predicted proteins) identified from proteomics and the theoretical distribution based on genome prediction.**

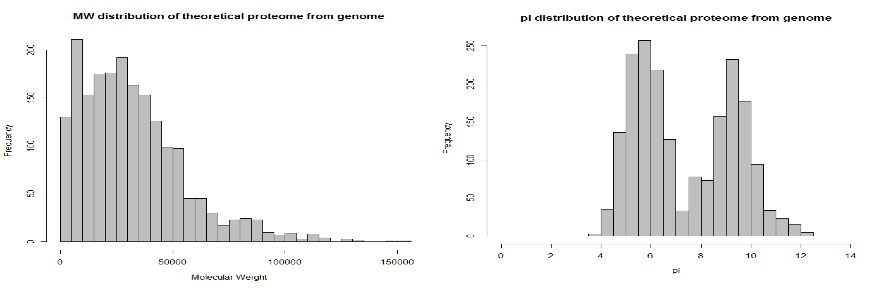

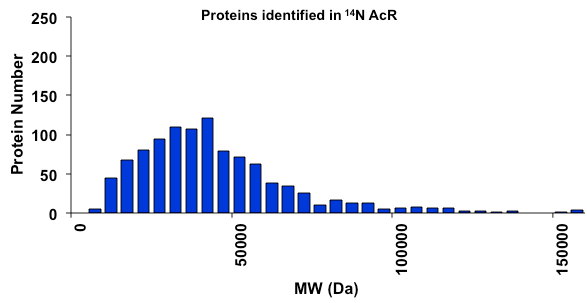

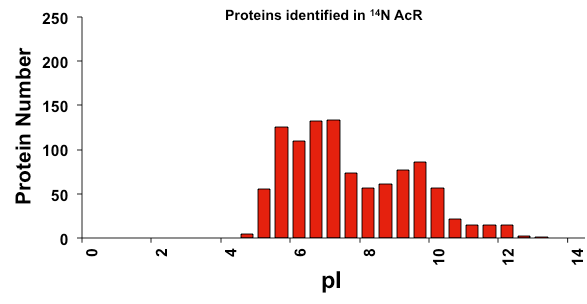

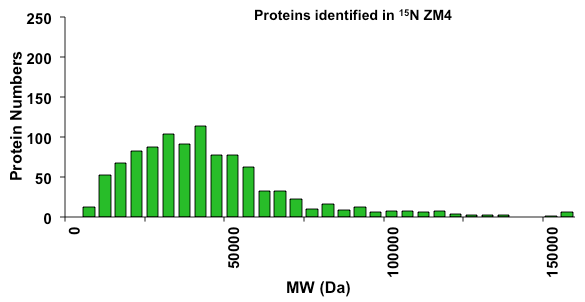

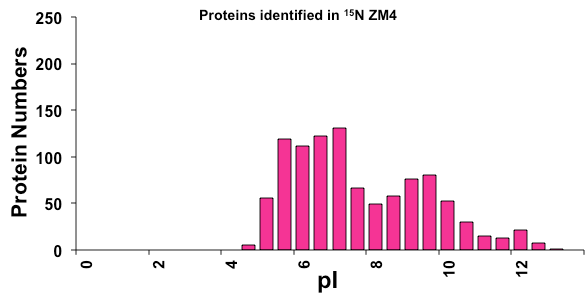

**Additional File 6. qPCR primers used in this study.**

| **PCR Primers** | **Gene_ID** | **Sequence (5' - 3')** | **Genome Position** |
| --- | --- | --- | --- |
| NT01ZM0113_qF | ZMO0119 | AACAAATTATTGCGCCTTGG |  |
| NT01ZM0113_qR |  | GGACATAGCAGACAGCGACA |  |
| NT01ZM0114_qF | ZMO0120 | CTTTTCATGCGGGTTTTGAT |  |
| NT01ZM0114_qR |  | CTTCGGGATGAATGGCTAAA |  |
| NT01ZM0336_qF | Intergenic Region | AAAAGCAAAGGCAACAGACG | 328069-328088 |
| NT01ZM0336_qR |  | ACGGTAGCAGGGAAGGTTCT | 327999-328018 |
| NT01ZM0379_qF | ZMO0374 | AAGAGGAAATTGGCCCTGTT |  |
| NT01ZM0379_qR |  | TTAAGGGCCTGTGCAATACC |  |
| NT01ZM0387_qF | ZMO0381 | AATCGGCACCCGTTATATCC |  |
| NT01ZM0387_qR |  | TAGCCATCGCCAAACGTAAT |  |
| NT01ZM0401_qF | ZMO0395 | TGTCACCACTATTCGCCAAA |  |
| NT01ZM0401_qR |  | TGCGGTCTGCTATCAATCAG |  |
| NT01ZM0647_qF | ZMO0631 | CGGAAATCCTGATGGAAAAA |  |
| NT01ZM0647_qR |  | CATTTGTTCAGCCACAATGG |  |
| NT01ZM0961_qF | ZMO0930 | TCAGCAAGAACAAGGCGATA |  |
| NT01ZM0961_qR |  | ATCAGCATTGCCACAGACAG |  |
| NT01ZM1634_qF | ZMO1572 | TTATTGGGTGCTGGATGGTT |  |
| NT01ZM1634_qR |  | CAGACGAGCAAAAGGCTACC |  |

**Additional File 7:** The correlation between microarray and qPCR results for microarray data verification. Comparison of gene expression measurements by microarray and qRT-PCR between *Z. mobilis* acetate-tolerant mutant AcR and wild-type ZM4 in the presence of 10 g/L NaAc in minimum media (MM) at different time points of 130, 148, 166 and 190 h post-inoculation. The numbers of X-axis and Y-axis are log_2_ based values of AcR versus ZM4 [log_2_(AcR/ZM4)] based on microarray and qPCR results respectively.

**Additional File 8.** Metabolic pathway difference between ZM4 and AcR in MM with the supplementation of 10 g/L NaAc for genes with at least 2-fold significant difference between AcR and ZM4 (AcR/ZM4) (**A**), 120 and 107 proteins with at least 1.5-fold significant difference at 148 h (**B)** and 190 h post-inoculation respectively (**C)**, and an example of individual pathway with abundant enzymes identified in proteomic studies based on previous report [[1](#_ENREF_1)] and PathwayTools Omics Viewer result, the number after enzyme in the pathway is log2 transformed average spectral counts at 148 h and 190 h post-inoculation (**D**). The red boxes show examples of pathway difference with different comparisons.

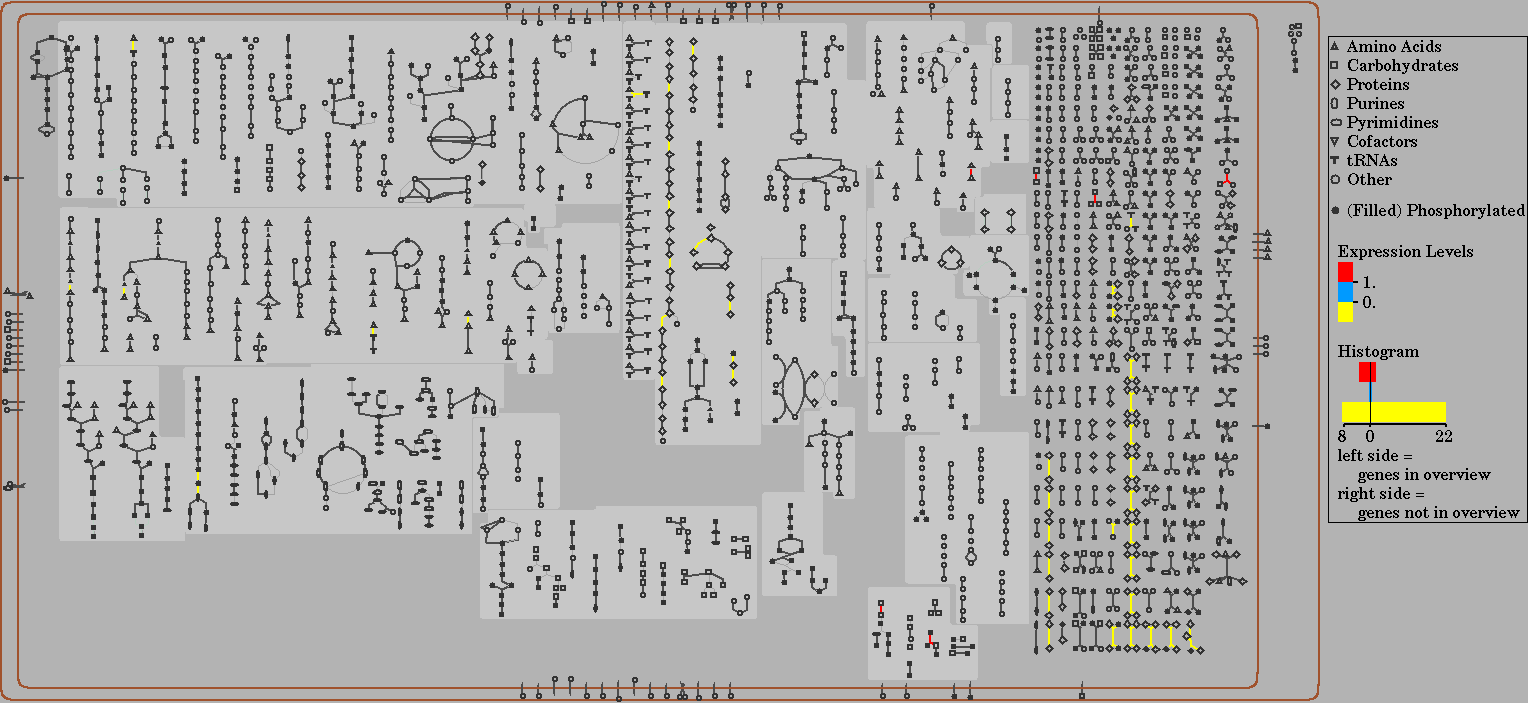

**Hopanoid synthesis**

**Glycolysis**

**Mixed Acid Production**

**A**

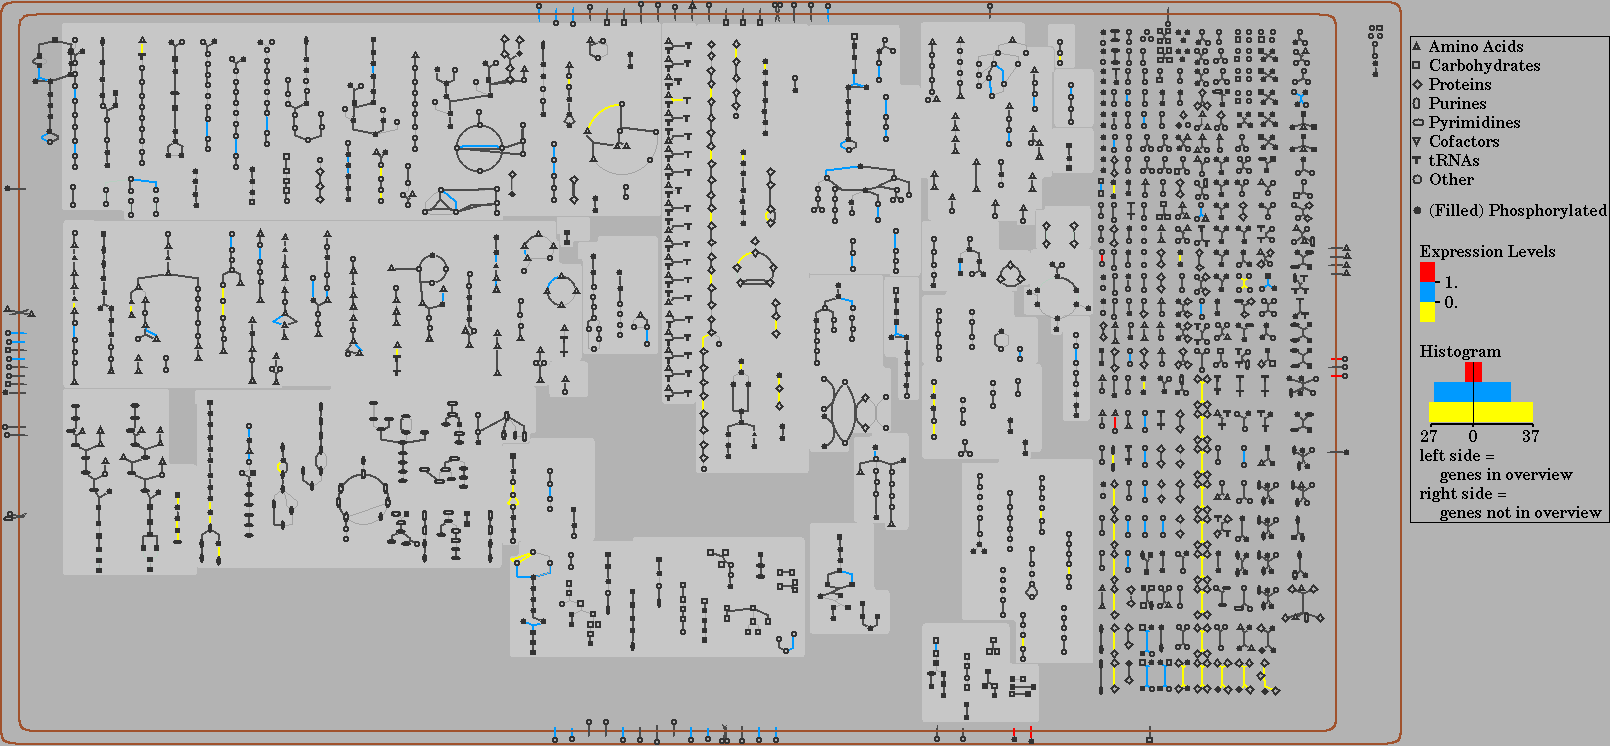

**Hopanoid synthesis**

**Glycolysis**

**Mixed Acid Production**

**B**

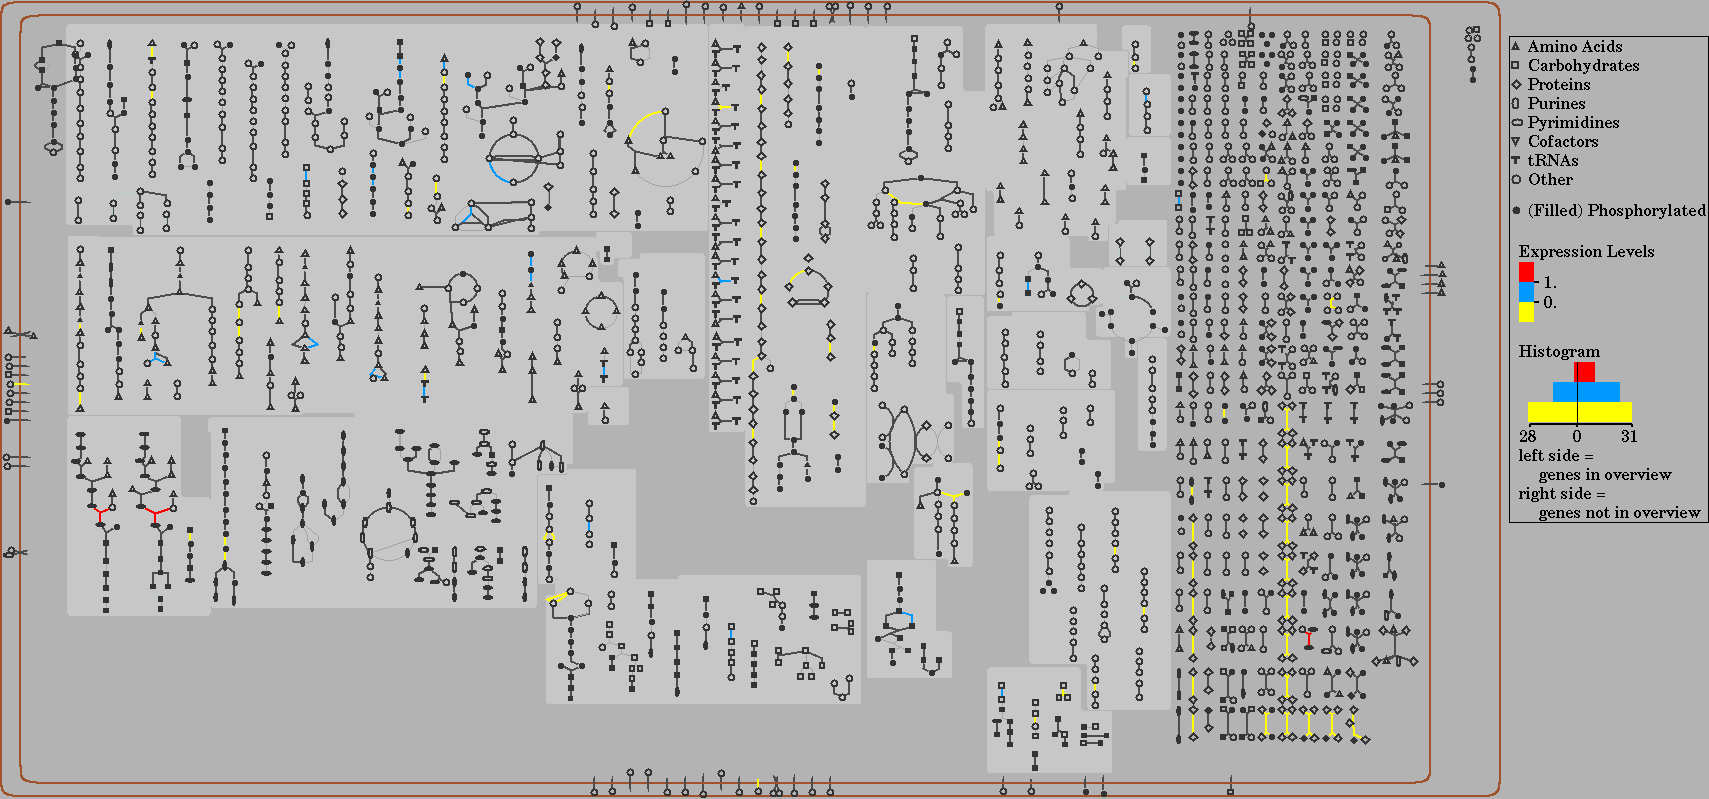

**Glycolysis**

**Mixed Acid Production**

**Hopanoid synthesis**

**Mixed Acid Production**

**Hopanoid synthesis**

**Mixed Acid Production**

**Glycolysis**

**Hopanoid synthesis**

**C**

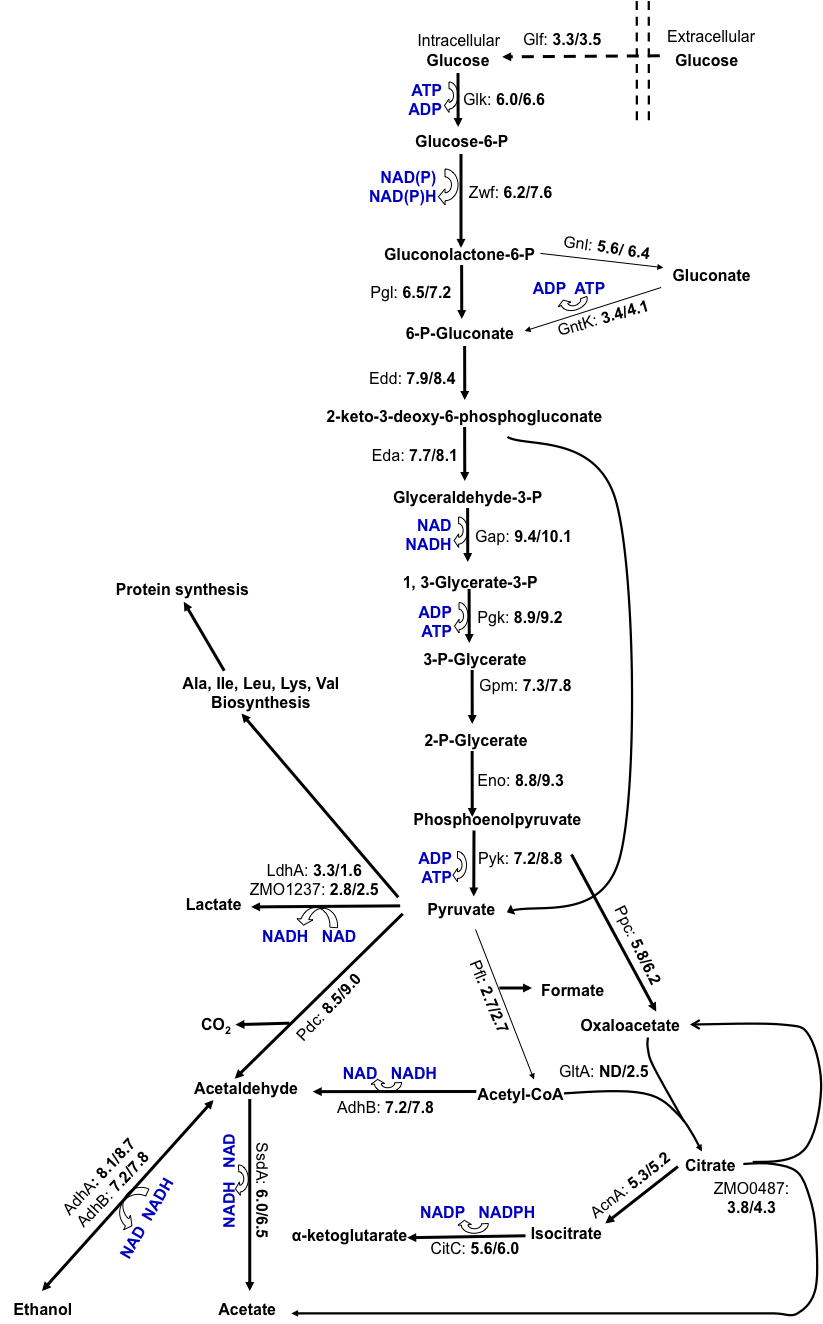

**D**

**Additional File 9.** The information about the arrays used for comparison.

| **CHIP_ID** | **DYE** | **Fermentor** | **Strain** | **Media** | **Treatment** | **Time** | **Phase** | **File** |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **ZM4 Time Course Study in RM** | | | | | | | | |
| 10259402 | Cy3 | F4 | ZM4 | RM | Control | 6h | Exponential | 10259402_532_calls.txt |
| 10259702 | Cy3 | F1 | ZM4 | RM | Control | 6h | Exponential | 10259702_532_calls.txt |
| 10465402 | Cy3 | F4 | ZM4 | RM | Control | 10h | Stationary | 10465402_532_calls.txt |
| 10465502 | Cy3 | F1 | ZM4 | RM | Control | 10h | Stationary | 10465502_532_calls.txt |
| 10466702 | Cy3 | F4 | ZM4 | RM | Control | 13.5h | Stationary | 10466702_532_calls.txt |
| 10467002 | Cy3 | F1 | ZM4 | RM | Control | 13.5h | Stationary | 10467002_532_calls.txt |
| 10494102 | Cy3 | F4 | ZM4 | RM | Control | 26h | Stationary | 10494102_532_calls.txt |
| 10494402 | Cy3 | F1 | ZM4 | RM | Control | 26h | Stationary | 10494402_532_calls.txt |
| **ZM4 and AcR Time Course Study in MM with NaAc supplementation (Bolded samples used for proteomics)** | | | | | | | | |
| 8523302 | Cy3 | F5 | AcR | MM | NaAc 10g/L | 130h | Exponential | 8523302_532_calls.txt |
| 8523202 | Cy3 | F6 | AcR | MM | NaAc 10g/L | 130h | Exponential | 8523202_532_calls.txt |
| 8523502 | Cy3 | F2 | ZM4 | MM | NaAc 10g/L | 130h | Exponential | 8523502_532_calls.txt |
| 8523402 | Cy3 | F3 | ZM4 | MM | NaAc 10g/L | 130h | Exponential | 8523402_532_calls.txt |
| **8524702** | **Cy3** | **F5** | **AcR** | **MM** | **NaAc 10g/L** | **148h** | **Stationary** | **8524702_532_calls.txt** |
| **8524602** | **Cy3** | **F6** | **AcR** | **MM** | **NaAc 10g/L** | **148h** | **Stationary** | **8524602_532_calls.txt** |
| **8524902** | **Cy3** | **F2** | **ZM4** | **MM** | **NaAc 10g/L** | **148h** | **Exponential** | **8524902_532_calls.txt** |
| **8891802** | **Cy3** | **F3** | **ZM4** | **MM** | **NaAc 10g/L** | **148h** | **Exponential** | **8891802_532_calls.txt** |
| 8529902 | Cy3 | F5 | AcR | MM | NaAc 10g/L | 166h | Stationary | 8529902_532_calls.txt |
| 8529802 | Cy3 | F6 | AcR | MM | NaAc 10g/L | 166h | Stationary | 8529802_532_calls.txt |
| 8530102 | Cy3 | F2 | ZM4 | MM | NaAc 10g/L | 166h | Stationary | 8530102_532_calls.txt |
| 8891702 | Cy3 | F3 | ZM4 | MM | NaAc 10g/L | 166h | Stationary | 8891702_532_calls.txt |
| **8536802** | **Cy3** | **F5** | **AcR** | **MM** | **NaAc 10g/L** | **190h** | **Stationary** | **8536802_532_calls.txt** |
| **8536702** | **Cy3** | **F6** | **AcR** | **MM** | **NaAc 10g/L** | **190h** | **Stationary** | **8536702_532_calls.txt** |
| **8537002** | **Cy3** | **F2** | **ZM4** | **MM** | **NaAc 10g/L** | **190h** | **Stationary** | **8537002_532_calls.txt** |
| **8536902** | **Cy3** | **F3** | **ZM4** | **MM** | **NaAc 10g/L** | **190h** | **Stationary** | **8536902_532_calls.txt** |
| **ZM4 and AcR Time Course Study in RM with NaAc supplementation** | | | | | | | | |
| 2164802 | Cy3 | F5 | AcR | RM | NaAc 12g/L | 4h | Exponential | 2164802_532_calls.txt |
| 2164402 | Cy3 | F6 | AcR | RM | NaAc 12g/L | 4h | Exponential | 2164402_532_calls.txt |
| 2163702 | Cy3 | F1 | ZM4 | RM | NaAc 12g/L | 4h | Exponential | 2163702_532_calls.txt |
| 2164302 | Cy3 | F3 | ZM4 | RM | NaAc 12g/L | 4h | Exponential | 2164302_532_calls.txt |
| 2165202 | Cy3 | F5 | AcR | RM | NaAc 12g/L | 6.5h | Exponential | 2165202_532_calls.txt |
| 2165302 | Cy3 | F6 | AcR | RM | NaAc 12g/L | 6.5h | Exponential | 2165302_532_calls.txt |
| 2164702 | Cy3 | F1 | ZM4 | RM | NaAc 12g/L | 6.5h | Exponential | 2164702_532_calls.txt |
| 2164902 | Cy3 | F3 | ZM4 | RM | NaAc 12g/L | 6.5h | Exponential | 2164902_532_calls.txt |
| 2165702 | Cy3 | F5 | AcR | RM | NaAc 12g/L | 24h | Stationary | 2165702_532_calls.txt |
| 2165802 | Cy3 | F6 | AcR | RM | NaAc 12g/L | 24h | Stationary | 2165802_532_calls.txt |
| 2165402 | Cy3 | F1 | ZM4 | RM | NaAc 12g/L | 24h | Stationary | 2165402_532_calls.txt |
| 2165502 | Cy3 | F3 | ZM4 | RM | NaAc 12g/L | 24h | Stationary | 2165502_532_calls.txt |
| **ZM4 and AcR Time Course Study in RM with NaCl supplementation** | | | | | | | | |
| 2166302 | Cy3 | F2 | AcR | RM | NaCl 8.6g/L | 5h | Exponential | 2166302_532_calls.txt |
| 2166502 | Cy3 | F4 | AcR | RM | NaCl 8.6g/L | 5h | Exponential | 2166502_532_calls.txt |
| 2166002 | Cy3 | F1 | ZM4 | RM | NaCl 8.6g/L | 5h | Exponential | 2166002_532_calls.txt |
| 2166102 | Cy3 | F3 | ZM4 | RM | NaCl 8.6g/L | 5h | Exponential | 2166102_532_calls.txt |
| 2167202 | Cy3 | F2 | AcR | RM | NaCl 8.6g/L | 24h | Stationary | 2167202_532_calls.txt |
| 2167302 | Cy3 | F4 | AcR | RM | NaCl 8.6g/L | 24h | Stationary | 2167302_532_calls.txt |
| 2166802 | Cy3 | F1 | ZM4 | RM | NaCl 8.6g/L | 24h | Stationary | 2166802_532_calls.txt |
| 2167002 | Cy3 | F3 | ZM4 | RM | NaCl 8.6g/L | 24h | Stationary | 2167002_532_calls.txt |

**Additional File 10. The numbers of significantly differentially expressed genes in different time point comparison between AcR and ZM4 as well as the time course comparison for ZM4 or AcR from 130 h to 190 h post-inoculation.** AcR/ZM4: gene expression difference between acetate-tolerant mutant AcR and wild-type ZM4 at different time points of 130, 148, 166, and 190 h. 

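Among neighbouring times, the most features changed in AcR between 130 h and 148 h and in ZM4 between 148 h and 166 h, where the paper places the change from exponential to stationary phase. The paper assigned the phases in part from a clustering of these arrays, so that many changes there were to be expected. In AcR between 130 h and 148 h, 155 features rose and 150 fell at least 2-fold at an adjusted p under 0.05 from limma (2 arrays per time). ZMO1753 (-3.51 ± 0.282, log2 of the later over the earlier time) and hemA, for the first step of heme synthesis (ZMO1198, -2.26 ± 0.230, adjusted p = 3.99e-05), fell, and queE (ZMO1295, 1.76 ± 0.164) rose. In ZM4 between 148 h and 166 h 44 rose and 51 fell, with the genes ZMO1973 (1.41 ± 0.230) and ZMO0447 (1.61 ± 0.260) higher and ZMO1753 (-2.23 ± 0.282) and ZMO1495 (-1.70 ± 0.194) lower. Between 130 h and 148 h in ZM4, 17 rose and 12 fell, with thiC of thiamine synthesis (ZMO0172, 1.60 ± 0.299) higher and ilvB, for the large subunit of acetolactate synthase (ZMO1139, -1.44 ± 0.210), lower. The AcR count of 305 from 130 h to 148 h was 121 without normalization, 470 with normexp and 197 with the compared groups alone, and the ZM4 count of 95 from 148 h to 166 h was 32 without normalization, 162 with normexp and 63 over features with a ZMO locus. The ZM4 count of 29 from 130 h to 148 h was 1 without normalization, 45 with normexp, 16 with extraction day as a block, 1 without ZM4 130 h of fermentor 2 and 5 without ZM4 148 h of fermentor 2. thiC did not pass the test without either ZM4 130 h array (1.69 and 1.52) or ZM4 148 h of fermentor 2 (1.43), nor ilvB without ZM4 130 h of fermentor 2 (-1.17). Between 166 h and 190 h 0 features passed limma's test in AcR (17 at an unadjusted p under 0.05) and 0 in ZM4 (63), and between 148 h and 166 h 0 passed it in AcR (13). An analysis of variance without empirical Bayes also gave 0 in these 3 comparisons, and a fit with replicate as a block gave 1 for AcR between 166 h and 190 h. From 130 h to 190 h 174 rose and 175 fell in AcR, and 171 rose and 206 fell in ZM4. With AcR at 130 h set against ZM4 at 148 h, both in exponential phase, 12 features were at least 2-fold higher and 29 lower in AcR, with nhaA at 2.20 ± 0.202 and plsX at -2.17 ± 0.237. That count of 41 was 100 without AcR 130 h of fermentor 6 and 27 without ZM4 148 h of fermentor 2, 4 without normalization and 1 with the compared groups alone.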

Up: number of upregulated genes; Down: number of downregulated genes. AcR_TC and ZM4_TC: time course comparison of gene expression within AcR or ZM4 background from time point of 130 h to 190 h post-inoculation respectively.

| **1. Difference between AcR and at different time points** | | | |
| --- | --- | --- | --- |
|  |  | **AcR/ZM4** |  |
| **130 h** | Up | 39 |  |
|  | Down | 43 |  |
| **148 h** | Up | 78 |  |
|  | Down | 150 |  |
| **166 h** | Up | 7 |  |
|  | Down | 36 |  |
| **190 h** | Up | 2 |  |
|  | Down | 28 |  |
| **2. Time course comparison** | |  |  |
|  |  | **AcR_TC** | **ZM4_TC** |
| **130-148 h** | Up | 136 | 13 |
|  | Down | 73 | 9 |
| **148-166 h** | Up | 0 | 46 |
|  | Down | 0 | 13 |
| **166-190 h** | Up | 0 | 0 |
|  | Down | 0 | 0 |
| **130-190 h** | Up | 145 | 149 |
|  | Down | 82 | 72 |

**Additional File 12.** **The numbers of differentially expressed genes in different conditions. MM**: minimum media; **RM**: rich media; **NaAc**: sodium acetate; **NaCl**: sodium chloride; **ZM4**: *Z. mobilis* wild-type ZM4; **AcR**: acetate tolerant mutant derived from ZM4; **RM NaCl**: RM with the supplementation of NaCl; **RM NaAc**: RM with the supplementation of NaAc; **MM NaAc**: MM with the supplementation of NaAc; **RM All**: combine the condition of RM, RM NaCl, and RM NaAc. **Log**: exponential phase comparison; **Stat**: stationary phase comparison; **All**: comparison combining both exponential and Stationary phases. **Stat/Log**: stationary phase versus exponential phase for phase comparison; **AcR/ZM4**: AcR versus ZM4 for strain comparison; **MM/RM**: MM versus RM for media comparison; **NaAc/NaCl**, **NaCl/RM**, and **NaAc/RM**: NaAc versus NaCl, NaCl versus RM and NaAc versus RM respectively for treatment comparisons. **Up**: number of significantly upregulated genes with at least 2-fold change; **Down**: number of significantly downregulated genes with at least 2-fold change; **Total**: the sum of Up and Down.

| **1. Phase:** compare growth phase difference of AcR and ZM4 in the presence of NaAc or NaCl in RM or MM | | | | | | | | | | | | | | | | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Stat/Log** | **NaAc** | | **NaAc (MM)** | | **NaAc (RM)** | | **NaCl (RM)** | | **ZM4 (RM All)** | | **ZM4 (RM Only)** | | **ZM4 (RM NaCl)** | | **ZM4 (RM NaAc)** | | **ZM4 (MM NaAc)** | | **ZM4 (NaAc)** | | **AcR (RM NaCl)** | | **AcR (RM NaAc)** | **AcR (MM NaAc)** | **AcR (NaAc)** |
| **Up** | 68 | | 62 | | 184 | | 315 | | 224 | | 291 | | 313 | | 135 | | 56 | | 68 | | 332 | | 243 | 114 | 100 |
| **Down** | 64 | | 91 | | 147 | | 346 | | 229 | | 395 | | 347 | | 93 | | 88 | | 41 | | 358 | | 219 | 124 | 78 |
| **Total** | 132 | | 153 | | 331 | | 661 | | 453 | | 686 | | 660 | | 228 | | 144 | | 109 | | 690 | | 462 | 238 | 178 |
| **2. 

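In AcR in minimal medium with acetate, 158 features were at least 2-fold higher and 163 at least 2-fold lower in stationary than in exponential phase at an adjusted p under 0.05 from limma (6 stationary and 2 exponential arrays). ZMO1753 (-3.47 ± 0.231, log2 of stationary over exponential), ykgO (-2.82 ± 0.294), hemA (-2.37 ± 0.188) and ZMO1813 of the Rnf complex (-1.95 ± 0.189) fell, and queE (1.86 ± 0.134) and the L-asparaginase gene ZMO1683 (1.48 ± 0.186) rose. Of 46 ribosomal protein genes 32 fell and 1 rose (34 and 1 adjusted over the list alone), and of 18 electron transport genes 15 fell and 1 rose (the same adjusted over the list alone). camera gave adjusted p of 2.92e-07 and 6.64e-05 for these (adjusted p = 0.478 and 0.312 with an estimated correlation). With the strains combined, 103 features were higher and 113 lower, of which 68 and 105 were chromosomal genes. That count of 216 was 368 with normexp. Among them ZMO0447 (1.72 ± 0.140) and ZMO0104 (1.71 ± 0.106), for proteins of unknown function, and ZMO1973 (1.63 ± 0.124) rose, and the pyridine nucleotide-disulphide oxidoreductase gene ZMO1113 (-1.94 ± 0.174) fell. The 2 exponential AcR arrays, both of 130 h, had the lowest correlation of any replicate pair.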

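Between the strains in exponential phase, 29 features were at least 2-fold higher and 23 at least 2-fold lower in AcR at an adjusted p under 0.05 from limma (2 AcR and 4 ZM4 arrays). ZMO0375 (1.69 ± 0.369, log2 AcR/ZM4), the cell wall hydrolase gene ZMO0448 (1.36 ± 0.220) and the hypothetical genes ZMO0932 (1.81 ± 0.270) and ZMO0933 (1.79 ± 0.281) were higher. plsX (-2.23 ± 0.205), ZMO1899 (-1.90 ± 0.103, adjusted p = 4.27e-07), pth, for the hydrolase that recycles peptidyl-tRNA (ZMO1911, -1.39 ± 0.212), and secD (-1.33 ± 0.167) were lower. In stationary phase 6 were higher and 28 lower (6 AcR and 4 ZM4 arrays). ZMO1683 (1.36 ± 0.147) and the thiamine monophosphate synthase gene ZMO1425 (1.04 ± 0.160) were higher, and ZMO0025 (-2.41 ± 0.139), rpsR (-1.91 ± 0.257), rpsF (-1.75 ± 0.222), ZMO1910 (-1.64 ± 0.119) and rplS (-1.40 ± 0.125) were lower. The count of 52 in exponential phase was 101 without AcR 130 h of fermentor 5 and 82 without AcR 130 h of fermentor 6, 13 without normalization and 29 with the compared groups alone. The count of 34 in stationary phase was 131 without normalization and 85 with normexp. Whether these counts differ between the phases was not tested.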

Strain:** compare difference between AcR and ZM4 in different conditions | | | | | | | | | | | | | | | | | | | | | | | |  |  |
|  | | **NaAc** | | | | | | **NaAc MM** | | | | | | **NaAc RM** | | | | | | **NaCl RM** | | | |  |  |
| **AcR/ZM4** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | **Stat** |  |  |
| **Up** | | 2 | | 24 | | 5 | | 6 | | 25 | | 3 | | 8 | | 40 | | 29 | | 4 | | 3 | 43 |  |  |
| **Down** | | 3 | | 8 | | 4 | | 18 | | 22 | | 32 | | 11 | | 34 | | 14 | | 15 | | 18 | 42 |  |  |
| **Total** | | 5 | | 32 | | 9 | | 24 | | 47 | | 35 | | 19 | | 74 | | 43 | | 19 | | 21 | 85 |  |  |
| **3. Media:** compare difference between RM and MM in the presence of NaAc for AcR and ZM4 | | | | | | | | | | | | | | | | | | | | | |  |  |  |  |
|  | | **NaAc** | | | | | | **AcR NaAc** | | | | | | **ZM4 NaAc** | | | | | |  |  |  |  |  |  |
| **MM/RM** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | |  |  |  |  |  |  |
| **Up** | | 232 | | 270 | | 304 | | 250 | | 289 | | 331 | | 246 | | 260 | | 282 | |  |  |  |  |  |  |
| **Down** | | 247 | | 281 | | 294 | | 260 | | 295 | | 361 | | 250 | | 277 | | 276 | |  |  |  |  |  |  |
| **Total** | | 479 | | 551 | | 598 | | 510 | | 584 | | 692 | | 496 | | 537 | | 558 | |  |  |  |  |  |  |
| **4-1. Treatment:** compare difference between NaAc and NaCl for AcR and ZM4 in RM | | | | | | | | | | | | | | | | | | | |  |  |  |  |  |  |
|  | | **RM** | | | | | | **ZM4 RM** | | | | | | **AcR RM** | | | | | |  |  |  |  |  |  |
| **NaAc/NaCl** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | |  |  |  |  |  |  |
| **Up** | | 37 | | 25 | | 130 | | 41 | | 39 | | 147 | | 52 | | 34 | | 151 | |  |  |  |  |  |  |
| **Down** | | 41 | | 58 | | 131 | | 43 | | 64 | | 144 | | 52 | | 60 | | 150 | |  |  |  |  |  |  |
| **Total** | | 78 | | 83 | | 261 | | 84 | | 103 | | 291 | | 104 | | 94 | | 301 | |  |  |  |  |  |  |
| **4-2. Treatment:** compare effect of NaAc or NaCl on ZM4 in RM | | | | | | | | | | | | | | | | | | | |  |  |  |  |  |  |
|  | | **NaCl/RM** | | | | | | **NaAc/RM** | | | | | |  |  |  |  |  |  |  |  |  |  |  |  |
| **ZM4** | | **All** | | **Log** | | **Stat** | | **All** | | **Log** | | **Stat** | |  |  |  |  |  |  |  |  |  |  |  |  |
| **Up** | | 47 | | 41 | | 220 | | 103 | | 141 | | 212 | |  |  |  |  |  |  |  |  |  |  |  |  |
| **Down** | | 88 | | 62 | | 190 | | 159 | | 193 | | 218 | |  |  |  |  |  |  |  |  |  |  |  |  |
| **Total** | | 135 | | 103 | | 410 | | 262 | | 334 | | 430 | |  |  |  |  |  |  |  |  |  |  |  |  |

**Additional File 14.** The interactions in STRING among 232 genes upregulated (**A**) and 247 genes downregulated (**B**) in MM compared to that of in RM.

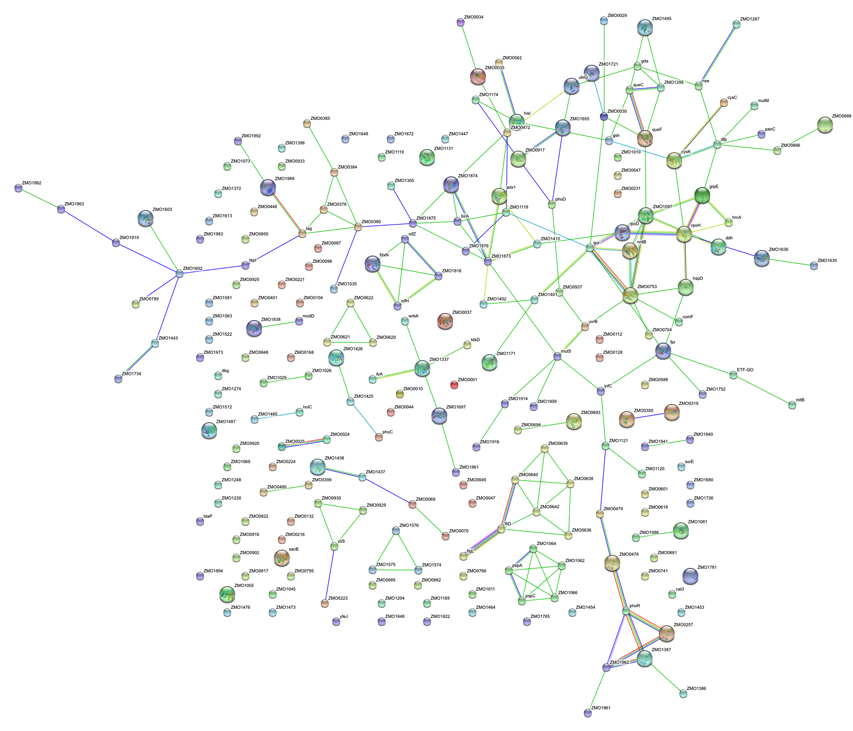

**A:**

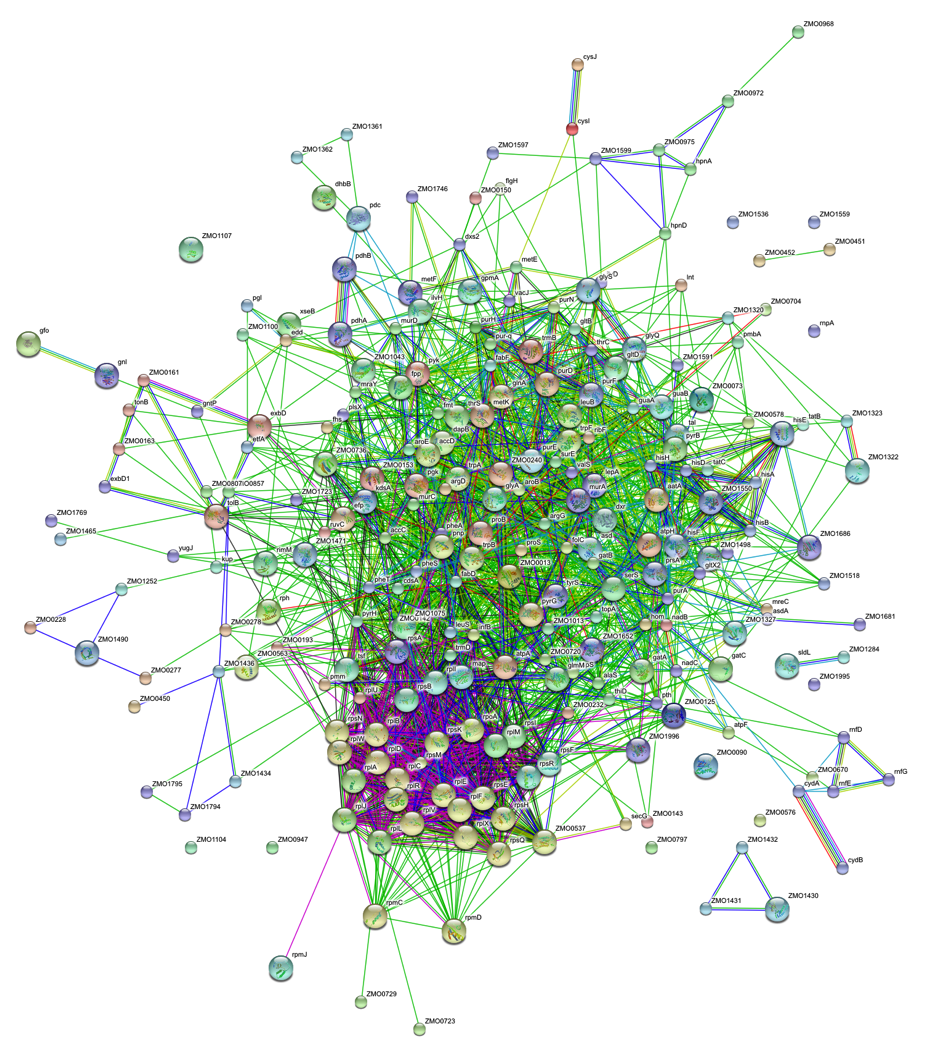

**B:**

**Additional File 15.** The pre-existing interaction among 47 genes upregulated (**A**) and 88 genes downregulated (**B**) in RM with NaCl treatment compared to that of in RM; 103 genes upregulated (**C**) and 159 genes downregulated (**D**) in RM with NaAc treatment compared to that of in RM; Venn diagrams of genes upregulated (**E**) or downregulated (**F**) in treatment comparison; 27 genes shared between those upregulated (**G**) and 65 genes shared between those down-regulated (**H**) in NaCl and in NaAc in RM; 37 genes upregulated (**I**) and 41 genes downregulated (**J**) in RM with NaAc treatment compared to that of NaCl treatment.

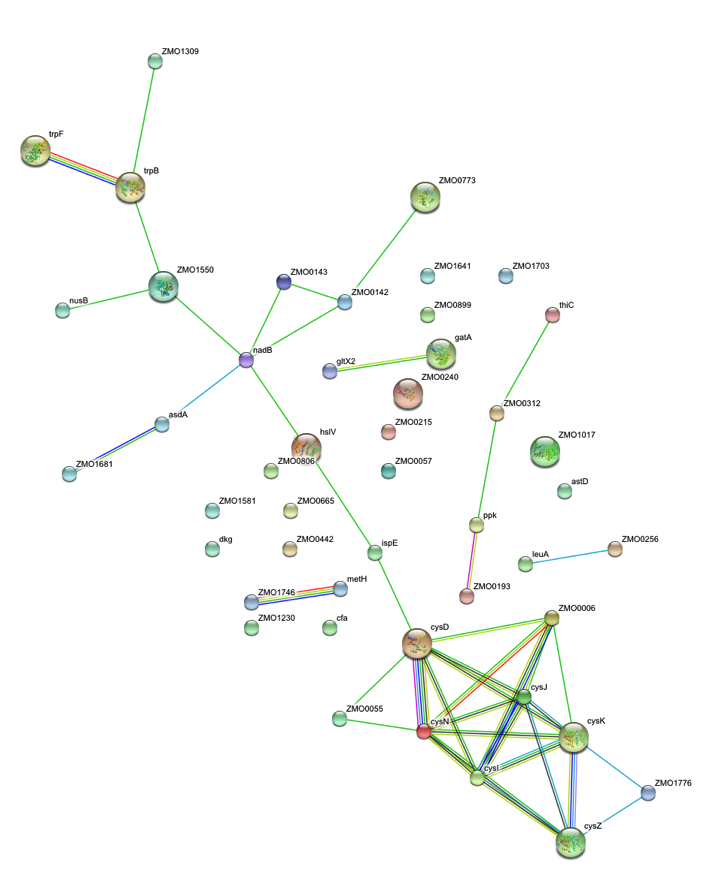

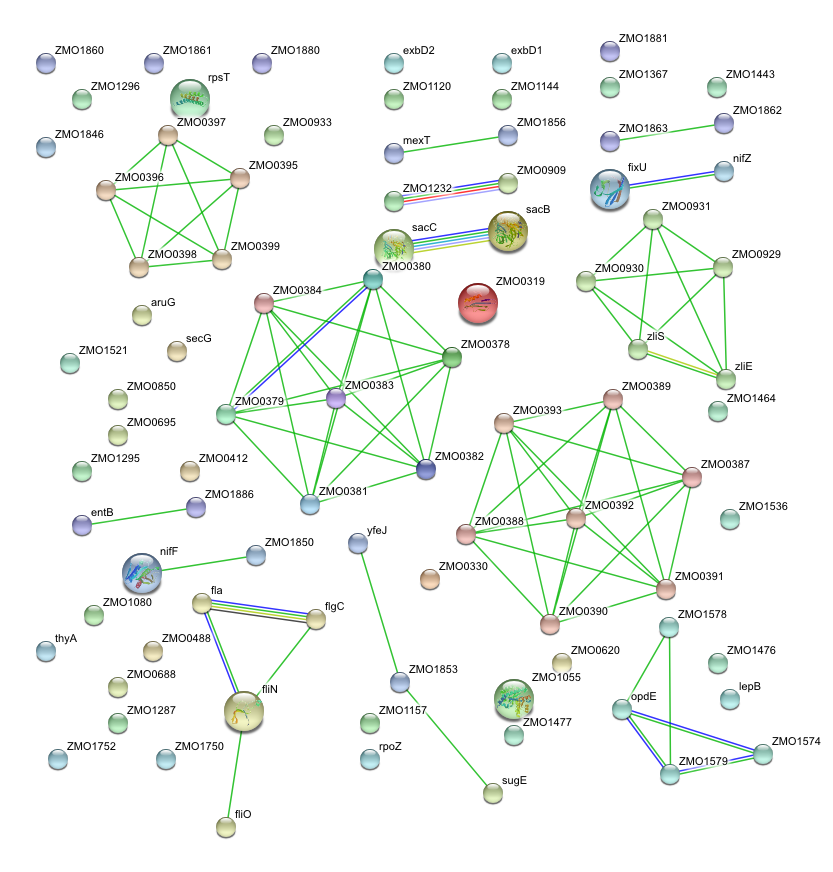

**A:**

**B:**

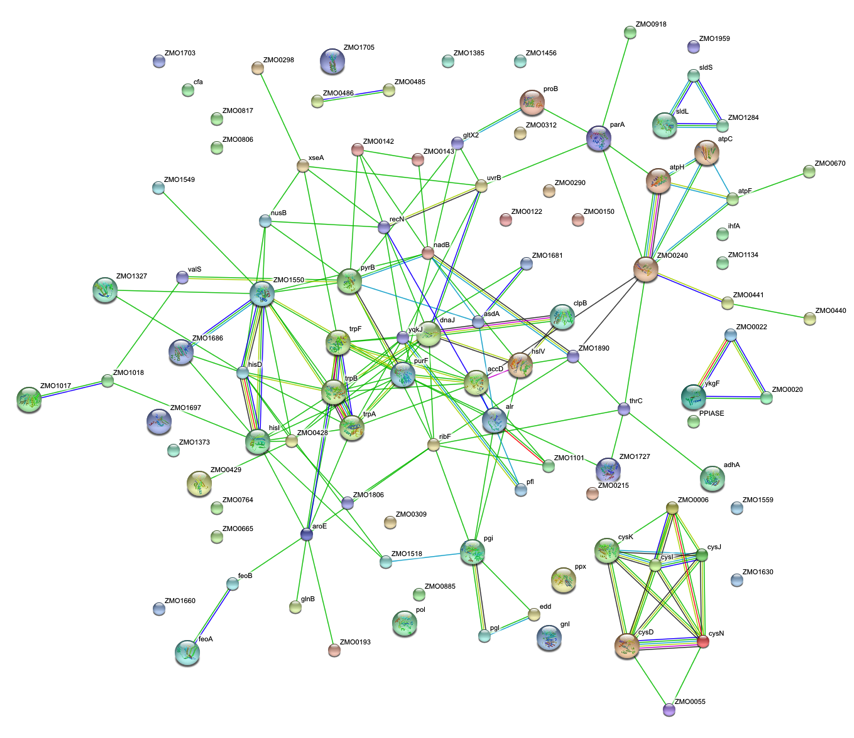

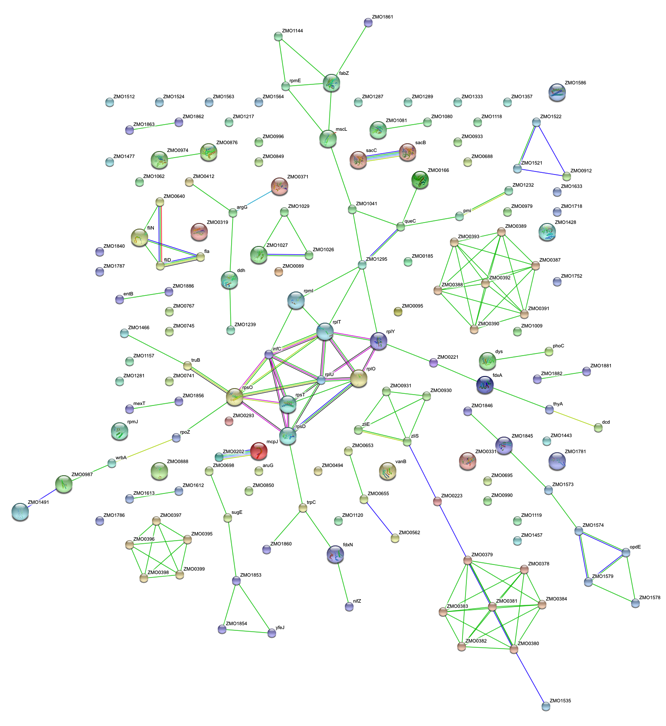

**C:**

**D:**

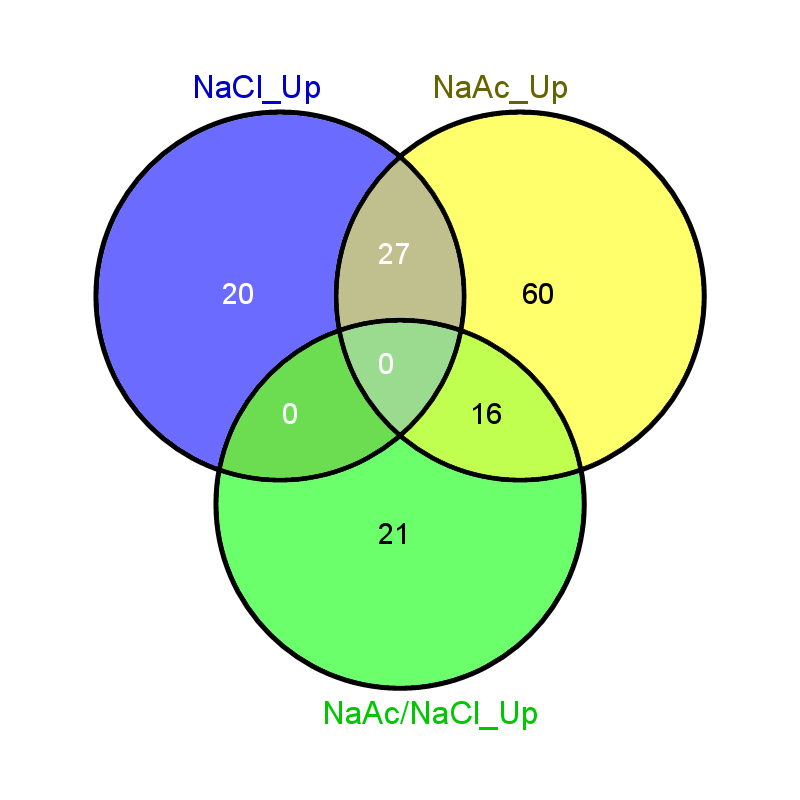

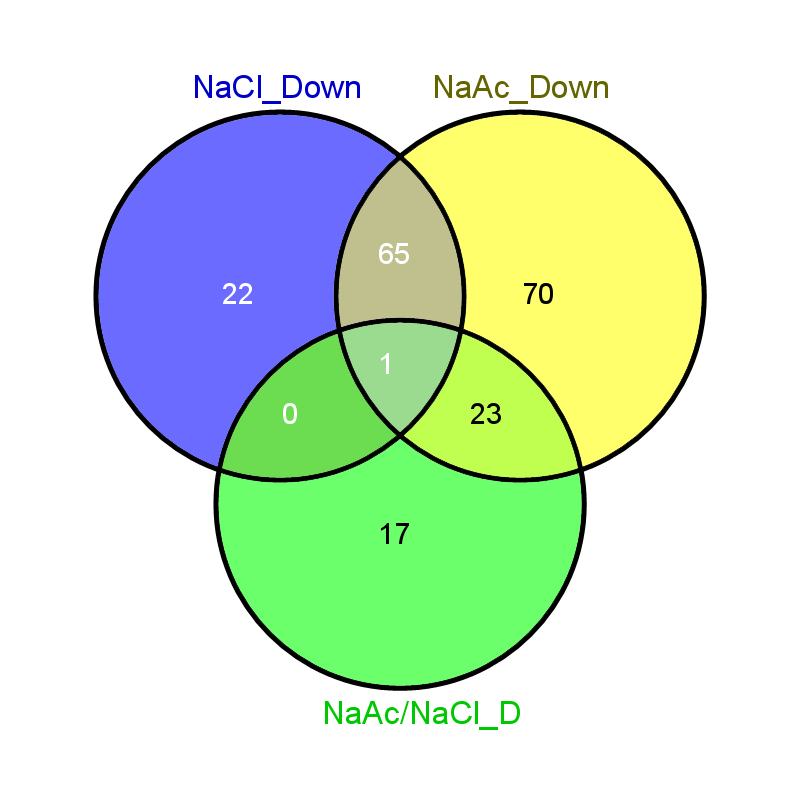

**F:**

**E:**

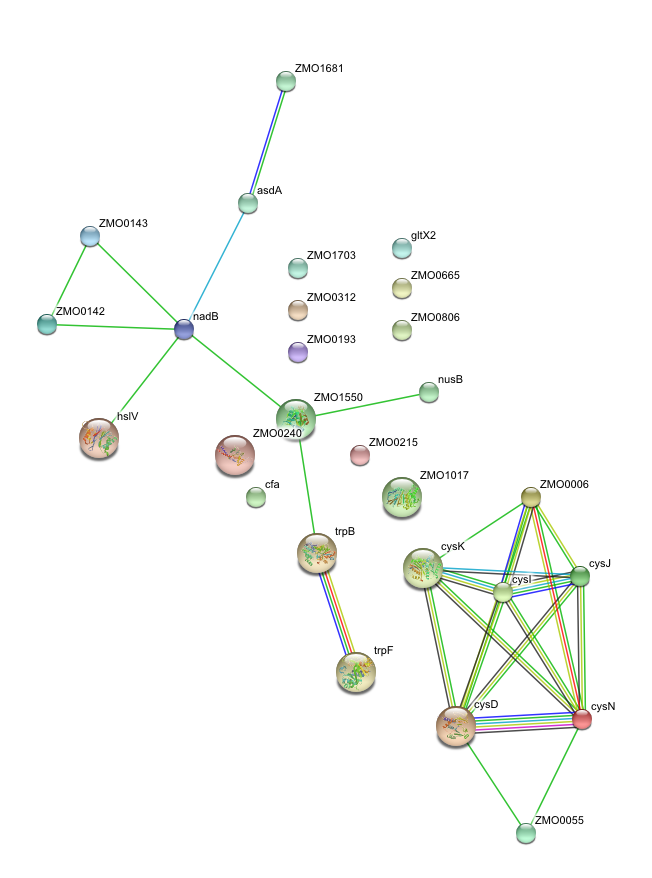

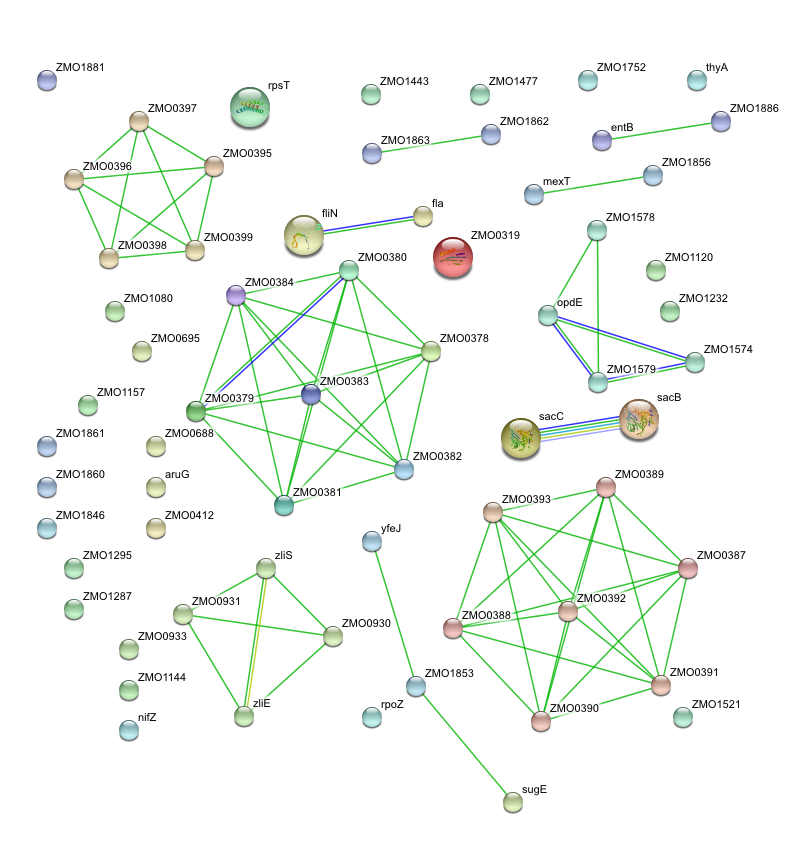

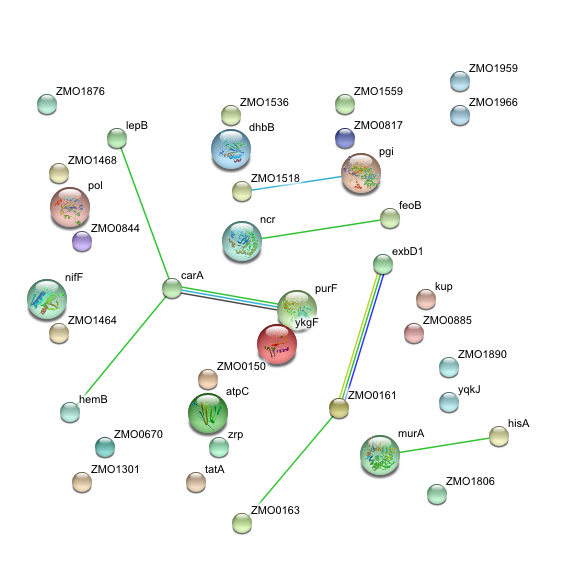

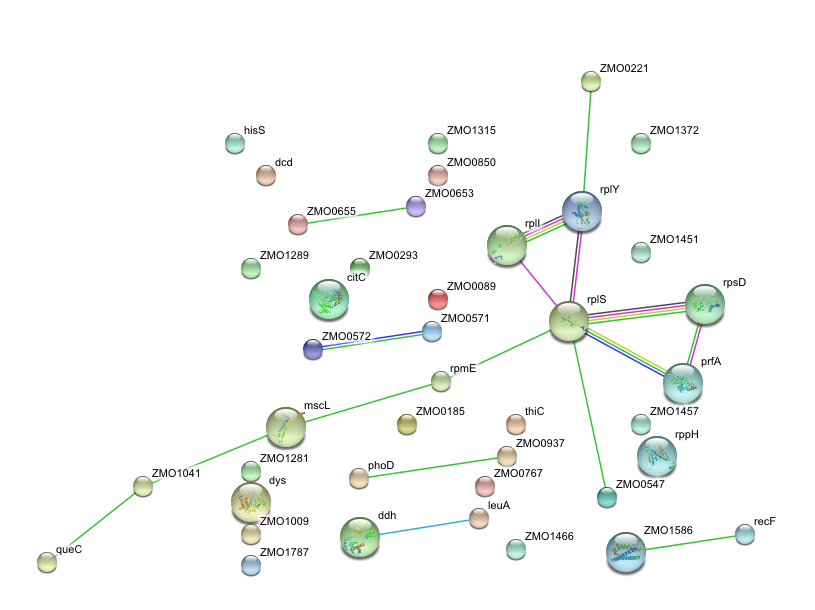
**Additional File 16.** The pre-existing interaction among 68 upregulated (**A**) and 64 downregulated genes (**B**) in stationary phase compared to exponential phase in the presence of NaAc.

**J:**

**I:**

**H:**

**G:**

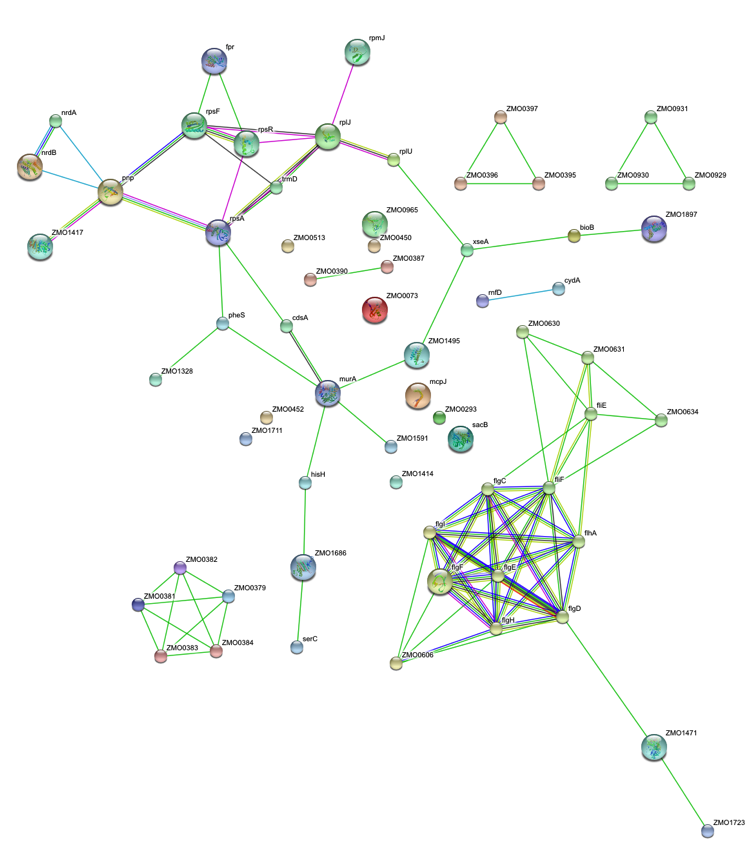

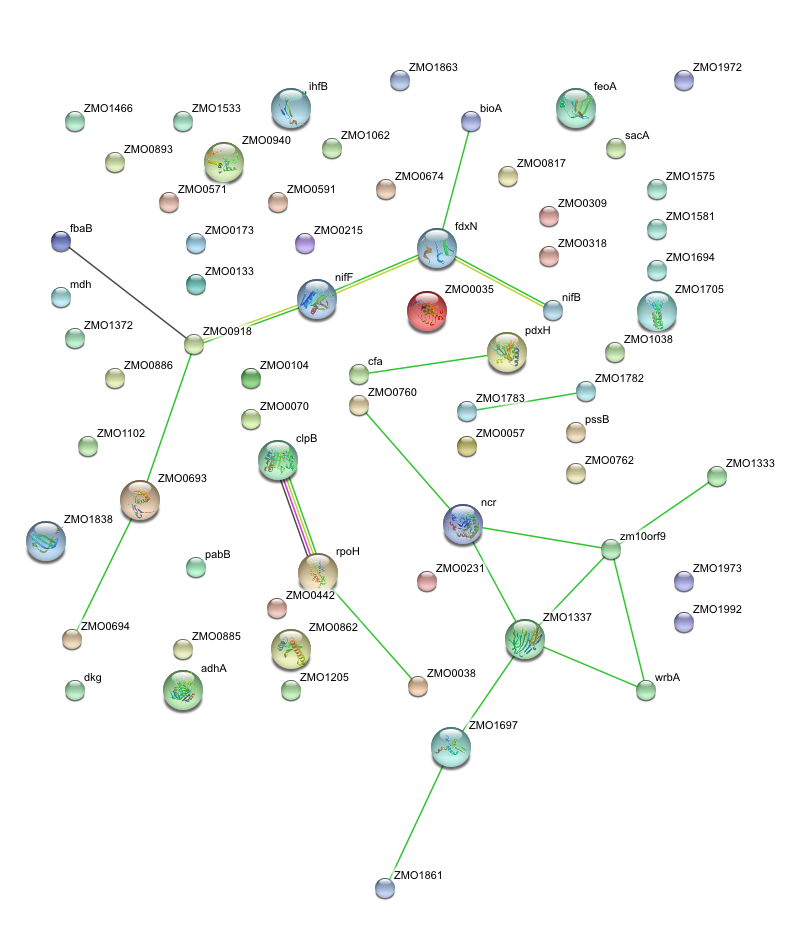

**B:**

**A:**

Additional file 18

File format: DOC

Title: The hierarchical clustering result of all genetic features in 14 different conditions.

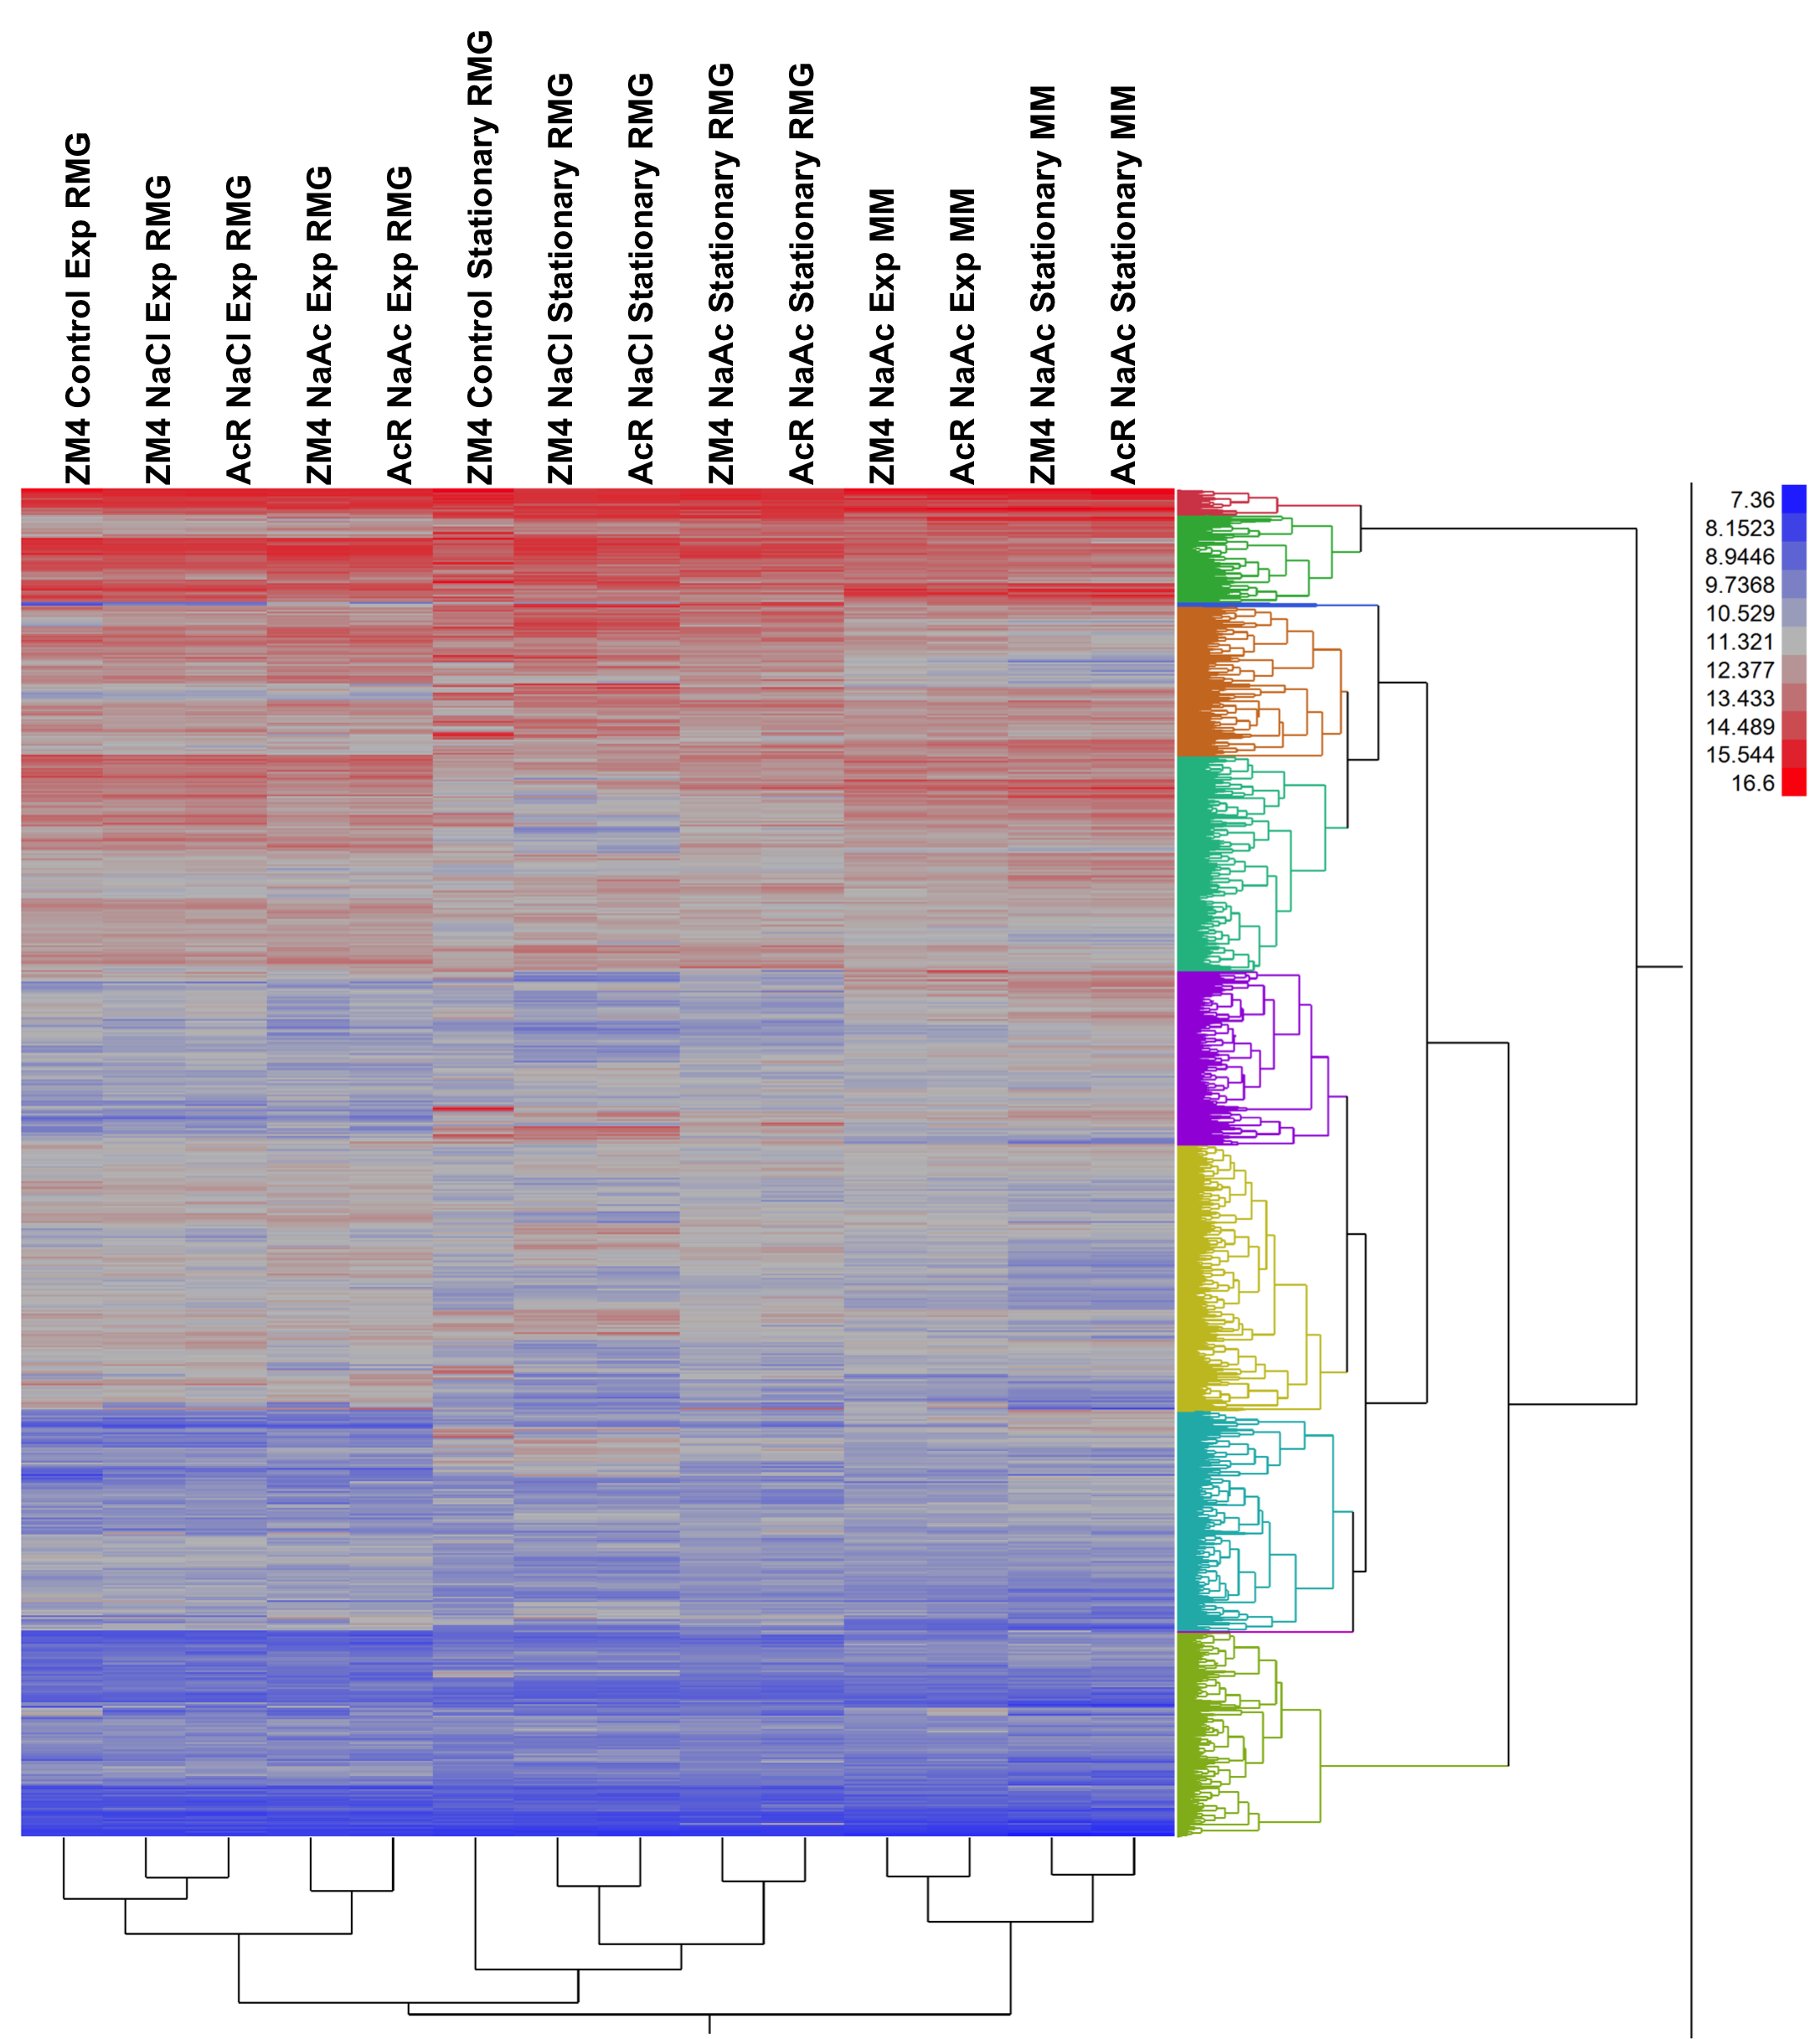

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

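Transcripts of Z. mobilis ZM4 and of its acetate-tolerant mutant AcR were measured on 16 NimbleGen arrays of 1 colour (Cy3). The cells grew in minimal medium with 10 g/L NaAc in 4 fermentors of 4 L, fermentors 5 and 6 with AcR and fermentors 2 and 3 with ZM4. Each fermentor was sampled at 130, 148, 166 and 190 h. The growth phases are those of Additional File 9, exponential for AcR at 130 h and ZM4 at 130 h and 148 h (6 arrays) and stationary for the rest (10 arrays). The paper assigned them from growth curves and from a hierarchical clustering of arrays that include these, so that differences between phases are in part those the phases were chosen by. The deposited probe signals of 14 arrays carry 1 date and those of ZM4 of fermentor 3 at 148 h and 166 h another. This date, called the extraction day here, is that of the signal data and not of the RNA extraction. The arrays of 1 fermentor at different times come from 1 culture, so that the strain comparison rests on 2 cultures per strain.

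The authors' files hold, for each array, the raw signal of 62400 probes and of 9637 random probes, and gene values made from them. The authors made these gene intensities, as deposited, from the Cy3 probe signals with NimbleScan 2.4.31 without normalization, in units of raw fluorescence. Their table for the whole series holds log2 values, with column medians from 11.48 to 11.52, that the authors had normalized by a method their text does not name. Each column had a correlation of 0.997 to 1.00 with the gene values of its own array, and of at most 0.992 with those of any other. The paper used an analysis of variance in JMP Genomics with an FDR of 0.05. Protein ratios were taken from the paper's Additional File 2, and 1235 gene lines of Additional File 5 were at hand.

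Gene values were read for 6708 lines per array, which are 3 blocks of 2236 features. They were put on the log2 scale, quantile-normalized over the 16 arrays and averaged over the 3 blocks. The features were 1949 chromosomal genes, 45 plasmid genes and 242 intergenic regions. Of these, 1767 had a ZMO locus and 551 loci a RefSeq symbol. A model with a mean for each of 8 groups was fitted with limma 3.58.1 in R 4.3.3, with 8 residual degrees of freedom, a prior variance of 0.0328 and a prior of 4.51 degrees of freedom. The 8 groups have 2 arrays each. P-values were adjusted by the Benjamini-Hochberg method over the 2236 features within each comparison, and counts take an adjusted p under 0.05 and a change of at least 2-fold unless only the adjusted p is named. Moderated F tests asked for any difference among the 8 groups and for a strain difference that changes with time. Means over times and phases weight the groups equally.

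The comparisons, the tests, 17 gene lists and most alternatives were set before the data were examined, but after the paper and its tables had been read. Of the lists, 15 came from annotation: ribosomal proteins, flagella and chemotaxis, ATP synthase, hopanoid and isoprenoid synthesis, fatty acid synthesis, Entner-Doudoroff glycolysis and ethanol, chaperones and proteases, redox defence, sulfate assimilation and cysteine synthesis, protein export, electron transport, aminoacyl-tRNA synthetases, nitrogen fixation, amino acid synthesis and nucleotide synthesis. The other two are the 4 genes higher and the 30 genes lower in AcR of Additional File 5. Lists were tested with camera at a preset correlation of 0.01, in 9 comparisons each and 153 in all, and again with an estimated correlation and with fry. Genes named are those the paper names for these arrays, the 10 with the largest change per direction and comparison past the test, and 4 per list. The exceptions are ZMO1495, ZMO0607 and the other genes given for the change of the strain difference between 148 h and 190 h, which were chosen after their values were seen.

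A stretch of neighbouring genes, ZMO1870 to ZMO1998 followed by ZMO0001 to ZMO0116, was chosen from the paper's gene and protein tables, whose ratios are low along it. These come from the same cultures, so its shift is not independent evidence. ZMO0117, next to its end, was left out of the locus order, because the paper states that it has a truncation in AcR. The shift is the median of its 216 genes minus that of the 1549 others, compared with 1765 placements of as many genes along the circular order (100000 random draws). Correlations across genes used two-sided permutation tests with 100000 permutations, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9.

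Alternatives were normexp background correction with an offset of 50 on gene values, values from the probes (normexp, quantile normalization and median polish), median scaling, no normalization, the authors' normalized table, an analysis of variance without empirical Bayes, the replicate as a fixed or random block (consensus correlation of 0.000786), culture means, the arrays of the compared groups alone, the dimmest features left out (1677 kept), no fold threshold, probes as observations, the 2 arrays of the second day left out, and each array left out in turn. For the correlations they were Spearman's rho, all measured genes, and the stretch left out, and for the stretch the ribosomal and listed genes left out. Further alternatives were added later: extraction day as a block, chromosomal genes alone, features with a ZMO locus alone, on-array blocks as observations, and both AcR 130 h arrays left out. A consensus correlation near 0 does not make the arrays of 1 fermentor independent. Their deviations from the group means had correlations between times from -0.44 (ZM4, 148 h and 166 h) to 0.63 (AcR, 166 h and 190 h). Standard errors and p-values of limma for means over times or phases treat these arrays as independent.

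The median gene signal was 8.39 to 25.7 times that of the random probes, and 10 to 176 probes per array were at the saturation value of 65535. With 2 arrays per group the number of arrays limits the precision. Tested on simulated data with the spread of these arrays, the comparison of strains at 148 h recovered 21% of genes changed 1.5-fold, 88% of those changed 2-fold and 100% of those changed 4-fold at an adjusted p under 0.05. The mean of the 4 times recovered 94% and 100% of the first and second. Without any change, 0 or 1 feature was called in each comparison. The simulated arrays were independent of one another, with no effect shared by the arrays of 1 culture. The simulation therefore does not test false calls or recovery for repeated samples of 1 culture. The RT-qPCR data and the arrays in rich medium or with NaCl are not analysed here. Features without a ZMO locus were left out of the lists and the locus order.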

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

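Chosen after the results were seen were the tests of the stretch on the AcR array of fermentor 6 at 130 h and of a later growth stage in that fermentor.

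The genes from ZMO1870 to ZMO1998 and on from ZMO0001 to ZMO0116 were lower in AcR as a block, a signal across neighbouring genes that the paper does not discuss, with a median shift of -0.535 against other genes in the mean of the 4 times (permutation p = 0.00102 over placements). At 130, 148, 166 and 190 h the shift was -0.41, -0.48, -0.65 and -0.66 (p = 0.005, 0.00061, 0.00601 and 0.00102), and in the paper's protein ratios 73 of 76 were below 0 at 148 h and 81 of 83 at 190 h. The stretch was chosen for low ratios in the paper's tables of the same cultures, so that low placement p-values were to be expected. Neither they nor the protein counts are independent evidence. Tests argue against a bias with intensity (shift of -0.54 against genes matched on intensity), against strain variants under a minority of probes (shift of -0.53 for the upper-quartile probe of each gene) and against a difference in growth stage (0.19 between stationary and exponential ZM4). A lower dosage of the whole stretch in AcR stays open. Its test, the 96.8% of genes below the median of the others, decides nothing, since the stretch was chosen for its low ratios in the paper's tables of the same cultures, and no DNA was measured on these arrays. The paper names earlier resequencing of the AcR genome, but gives no copy number for the stretch.

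The strain difference changed with time for 410 features, a difference between groups found by the interaction test. Between 148 h and 190 h it changed for 191. The largest number of strain differences was at 148 h. Tests argue against the ZM4 array of the second day as the source, since without the 2 arrays of that day 326 features were at least 2-fold different at 148 h, against 92 at 130 h. The different growth phases of the strains at 148 h, which the paper assigned from growth curves and a clustering of the arrays, are a candidate explanation, as the strain difference at 148 h had a correlation across features of 0.787 with the change of AcR from 130 h to 190 h, which shares no array with it.

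The 2 AcR arrays at 130 h lay far apart, with 131 features more than 2-fold different and up to 22 in any other pair. Array quality of fermentor 6 is argued against by its signal over random probes of 10.9 and its spread between blocks, both within the range of the other 15 arrays. The array of fermentor 5 had a signal over random probes of 8.545 and a spread of 0.0426, and its quality was not tested in this way. A swap of strain labels is argued against by the stretch above, with a shift of -0.37 on this array and -0.09 to 0.09 on the ZM4 arrays, while the share of 99 strain-marking features nearer to AcR (72.7%) decided nothing. A later growth stage in fermentor 6, or an earlier one in fermentor 5, may account for the distance. The difference of fermentor 6 from fermentor 5 had a correlation of 0.519 with the change of ZM4 from exponential to stationary phase. This lies just above the bound of 0.5 set for the test. A difference of 2 arrays cannot tell which of them lay off. The growth of the separate fermentors is not analysed here, so this stays open.

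In intergenic regions, whose differences between strains and phases the paper's text does not discuss, 52 of 242 were at least 2-fold different between the strains at 148 h. Between stationary and exponential phase in both strains together, 33 intergenic regions changed at least 2-fold. Of 45 plasmid genes, likewise outside those discussed, 10 changed at least 2-fold between the phases in both strains together.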

How the results depend on the processing

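Extraction day as a block, features with a ZMO locus alone, on-array blocks as observations, chromosomal genes alone and both AcR 130 h arrays left out were chosen after seeing the data. Of the counts, correlations and shifts, 380 alternative values kept their side of the test or stayed within 1.5 times, 51 moved and 3 grew stronger, and with 1 array left out 165 kept it and 15 moved. Of the list tests under other settings 1206 kept their call, 38 gained and 133 lost it, and of the named genes 17984 kept it, 546 gained and 1067 lost it (with 1 array left out 8742, 85 and 840). The shift of the stretch kept its direction and an unadjusted permutation p under 0.05 in all alternatives run. Since the stretch was chosen for its low ratios, this is not independent evidence. For the values below the cause was not tested, apart from the fewer or more observations that a setting itself gives. Signal over background, at 8.39 to 25.7, limits dim genes, and the 1677 brightest features alone moved no count by over 1.5 times. A lone array left in a group is assumed to vary like those of other groups.

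Without normalization the counts at 130, 148, 166 and 190 h were 17, 196, 179 and 3, in the mean 67, in exponential and stationary phase 13 and 131, for AcR at 130 h against ZM4 at 148 h 4, for AcR from 130 h to 148 h 121, for ZM4 from 130 h to 148 h 1 and from 148 h to 166 h 32, for the phases in ZM4 313, for any difference 635, for the interaction 22 and for genes different at all 4 times 1. ZMO0900 at 166 h turned to -0.12. It moved the median of all features to -0.30 at 148 h, -0.63 at 166 h and 0.28 at 190 h. It left 3 and 1 pairs for the correlations of genes between times and of genes with proteins at 190 h, which were not run. With normexp the counts were 150 at 130 h, 112 at 166 h, 65 at 190 h, 90 in the mean, 85 in stationary phase, 470 for AcR from 130 h to 148 h, 45 and 162 for ZM4 from 130 h to 148 h and from 148 h to 166 h, 331 for the phases in ZM4, 368 in both strains and 20 at all 4 times. With no fold threshold they were 354, 998, 282 and 129 by time, 1013 in the mean and 155 for AcR at 130 h against ZM4 at 148 h. With the compared groups alone they were 5 at 130 h, 29 in exponential phase, 197 for AcR from 130 h to 148 h and 1 for AcR at 130 h against ZM4 at 148 h. Probes as observations gave 2221 for any difference, 2094 for the interaction, 37 at all 4 times and 1 for AcR from 166 h to 190 h. On-array blocks gave 2158, 1777 and, for AcR from 166 h to 190 h, 1, and the fixed replicate block gave 1 there. The analysis of variance without empirical Bayes gave 267 for the interaction and 8 at all 4 times, and median scaling 8 at all 4 times. Without the second-day arrays the interaction count was 264. Extraction day as a block gave 16 for ZM4 from 130 h to 148 h, and features with a ZMO locus 63 from 148 h to 166 h. R² of genes and proteins at 190 h was 0.144 in the authors' table, 0.143 with median scaling and 0.149 over all measured genes, each past the test. With an estimated correlation 5 of the 74 camera calls held.

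With 1 array left out, the counts ranged from 67 to 196 at 130 h, 242 to 404 at 148 h, 21 to 57 at 166 h, 14 to 31 at 190 h and 36 to 53 in the mean. They ranged from 40 to 101 in exponential and 32 to 46 in stationary phase between strains, and from 27 to 100 for AcR at 130 h against ZM4 at 148 h. For AcR they were 248 to 440 from 130 h to 148 h, 281 to 500 from 130 h to 190 h and 251 to 480 between phases. For ZM4 they were 1 to 39 from 130 h to 148 h, 68 to 88 from 148 h to 166 h, 356 to 389 from 130 h to 190 h and 191 to 207 between phases. For both strains between phases they were 161 to 292, for any difference 1231 to 1548 and for the interaction 194 to 615, and 0 stayed 0 in the other 3 time comparisons. The shift of the stretch ranged from -0.56 to -0.52 in the mean, -0.47 to -0.36 at 130 h, -0.56 to -0.34 at 148 h, -0.66 to -0.64 at 166 h and -0.70 to -0.65 at 190 h. ZMO0375 between phases in AcR ranged from -1.99 to 0.0198, the latter without AcR 130 h of fermentor 5.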

Differences from the paper's values

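Counts of time comparisons are given as in Additional File 10, where down means higher at the later time, at an adjusted p under 0.05 and at least 2-fold, from limma here and from an analysis of variance in the paper. These counts take chromosomal genes. For AcR at 130 h against 190 h, 124 genes were down, and the paper's value is 82. Of the alternatives set before the data were examined, the value fell within 1.5 times of the paper's with the dimmest features left out (114), median scaling (106), the analysis of variance without empirical Bayes (123), the compared groups alone (113), probes as observations (120), the authors' normalized table (105), and without AcR 130 h of fermentor 5 (123) or AcR 190 h of fermentor 6 (108). It did not in the 8 others. For ZM4 at 148 h against 166 h, 24 were down, and the paper's value is 13. It fell within 1.5 times with the analysis of variance without empirical Bayes (19), no normalization (17) and without ZM4 166 h of fermentor 3 (19), and not in the 13 others. For ZM4 at 130 h against 190 h, 127 were down, and the paper's value is 72. It fell within 1.5 times in the authors' normalized table (103), and not in the 15 others.

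For the correlation of strain ratios between 148 h and 190 h, 94 genes passed the test at both times, and the paper's number is 530. None of the 8 alternatives came within 1.5 times. At 190 h 129 features passed the test here, so that the paper's 530 genes were not chosen by the same calls. The same holds for its 302 pairs at 190 h. The numbers and R² values are thus of unlike gene sets. For genes and proteins at 148 h there were 293 pairs, and the paper's number is 460. The number came within 1.5 times in the authors' normalized table (309) and over all measured genes (688), and not in the 7 others. At 190 h there were 57 pairs, and the paper's number is 302. None of the 8 alternatives came within 1.5 times. R² at 190 h was 0.0448, and the paper's value is 0.17. It came within 1.5 times in the authors' normalized table (0.144), with median scaling (0.143), over all measured genes (0.149) and without the stretch (0.126), and not in the 4 others.

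For pairs at least 1.5-fold changed at 148 h, R² was 0.185, and the paper's value is 0.30. It came within 1.5 times in the authors' normalized table (0.212), with median scaling (0.210) and with no normalization (0.264), and not in the 3 others. For the 18 pairs of Table 1, R² between the gene ratios at 148 h and 190 h was 6.04e-07, and the paper's value is 0.01. It came within 1.5 times in the authors' normalized table (0.0104) and with the dimmest features left out (0.00753), and not in the 4 others.

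The paper gives ZMO1787 as higher in AcR under all the conditions of Additional File 9, which include rich medium and NaCl, so that its groups are not those compared here. In the minimal-medium arrays it was higher at 130 h and in the mean, and had -0.25 at 148 h, where no alternative gave a value above 0. Of the alternatives set before the data were examined, probes as observations calls ZMO1787 at 166 and 190 h, and the compared groups alone call it at 190 h. On-array blocks as observations, which call it at 166 and 190 h, were chosen after seeing the values, and drop 0 of the calls of named genes. The paper gives ZMO0055 as lower in AcR in all conditions with acetate, rich medium included. In minimal medium its mean was -0.47 with an adjusted p of 0.0542 from limma. It passes the test in the mean with culture means, the dimmest features left out, no normalization, probes as observations, the authors' normalized table, the second-day arrays left out, and without AcR 130 h of fermentor 6, ZM4 148 h of fermentor 2 or ZM4 166 h of fermentor 3. Features with a ZMO locus alone and on-array blocks as observations, chosen after seeing the values, also call it and drop 0 of the calls of named genes.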

Other observations

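Most plasmid genes, which the paper does not discuss for these arrays, rose in stationary phase. Of 45 plasmid genes 30 rose and 3 fell at an adjusted p under 0.05 from limma with the strains combined, with a median log2 of stationary over exponential of 0.49. In the genes p06, p07 and p18 of plasmid pZMOB1 the values were 2.25 ± 0.105, 1.80 ± 0.0931 and 1.77 ± 0.0873 (n = 10 stationary and 6 exponential arrays). In ZM4 alone 26 rose and 0 fell, and in AcR alone 27 rose and 2 fell. At 148 h, with AcR in stationary and ZM4 in exponential phase, 16 were higher in AcR and 3 lower, with p06 at 2.55 ± 0.194, and the strain difference of p06 changed between 148 h and 190 h (adjusted p = 0.00355). Of 9 nitrogen fixation genes, 4 rose and 0 fell between the phases (the same adjusted over the list alone), with nifH, for the iron protein of nitrogenase (ZMO1823), at 0.91 ± 0.112. camera gave an adjusted p of 0.342 for this list. In the mean of the 4 times 4 of the 9 were higher in AcR (4 adjusted over the list alone), with nifH at 0.46 ± 0.104 and nifW (ZMO1836) at 0.33 ± 0.0754.

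Of 242 intergenic regions, 97 rose and 51 fell in stationary phase in both strains together, 25 and 8 of them at least 2-fold. Between the strains at 148 h 92 were higher and 31 lower in AcR, 48 and 4 of them at least 2-fold. Among chaperones and proteases, 5 of 22 genes were higher and 6 lower in AcR in the mean of the 4 times, with the Lon domain gene ZMO1704 higher (0.74 ± 0.0905) and groL of the chaperonin (ZMO1929, -0.66 ± 0.123) lower. For redox defence 4 of 18 were higher and 3 lower, and for ATP synthase 3 of 9 were lower (1 adjusted over the list alone). camera gave adjusted p of 0.480, 0.575 and 0.147 for these lists.

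Other splits of the samples tested whether chance could give as many features at least 2-fold different. For AcR against ZM4 in the mean of the 4 times the real split gave 42 and the highest of the others 15 (1 of 100 splits, the real split included, gave as many), and between the strains in stationary phase 34 and 11 (again 1 of 100). In these splits arrays of 1 culture fall on both sides, and only the real split takes the same share of each fermentor, so they say nothing on chance differences between 2 cultures and 2 others. With the 4 cultures kept whole, the 2 crossed splits gave 0 and 0 in the mean of the 4 times, and so few splits exclude nothing. For the phases in both strains the real split gave 210 features in a model of strain and phase and the highest of the others 94 (1 of 100, and 94 as well among the 39 splits with the same share of each fermentor), and for ZM4 alone 198 and 0 (1 of 35, of which 18 have the same share of each fermentor). The paper assigned the phases in part from a clustering of these arrays, so that a high count of the real split was to be expected and does not exclude chance. Arrays of 1 fermentor are not independent.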
